# Treg cells promote decidual vascular remodeling and modulate uterine NK cells in pregnant mice

**DOI:** 10.1172/jci.insight.169836

**Published:** 2024-12-10

**Authors:** Shanna L. Hosking, Lachlan M. Moldenhauer, Ha M. Tran, Hon Y. Chan, Holly M. Groome, Evangeline A.K. Lovell, Ella S. Green, Stephanie E. O’Hara, Claire T. Roberts, Kerrie L. Foyle, Sandra T. Davidge, Sarah A. Robertson, Alison S. Care

**Keywords:** Immunology, Reproductive biology, NK cells, Obstetrics/gynecology, T cells

## Abstract

Regulatory T (Treg) cells are essential for maternal immune tolerance of the fetus and placenta. In preeclampsia, aberrant Treg cell tolerance is implicated, but how Treg cells affect the uterine vascular dysfunction thought to precede placental impairment and maternal vasculopathy is unclear. We used *Foxp3*-diphtheria toxin receptor mice to test the hypothesis that Treg cells are essential regulators of decidual spiral artery adaptation to pregnancy. Transient Treg cell depletion during early placental morphogenesis caused impaired remodeling of decidual spiral arteries, altered uterine artery function, and fewer *Dolichos biflorus* agglutinin^+^ uterine natural killer (uNK) cells, resulting in late-gestation fetal loss and fetal growth restriction. Replacing the Treg cells by transfer from wild-type donors mitigated the impact on uNK cells, vascular remodeling, and fetal loss. RNA sequencing of decidua revealed genes associated with NK cell function and placental extravillous trophoblasts were dysregulated after Treg cell depletion and normalized by Treg cell replacement. These data implicate Treg cells as essential upstream drivers of uterine vascular adaptation to pregnancy, through a mechanism likely involving phenotypic regulation of uNK cells and trophoblast invasion. The findings provide insight into mechanisms linking impaired adaptive immune tolerance and altered spiral artery remodeling, 2 hallmark features of preeclampsia.

## Abstract 2

Regulatory T cells modulate uterine natural killer cells to facilitate uterine spiral artery remodeling, which is crucial for robust placental function and fetal growth

## Introduction

Regulatory T (Treg) cells are a specialized subset of T cells that suppress inflammation and limit deleterious immune responses to self and foreign antigens (1). Treg cells have a pivotal role in immune homeostasis by modulating the proliferation and activity of effector T and B cells and NK cells. Treg cells are essential for pregnancy tolerance; sufficient numbers of functionally competent Treg cells must be present in the uterus for successful embryo implantation and placental development (2). Since pregnancy is an inflammatory state and the fetoplacental unit expresses paternally derived alloantigens (2), the uterine Treg cell pool has important roles in constraining inflammation and preventing aberrant maternal immune reactivity (3–6).

Fewer or functionally impaired Treg cells are a common feature of preeclampsia (7–11), a serious hypertensive disorder that affects 2%–8% of all pregnant women (12, 13). Treg cell deficiency associated with aberrant generation of effector T cells, including pro-inflammatory Th1 and Th17 cells (8, 14), is evident in peripheral blood and uterine decidual tissue in preeclampsia (7–11) and may originate from insufficient priming toward paternal alloantigens or underlying immune dysfunction (15). Although a definitive causal role for Treg cell deficiency in the placental pathophysiology of these conditions is not proven in humans, studies in rodent models (16, 17) indicate biological plausibility, and the significance of paternal factors is consistent with a maladaptive immune response (15, 18).

One candidate mechanism by which Treg cell insufficiency may contribute to defective placentation involves the uterine blood supply (19). Emerging evidence shows Treg cells are essential regulators of systemic vascular homeostasis supporting healthy cardiovascular function in a range of tissues (20, 21). Treg cell insufficiency has been linked to hypertension and aberrant vascular remodeling (22, 23), while treatment interventions to boost Treg cells can reverse cardiovascular dysfunction (24, 25) and mitigate hypertension (24). These considerations raise the prospect that in addition to their immune-regulatory roles, Treg cells might facilitate the vascular adaptations required to accommodate pregnancy — but whether and how this occurs are unknown.

The maternal cardiovascular system must undergo substantial remodeling to support pregnancy and enable optimal placental function. These events commence with local changes to the uterine vasculature during early placental development. Systemic cardiovascular adaptations follow, featuring increased blood volume, enhanced cardiac output, and reduced total peripheral resistance (26). A substantial increase in blood supply to the uterine artery and the placenta supports the increasing nutrient demands of the developing fetus as gestation proceeds (27). Robust fetal growth in late gestation therefore depends on adequate early remodeling and vasodilation of the uterine artery and its network of decidual spiral arteries (27–29).

Decidual spiral arteries are the terminal branch of the main uterine arteries. Their remodeling involves trophoblast invasion of the decidual vessel wall and a loss of the surrounding smooth muscle cells and elastic lamina in women (30), with similar features during placentation in mice (31). Migrating extravillous trophoblast cells invade both the decidual interstitium and the endovascular space within the spiral arteries to facilitate their transformation from high-resistance vessels to low-resistance, high-capacity vessels. These vessels perfuse the placental intervillous space from which exchange of nutrients and oxygen between maternal and fetal circulations occurs (32) to accommodate escalating fetal demand as pregnancy progresses (33).

Immune cells, particularly uterine natural killer (uNK) cells, are critical for decidual spiral artery remodeling (34). uNK cells are an abundant subset of innate lymphoid cells in the decidua (35) that are essential for decidual vascular remodeling in mice (34, 36, 37), and humans (38). They secrete cytokines, such as IFN-γ and VEGFA (35, 37, 39, 40), and enzymes that modulate endothelial cell tight junctions, cause smooth muscle cell apoptosis, and promote trophoblast invasion (34, 41). Elevated inflammatory activity impairs uNK cell function, leading to shallow spiral artery remodeling and placental dysfunction (42, 43).

We previously demonstrated that depletion of Treg cells from pregnant mice causes dysfunction in the main arteries serving the uterus, causing increased resistance and altered regulation of vasoconstriction and affecting systemic blood pressure regulation (19). Additionally, we showed Treg cell deficiency caused by insufficient progesterone signaling elicits impaired decidual spiral artery remodeling (16), building on other studies noting that Treg cell perturbation can be accompanied by uterine vascular changes (2, 19, 44). However, there has been no formal investigation of the specific requirement for Treg cells in remodeling of the decidual spiral arteries or investigation of the cellular mechanisms by which this might occur.

In this study, we test the hypothesis that Treg cells are essential for decidual spiral artery remodeling in early pregnancy, utilizing Forkhead box P3-diphtheria toxin receptor (*Foxp3*^DTR^) transgenic mice (45) to allow acute, transient Treg cell depletion. Here, we report evidence that Treg cell deficiency is a primary cause of poor remodeling of decidual spiral arteries, causing fetal loss and growth restriction in surviving fetuses, and a mechanism involving dysregulation of uNK cells and altered trophoblast invasion is implicated. Our data provide compelling evidence to link Treg cells and uteroplacental vascular remodeling in an interactive network underpinning establishment and progression of healthy pregnancy.

## Results

### Treg cell depletion during the peri-implantation period causes fetal loss and fetal growth restriction.

To evaluate the physiological significance of Treg cells in the peri-implantation phase for pregnancy progression, we administered DT on gestational day (GD)3.5 and 5.5 to selectively and transiently deplete the Treg cell pool, as previously described (19). In *Foxp3*^DTR^ mice treated with DT, Treg cells (measured as a proportion of CD4^+^ T cells) were reduced by at least 97% in the uterine-draining, para-aortic lymph nodes (uDLNs) by GD6.5, 24 hours posttreatment. This site is where Treg cells normally proliferate before recruitment into the uterus (46) (Figure 1, A and B). In contrast, Treg cells in vehicle-treated control *Foxp3*^DTR^ mice remained unchanged. Analysis at the critical midgestation time point of GD10.5, when the mouse placenta is mature and placental access to the maternal blood supply is complete (30, 47), showed partial repopulation of Treg cells in the uDLNs, although their proportion remained approximately 59% less than in control mice (Figure 1B). The majority of Treg cells in the uDLNs in midgestation were thymic derived, as indicated by neuropilin 1 (NRP1) expression (48), regardless of earlier Treg cell depletion (Figure 1C). Repopulating Treg cells more commonly expressed the proliferation marker Ki67 (Figure 1D), while similar proportions expressed cytotoxic T lymphocyte antigen 4 (CTLA4), a marker of suppressive competence (49) (Figure 1E). Treg cell deficiency did not cause an increase in CD4^+^ T cell expression of IFN-γ or IL-17a (Figure 1, F and G). Comparable effects were seen in the spleen, consistent with a systemic impact of DT on Treg cells in *Foxp3*^DTR^ mice (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.169836DS1). Recovery was faster in the spleen, such that on GD10.5 Treg cells were not different in proportion or phenotype between DT-treated and control mice (Supplemental Figure 1, A–D), and IFN-γ and IL-17a expression was unchanged (Supplemental Figure 1, E and F).

To evaluate the impact of peri-implantation pregnancy Treg cell depletion on pregnancy success, *Foxp3*^DTR^ mice were given DT or vehicle control and birth outcomes were recorded. Additional groups of DT-treated *Foxp3*^DTR^ mice were administered wild-type (WT) Treg cells (CD4^+^CD25^+^ cells) that do not express human DTR and are refractive to DT-induced depletion (45) or conventional CD4^+^ T cells (Tconv cells; CD4^+^CD25^–^ cells), on GD2.5 and GD4.5. Transferred cells were prepared from the spleens and lymph nodes of pregnant donor mice to ensure hormone and antigen priming, which are important for Treg cell function in pregnancy (50). A subset of dams were allowed to give birth, and birth outcomes were evaluated. For another subset, pregnancy outcomes were evaluated in late gestation (Figure 2A).

Compared with control dams administered vehicle, Treg cell depletion compromised pup viability at birth (Figure 2, D and E) and reduced pup weight (Figure 2F) but had no impact on the proportion of dams with viable pregnancies (defined as 1 or more viable pup) or total pups born (Figure 2, B and C). Pretreatment with WT Treg cells in DT-treated *Foxp3*^DTR^ mice prevented the shift in pregnancy success, litter size, and birth weight, while Tconv cells did not confer the same improvement (Figure 2, D–F).

The poor pregnancy outcomes after peri-implantation Treg cell depletion prompted us to evaluate late-gestation fetal and placental parameters. In DT-treated and vehicle control *Foxp3*^DTR^ mice autopsied at GD18.5, the rate of viable pregnancy (defined as at least 1 viable fetus) and total or viable implantation sites per dam (Figure 2, G–I) were unchanged. However, DT treatment caused an increase in both the number and the proportion of overt fetal losses (resorptions) per dam compared with control mice (Figure 2, J and K), indicating fetal loss occurred after midgestation. Pretreatment with WT Treg cells mitigated Treg cell deficiency (Figure 2, J and K), such that resorptions were not different compared to control mice. In contrast, Tconv cells did not attenuate the effects of Treg cell deficiency (Figure 2, J and K).

Surviving fetuses from *Foxp3*^DTR^ mice treated with DT to elicit Treg cell depletion were growth restricted on GD18.5, compared with vehicle-treated controls. Fetal weight was reduced by 3.1%, crown-to-rump length by 1.9%, abdominal girth by 3.4%, and biparietal diameter by 5.0% (Figure 3, A, B, and H–J). Transfer of WT Treg cells to DT-treated mice did not correct late-gestation fetal weight (Figure 3B) but did mitigate other parameters of fetal growth (Figure 3, H–J). In contrast, Tconv cells further reduced fetal weight, crown-to-rump length, and biparietal diameter (Figure 3, B, H, and J). When fetal weight distribution was considered (Figure 3E), 27% were below the 10th percentile in DT-treated mice, compared with 21% in dams given DT and Treg cells and 46% in dams given DT and Tconv cells.

There was no impact of Treg cell depletion from *Foxp3*^DTR^ mice, or exogenous Treg cell or Tconv cell administration, on placental weight (Figure 3, C and F). However, Treg cell depletion reduced the fetal/placental weight ratio, a surrogate measure of placental efficiency (Figure 3, D and G). This was unchanged by Treg cell or Tconv transfer (Figure 3D). This indicates that as well as fetal loss, Treg cell depletion impaired placental efficiency in surviving fetuses, in turn affecting fetal growth. Together, these data show that Treg cell deficiency, and not off-target effects of DT treatment, are responsible for fetal loss and fetal growth impairment. Consistent with this interpretation, no effect of DT on fetal survival, fetal weight, or growth parameters was seen in WT C57BL/6 mice given DT on GD3.5 and 5.5, compared to mice given vehicle (Supplemental Figure 2).

To further investigate the impacts of Treg cell depletion, placental structure was assessed in late gestation (Supplemental Figure 3, A–D). There was no effect of Treg cell depletion on placental structure at GD18.5 as indicated by area of junctional zone (JZ) or labyrinth zone, the tissues responsible for endocrine function and nutrient transfer, respectively (Supplemental Figure 3, E–I). The proportion of glycogen cells in the JZ was increased following DT treatment to elicit Treg cell depletion compared with control mice. This was prevented by treatment with Treg cells but not Tconv cells (Supplemental Figure 3J).

### Treg cell depletion disrupts uterine vascular function and decidual spiral artery remodeling.

We next investigated the impact of Treg cell depletion on the uterine vasculature in midgestation, as this is a critical determinant of placental maturation and capacity to support fetal survival and growth. At GD10.5, *Foxp3*^DTR^ dams given DT to elicit Treg cell depletion had a similar rate of viable pregnancy, number of total and viable implantation sites per dam, and proportion and number of abnormal implantation sites showing early signs of resorption compared with vehicle-treated control *Foxp3*^DTR^ dams. Transfer of Treg cells or Tconv cells did not change these parameters (Supplemental Figure 4, A–I).

When decidual spiral artery remodeling was quantified stereologically in midsagittal sections of implantation sites on GD10.5, impaired spiral artery remodeling was seen after Treg cell depletion (Figure 4, A–D). Decidual spiral artery lumen area and lumen diameter were reduced by 29% and 15%, respectively, compared with control (Figure 4, A, B, I, and J). There was a trend toward an increased relative wall thickness in decidual spiral arteries (vessel/lumen ratio) after Treg cell depletion (Figure 4K; *P* = 0.08). Transfer of WT Treg cells normalized decidual spiral artery remodeling (Figure 4, C, I, and J), but Tconv cells did not (Figure 4, D, I, and J), and increased the relative wall thickness of vessels, compared with control mice (Figure 4K).

Smooth muscle cells are normally lost from the arterial vascular media during the spiral artery remodeling process, and α–smooth muscle actin (α-SMA) retention indicates impaired remodeling (51). Depletion of Treg cells from *Foxp3*^DTR^ mice resulted in a 2-fold increase of α-SMA expression compared with control *Foxp3*^DTR^ mice (Figure 4, E, F, and L). Loss of α-SMA was improved by transfer of Treg cells (Figure 4, G and L) but not Tconv cells (Figure 4, H and L).

To determine the impact of Treg cell perturbation in the peri-implantation phase on function of the main uterine arteries in midgestation, we used ultrasound biomicroscopy on GD9.5. Treg cell depletion was found to increase uterine artery resistance index by 11.0%, indicating increased resistance to blood flow (Figure 5, A and B). Administration of Treg cells, but not Tconv cells, mitigated the increase in uterine artery resistance (Figure 5B). Uterine artery pulsatility index, another measure of resistance, showed an increasing trend following Treg cell depletion (*P* = 0.06; Figure 5C) that was partially improved by Treg cell transfer but not Tconv cells (Figure 5C). These findings build upon our previous report of altered uterine vascular parameters after Treg cell depletion (19). The effect of Treg cell depletion on uterine artery function was limited to midpregnancy; when uterine artery and umbilical artery function were measured on GD17.5, there was no impact of Treg cell depletion or treatment with Treg or Tconv cells (Supplemental Table 1).

### Treg cell depletion modifies uNK cells, key regulators of spiral artery remodeling.

Given the central role of uNK cells in spiral artery remodeling, we next investigated whether uNK cells contribute to the mechanism by which Treg cell deficiency causes remodeling impairment. Initially, uNK cell abundance was assessed by histological staining with *Dolichos biflorus* agglutinin (DBA) lectin to identify uNK cells in midsagittal sections of implantation sites. DBA reacts with *N*-acetylgalactosamine (GalNAc) residues present on the cell surface and in granules of uNK cells (52). DBA^+^ uNK cells, which predominate in pregnancy, produce factors including VEGFA that facilitate spiral artery remodeling by promoting migration of extravillous trophoblasts through the decidua (40), while DBA^–^ uNK cells produce IFN-γ (35, 40). Compared with vehicle-treated control *Foxp3*^DTR^ mice, Treg cell–depleted *Foxp3*^DTR^ mice had substantially less DBA staining in the decidua on GD10.5 (Figure 6, A, B, and E). DBA^+^ uNK cell abundance was normalized by Treg cell transfer but not by Tconv cells (Figure 6, A–E). Notably, the total midsagittal area of decidual tissue was not affected by Treg cell depletion, indicating the vascular and uNK cell changes were unlikely to be due to defective decidualization (Figure 6F).

To further understand the impact of Treg cell depletion, uNK cells were investigated by flow cytometry. uNK cells can be classified into 3 subsets with distinguishing surface phenotypes with potential for distinct roles in angiogenesis and vascular remodeling (53). All 3 subsets express the NK lineage-defining surface marker NK1.1 (54) and acquire NKp46 (also termed natural cytotoxicity receptor 1) upon maturation in the decidua (55–58). The uNK cell subsets include (a) tissue-resident NK (trNK) cells, defined as CD45^+^NK1.1^+^CD11B^lo/–^NKp46^+^CD49a^+^EOMES^+^ cells; (b) conventional NK (cNK) cells. defined as CD45^+^NK1.1^+^CD11B^lo/–^NKp46^+^CD49a^–^ cells, and (c) group 1 innate lymphoid (ILC1) cells, defined as CD45^+^NK1.1^+^CD11B^lo/–^NKp46^+^CD49a^+^EOMES^–^ cells. cNK cells are the primary source of IFN-γ (58) while trNK cells produce VEGFA. When trNK, cNK, and ILC1 cells were analyzed in decidua recovered on GD10.5 from vehicle- or DT-treated *Foxp3*^DTR^ mice, as expected, the largest population was trNK cells, followed by cNK and then ILC1 cells (Supplemental Figure 5, A–E) (58). Treg cell depletion did not change the proportion of NK1.1^+^ uNK cells categorized as cNK, ILC1, or trNK compared to vehicle-treated control mice (Supplemental Figure 5, C–E). Similarly, no change was seen in the proportion of NK1.1^+^ or NKp46^+^ NK cells among non-T, non-B, or total CD3^+^ T cells (Supplemental Figure 5, F–J).

### Transcriptomic analysis shows canonical NK cell and T cell pathways are disrupted by Treg cell depletion and restored by Treg cell replacement.

The data indicating fewer DBA^+^ uNK cells compelled us to investigate the impact of Treg cell depletion on gene transcription in the decidua following Treg cell depletion. 

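Decidual tissue was taken on gestational day (GD) 10.5 from pregnant *Foxp3* DTR mice of 3 groups. In these mice, cells that express FOXP3, the transcription factor that defines Treg cells, carry the receptor for diphtheria toxin (DT), so that the toxin depletes them. The vehicle group (veh) had 6 samples. The DT group had 5 samples from mice injected with DT at 37.5 ng/g on GD3.5 and GD5.5. The DT+Treg group had 5 samples from mice given the toxin and also Treg cells of wild-type mice. The paper's results, legends and supplemental methods place this transfer on GD2.5 and GD4.5, and the methods of its main text on GD3.5 and GD5.5. The authors prepared stranded libraries with a kit that the supplement and the sample labels name differently (TruSeq and NuGEN). They trimmed the reads, aligned them to the GRCm38 (mm10) genome with STAR and gave the read counts of 24982 genes in 16 libraries. A library held 16152763 to 31107624 counts, of which 2.36% to 3.15% were assigned to a gene and 96.8% to 97.6% to none. Counts assigned to genes ranged from 580250 to 737791 in veh (median 634999.5), from 436870 to 846531 in DT (median 590735) and from 685291 to 727353 in DT+Treg (median 702458). The paper states a depth of ~80 M reads per sample, whereas all values here rest on the counts assigned to genes. Genes with at least 2 counts per 1e6 gene counts (CPM) in at least 4 libraries were scaled by the trimmed mean of M-values and compared between the groups with edgeR's quasi-likelihood test, with 1 fit over the 16 libraries. Genes with a Benjamini-Hochberg adjusted p under 0.1, the paper's threshold, were called differentially expressed. Levels are given as normalized CPM, mean ± SD over the samples of a group (n = 6 for veh, n = 5 for DT and n = 5 for DT+Treg), and gene positions refer to GRCm38. Gene lists for cell types and pathways were written before the counts were examined, but after the paper's tables and figures on these samples had been seen. A list with genes that the paper reports is therefore not independent evidence of their direction. Each list with at least 5 tested members was compared with all other genes by camera.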

We performed RNA sequencing on decidual tissue collected at GD10.5 from vehicle-treated mice (veh), DT-treated *Foxp3*^DTR^ mice (DT), and DT-treated *Foxp3*^DTR^ mice given WT Treg cells (DT+Treg; *n* = 5–6 samples per group; see Supplemental Table 2 for RNA-sequencing metrics). 

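The DT+Treg decidua formed a compact group, and several DT samples lay closer to it than to their own group on the leading axes of variation. On the first 3 principal components of 14486 genes, the mean silhouette, which is above 0 for samples closer to their own group than to any other, was 0.544 in DT+Treg, 0.116 in veh and -0.0615 in DT. It lay below 0 for 2 of 6 veh samples, 3 of 5 DT samples and 0 of 5 DT+Treg samples. Of these 5 samples, DT 3, DT 4, DT 6 and veh 4 were nearest to DT+Treg, and veh 1 to DT. Component 2, with 15.3% of the variance, weighted *Klk1*, a tissue kallikrein, *Pigr*, which carries IgA across epithelia, and the water channels *Aqp5* and *Aqp8* strongly (*Klk1* and *Pigr* were chosen after their values were seen). Component 1, with 20.6% of the variance, placed the sample veh 1 at 83.1 and the other veh samples between -8.2 and 22.8. Its leading genes included *Prl8a2*, a prolactin-family hormone of the decidua, chosen after its values were seen. Tested on the distances between all samples, the 3 groups differed (pseudo-F 1.71, 20.8% of the variance, exact permutation p = 0.000746 over 2018016 labelings). DT differed from veh (pseudo-F 1.50, exact permutation p = 0.0238), DT+Treg from veh (pseudo-F 2.10, exact permutation p = 0.00216, the smallest p that 462 labelings allow) and DT+Treg from DT (pseudo-F 1.50, exact permutation p = 0.0159). The permutation p of DT vs. veh rose above 0.05 without veh 4, veh 5, DT 1, DT 3 or DT 6 (highest 0.119), and that of DT+Treg vs. DT without DT+Treg 2 (0.0635). With the 500 most variable genes these exact permutation p values were 0.0736 and 0.143. The test responds to unequal spread of the groups as well as to their positions, and the spread was not tested.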

After removal of non- and lowly expressed genes, 14,748 genes were trimmed mean of M-values (TMM) normalized, and subsequent dimensionality reduction via principal component analysis (PCA) identified 3 distinct clusters corresponding to the 3 treatment groups (Figure 7A).

Transcriptomic profiling identified 446 differentially expressed genes (DEGs) following Treg depletion compared with the vehicle-treated group (DT vs. veh), including 192 upregulated and 254 downregulated genes (all DEGs detected are listed in the Supporting Data Values file, and the top 50 up- and downregulated genes are listed in Supplemental Tables 3 and 4). 

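Genes of antigen presentation and of the interferon response led the increases after Treg cell depletion, and keratins and other epithelial genes were prominent among the decreases. *H2-Q4*, a nonclassical MHC class I gene, rose from 63.8 ± 6.02 CPM in veh to 137 ± 22.3 CPM in DT (log2 fold change 1.09, SE 0.13, adjusted p = 0.000464). *B2m*, the light chain of all MHC class I molecules, rose from 351 ± 36.2 to 610 ± 115 CPM (log2 fold change 0.79, SE 0.12, adjusted p = 0.00543). *Krt18*, a keratin of simple epithelia, fell from 93.4 ± 27.6 to 30.7 ± 14.2 CPM (log2 fold change -1.65, SE 0.33, adjusted p = 0.0217), and *Chdh*, a mitochondrial enzyme of choline oxidation, from 74.9 ± 30.6 to 17.8 ± 9.75 CPM (log2 fold change -2.03, SE 0.31, adjusted p = 0.00543). Annotated exons on the opposite strand cover 496 bases of the *H2-Q4* exons and 589 bases of the *Chdh* exons. Of 14486 genes tested, 186 were differentially expressed in DT vs. veh, 94 upregulated and 92 downregulated. All DT samples lay above or below all veh samples in 88 of the 186, and in 1.37% of all tested genes, where chance gives 0.433%.
Of 22 general epithelial genes, 6 fell and none rose (17 fell when adjusted over the list alone), with a median log2 fold change of -1.46. The list as a whole was lower (camera adjusted p = 8.6e-13, and adjusted p = 0.0758 with an estimated correlation between its genes). The 6 were *Krt7*, *Krt8*, *Krt18*, *Krt19*, the tight-junction gene *Cldn3* and *Prom2*. Genes of uterine glands and luminal epithelium had a median of -1.41 over 13 genes (camera adjusted p = 2.2e-05, and adjusted p = 0.0884 with an estimated correlation). Of the 13, 3 fell and none rose (8 fell when adjusted over the list alone). They were *Aqp5* (log2 fold change -2.91, SE 0.54, adjusted p = 0.0197), the implantation serine protease *Prss28* (-2.65, SE 0.68, adjusted p = 0.0859, lost in 14 of the 32 other settings) and *Pax8*, a transcription factor of the Müllerian epithelium (-1.41, SE 0.34, adjusted p = 0.0676), in which 367 exon bases are covered on the opposite strand. Complement genes were higher as a list (camera adjusted p = 1.2e-06, and adjusted p = 0.055 with an estimated correlation). Of 13, 3 were up and none down (7 up when adjusted over the list alone). *C2*, which forms the classical C3 convertase, had a log2 fold change of 1.03 (SE 0.20, adjusted p = 0.0217). Without DT 3, DT 1 or veh 6, 46, 56 or 62 genes passed the test. Of the genes that passed without DT 3, 14 were lower. Without veh 1, 678 genes passed, among them 15 of the 22 epithelial and 7 of the 13 gland and lumen genes, all lower.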

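The 11 genes of MHC class I presentation that rose after Treg cell depletion all had negative log2 fold changes in DT+Treg vs. DT, and 3 of them, *H2-K1*, *Nlrc5* and *B2m*, passed the test. *H2-K1*, the heavy chain of a classical MHC class I molecule, measured 390 ± 68.7 CPM in veh, 668 ± 114 CPM in DT and 397 ± 32.1 CPM in DT+Treg, and fell in DT+Treg vs. DT (log2 fold change -0.75, SE 0.14, adjusted p = 0.0875). *Nlrc5*, the transactivator of MHC class I genes, measured 22.2 ± 9.5, 53.9 ± 14.2 and 21.9 ± 1.55 CPM (log2 fold change -1.27, SE 0.25, adjusted p = 0.0875). *B2m* (-0.61, SE 0.13, adjusted p = 0.096) and *Gbp4*, an interferon-induced GTPase (-1.32, SE 0.27, adjusted p = 0.0875), fell as well. Of the 32 other settings, 14 did not keep the call of *H2-K1* in DT+Treg vs. DT, 14 that of *Nlrc5*, 19 that of *B2m* and 16 that of *Gbp4*. *Gm16897*, a gene of unknown function chosen after its values were seen, went the other way, with log2 fold changes of -0.55 in DT vs. veh (adjusted p = 0.072) and 0.68 in DT+Treg vs. DT (adjusted p = 0.098). These 5 genes passed the test in both comparisons, all in opposite directions, where 0.102 genes would by chance if the comparisons were independent. Both use the DT samples. In libraries simulated with no difference between DT+Treg and DT, which keep that dependence, the number was 0.1 on average (0 to 1 over 20 draws). Those libraries are not matched in the number of calls. They called 1020 genes on average in DT vs. veh, against 186 in the data. In DT+Treg vs. DT they called 0.25 on average (0 to 2), against 16. An overlap near 0 was thus fixed in advance, so it does not show that 5 genes exceed chance.
In all, 16 genes differed in DT+Treg vs. DT, 11 upregulated and 5 downregulated, and in each of the 16 the samples of the groups did not overlap (3.27% of all tested genes, 0.794% by chance). Increases included *Krt84*, a hair keratin, from 95.4 ± 36.3 to 213 ± 51.7 CPM (log2 fold change 1.13, SE 0.23, adjusted p = 0.0875), and *Unc5b*, a netrin receptor (log2 fold change 1.04, SE 0.21, adjusted p = 0.0875). *Mroh2a* (0.73, adjusted p = 0.018), chosen after its values were seen, was the 1 gene past an adjusted p of 0.05. The count depended strongly on the fit: it was 107 with DESeq2, 369 when the DT and DT+Treg libraries were fitted alone, 158 without veh 1, 1 without veh 2, DT 1, DT 2, DT 6 or any of DT+Treg 1 to 4 (each of which ended the calls of *Krt84* and *Unc5b*), 1 with replicate number as a block and 0 by edgeR with library size as a covariate, a fit in which 869 genes had an unadjusted p under 0.05. Without that covariate 1304 genes had one, and limma-voom called 19.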

In mice that received Treg cells as well as DT (DT+Treg group), the majority of the 446 DEGs were unchanged, and only 35 of the 446 DEGs were differentially expressed (Figure 7B), indicating partial normalization of the transcriptional changes.

To understand their functional significance, overrepresentation analysis of the DEGs from these comparisons was performed using Gene Ontology (GO) (59), Kyoto Encyclopedia of Genes and Genomes (KEGG) (60), Reactome (61), and Ingenuity Pathway Analysis (IPA, QIAGEN) databases (Supplemental Figures 6–8). 

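NK cell receptor genes were higher as a group in the DT decidua. Of 23 receptors and adaptors tested, 22 had positive log2 fold changes, with a median of 0.86 (camera adjusted p = 1.8e-10). *Ncr1*, which encodes NKp46, measured 12.7 ± 7.69 CPM in veh and 22.9 ± 5.39 CPM in DT (log2 fold change 0.85, SE 0.37, adjusted p = 0.366), and the inhibitory receptor *Klrg1* had a log2 fold change of 0.86 (adjusted p = 0.14). None of the 23 passed edgeR's test over all genes, nor that of limma-voom or DESeq2 (8 had an unadjusted p under 0.05, and 3 were higher when adjusted over the list alone). Of 11 T cell genes, 2 rose and none fell over all genes and also when adjusted over the list alone (camera adjusted p = 0.0047). *Zap70*, the kinase of the T cell receptor that NK cells also use, rose from 18.9 ± 4.71 to 39.7 ± 3.92 CPM (log2 fold change 1.07, SE 0.21, adjusted p = 0.0217). *Thy1* had a log2 fold change of 0.57 (SE 0.15, adjusted p = 0.0931), which 16 of the 32 other settings did not keep. Genes of Treg cells had a median log2 fold change of 0.11 (10 tested, camera adjusted p = 0.542), and none passed the test by edgeR, limma-voom or DESeq2, over all genes, when adjusted over the list alone, or at an unadjusted p under 0.05. *Foxp3* itself measured 331 ± 63.6 CPM in veh and 344 ± 37 CPM in DT (log2 fold change 0.05, SE 0.13, adjusted p = 0.926), and 856 bases of its exons are covered by exons on the opposite strand. If reads were counted on the opposite strand, its counts may come in part from a neighboring gene, so they do not settle its level. The pathway databases were not analysed here, so these groups are the lists fixed before the counts were examined.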

Pathways regulated by Treg depletion during the peri-implantation phase predominantly reflected immune effector responses, particularly those involving NK cell and T cell activation and cytotoxicity. 

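Of 20 genes of MHC class I presentation, 11 rose and none fell (15 rose when adjusted over the list alone). All 20 had positive log2 fold changes, with a median of 0.72 (camera adjusted p = 1.5e-21). *Tap1*, a subunit of the transporter that supplies peptides, rose from 98.2 ± 24.2 to 185 ± 18.6 CPM (log2 fold change 0.92, SE 0.14, adjusted p = 0.00543), and 212 bases of its exons lie opposite those of *Psmb9*. The others were *H2-K1*, *H2-D1*, *H2-Q4*, *H2-T23*, *B2m*, *Tap2*, *Nlrc5* and the proteasome genes *Psmb8*, *Psmb9* and *Psme1*. MHC class II genes had a median log2 fold change of 0.46 over 7 genes (camera adjusted p = 0.00025, and adjusted p = 0.158 with an estimated correlation). Their score was 0.92 in DT 1 and -1.03 in veh 1, whereas veh 2 and veh 3 (0.25 and 0.28) reached the level of the other DT samples (0.18 to 0.26). Without DT 1 or veh 1 the camera adjusted p was 0.00623 or 0.00577. None of these 7 passed the test over all genes with edgeR, limma-voom or DESeq2 (3 had an unadjusted p under 0.05, and 3 were higher when adjusted over the list alone). Among myeloid genes, the monocyte chemokine receptor *Ccr2* rose (log2 fold change 1.13, SE 0.25, adjusted p = 0.0468), as did *Clec9a*, a receptor of cross-presenting dendritic cells (0.70, SE 0.19, adjusted p = 0.0925, lost in 14 of the 32 other settings). They were the only ones past the test among 16 macrophage and 6 dendritic cell genes (3 higher and 1 lower, and 1 higher, when adjusted over the list alone). Both lists were higher by camera (adjusted p = 0.0107 and 0.0183), but not with an estimated correlation (adjusted p = 0.217 and 0.165 with an estimated correlation).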

Notably, GO analysis identified granzyme-mediated programmed cell death signaling, T cell mediated cytotoxicity, NK cell mediated cytotoxicity, and NK cell lectin-like receptor binding pathways (Supplemental Figure 6), while KEGG analysis identified pathways including graft versus host disease, allograft rejection, and natural killer cell-mediated cytotoxicity (Supplemental Figure 7). 

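Interferon-stimulated genes rose together in the DT decidua. Of 62 genes of the response, 18 rose and none fell (42 rose and 1 fell when adjusted over the list alone). Their median log2 fold change was 0.60 (camera adjusted p = 3.4e-29, and adjusted p = 0.0006 with an estimated correlation). *Iigp1*, a GTPase that attacks intracellular pathogens, measured 27.8 ± 11 CPM in veh, 74.8 ± 15.5 CPM in DT and 44.4 ± 4.65 CPM in DT+Treg (log2 fold change in DT vs. veh 1.42, SE 0.22, adjusted p = 0.00543). *Stat2*, which carries type I interferon signals to the nucleus, had a log2 fold change of 0.81 (SE 0.14, adjusted p = 0.0141), and *Zbp1*, a sensor of nucleic acids, one of 1.24 (SE 0.26, adjusted p = 0.0331). Others among the 18 were *Stat1*, *Irf7*, *Irf8*, *Oas1a*, *Oas2* and 5 guanylate-binding protein genes, including *Gbp2* (0.95, SE 0.18, adjusted p = 0.0216). The list was lower in DT+Treg vs. DT, with a median of -0.38 (camera adjusted p = 2.7e-10), though *Gbp4* alone passed the test over all genes (14 fell when adjusted over the list alone). The class I list was lower too, with a median of -0.37 (camera adjusted p = 5.6e-09), and 11 of its genes fell when adjusted over the list alone. Compared with veh, DT+Treg samples still had a higher interferon list (median 0.26, camera adjusted p = 3.6e-07), with *Parp9*, chosen after its values were seen, past the test (log2 fold change 0.48, adjusted p = 0.0786) and none when adjusted over the list alone.

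**Figure D1:**
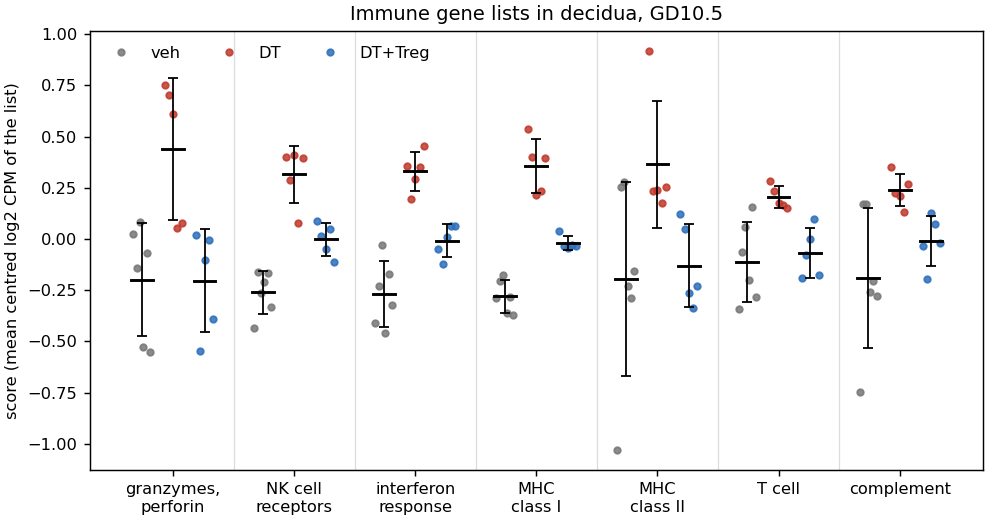
Score of 7 immune gene lists (mean over a list's tested genes of log2 CPM relative to the mean of all samples) in each veh, DT and DT+Treg sample. Points are samples and bars are means ± SD. The interferon scores of the DT samples lie between 0.20 and 0.45, and that of veh 1 at -0.41.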

IPA revealed interferon gamma signaling and interferon alpha/beta signaling were among the top canonical pathways (Supplemental Figure 8) and biological functions invoking lymphocyte cytotoxicity (Supplemental Figure 9). The logFCs of DEGs linked with selected pathways associated with NK cell and T cell activation are shown in Figure 7C.

Strikingly, transfer of WT Treg cells to DT-treated *Foxp3*^DTR^ mice substantially normalized most of the DEGs (Supplemental Tables 3 and 4), including many of the DEGs annotated to NK and T cell activation pathways (Figure 7C). 

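Genes that rose after Treg cell depletion moved back toward the vehicle level in DT+Treg mice, and genes that fell stayed low. Of the 94 upregulated genes, 89 had lower values in DT+Treg than in DT. Their median log2 fold change against veh was 0.80 in DT and 0.39 in DT+Treg, the median share of the change taken back was 0.528, and 17 were still higher than in veh at the threshold. Of the 92 downregulated genes, 45 moved toward veh and 47 away from it. Their median log2 fold change against veh was -1.59 in both groups, the median share taken back was -0.0237, and 66 were still lower than in veh. Among genes that stayed low were *Aqp5* (72.4 ± 35.1 CPM in veh, 10.5 ± 11.5 in DT and 2.59 ± 1.94 in DT+Treg) and *Krt18* (7.25 ± 7.61 CPM in DT+Treg). Among genes that stayed high was *Il15ra*. Because genes were picked for their DT values, some return is expected by chance. In libraries simulated with DT+Treg like DT, the share taken back was 0.203 for upregulated and 0.182 for downregulated genes. Those libraries called 1020 genes on average in DT vs. veh (948 to 1098), against 186 in the data. Their genes were not selected as the 186 were, so these shares give no exact chance level. The NK receptor list in DT+Treg vs. DT was lower (median log2 fold change -0.38, camera adjusted p = 0.00121), with none of its genes past the test by edgeR, limma-voom or DESeq2, or when adjusted over the list alone (5 had an unadjusted p under 0.05). The epithelial list was lower still in DT+Treg than in DT (median -0.81, camera adjusted p = 9.0e-07, and adjusted p = 0.245 with an estimated correlation), and 18 of its 22 genes were lower than in veh (20 when adjusted over the list alone). The 83 genes still past the test in the same direction compare with 3.31 if the comparisons were independent. Both share the veh samples, and when these were split into separate controls, a median of 13 genes (2 to 43 over 20 splits) passed in the same direction with fewer controls on each side.

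**Figure D2:**
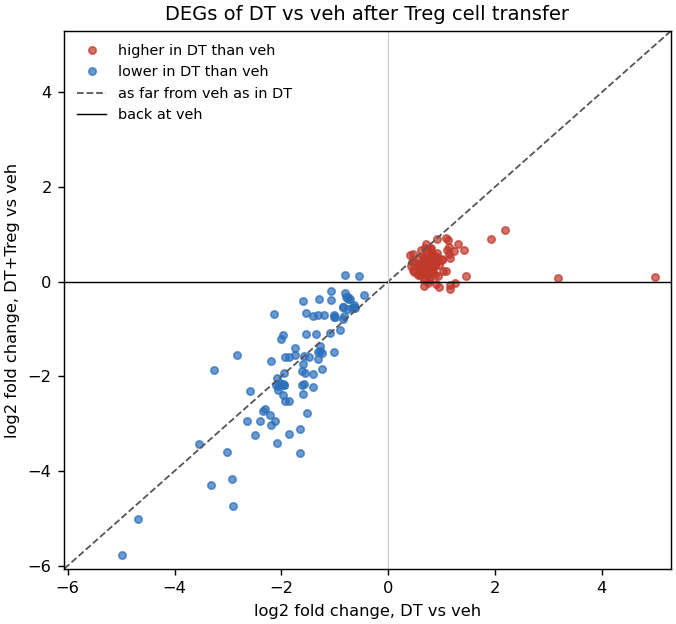
Log2 fold change in DT vs. veh (x axis) and in DT+Treg vs. veh (y axis) of the 186 genes differentially expressed in DT vs. veh. Each point is a gene. Upregulated genes lie mostly below the diagonal, with medians of 0.80 and 0.39, and downregulated genes around it, with a median of -1.59 on both axes.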

Among the effector genes upregulated by Treg depletion and downregulated by Treg cell replacement were genes encoding granzyme B (*Gzmb*) and perforin pore-forming proteins (*Prf1*) that mediate lymphocyte cytotoxicity, as well as granzymes associated with remodeling activity *Gzmc*, *Gzmd*, *Gzme*, *Gzmf*, and *Gzmg* (62–64). 

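All 7 of these genes had higher mean levels in DT than in veh, and levels near those of veh in DT+Treg. *Gzmb*, on chromosome 14 from 56258838 to 56262260, measured 295 ± 51.1 CPM in veh, 426 ± 68.3 CPM in DT and 299.8 ± 62.4 CPM in DT+Treg. *Prf1*, on chromosome 10 from 61297833 to 61304680, measured 179.9 ± 55.3, 283 ± 81.7 and 169 ± 49.9 CPM. The largest log2 fold change in DT vs. veh was that of *Gzmf* (chromosome 14, 56205263 to 56211417), at 257 ± 119 CPM in veh, 574 ± 207 CPM in DT and 243 ± 72.6 CPM in DT+Treg.
In DT vs. veh, *Gzmf* (log2 fold change 1.16, SE 0.27, adjusted p = 0.0522) and *Gzmd* (0.89, SE 0.21, adjusted p = 0.0588) rose. *Gzmb* (0.53, SE 0.15, adjusted p = 0.119), *Prf1* (0.65, SE 0.22, adjusted p = 0.196), *Gzmc* (0.85, SE 0.23, adjusted p = 0.107), *Gzme* (0.94, SE 0.29, adjusted p = 0.156) and *Gzmg* (0.93, SE 0.33, adjusted p = 0.22) did not pass the test. Log2 fold changes in DT+Treg vs. DT ran from -0.51 for *Gzmb* (SE 0.16, adjusted p = 0.331) to -1.42 for *Gzmg* (SE 0.35, adjusted p = 0.156), and none of the 7 passed, though each had an unadjusted p under 0.05. All DT+Treg samples lay below all DT samples for *Gzmf* and *Gzmg*. Of the 14 genes of the cytotoxic granule list, 3 rose and none fell in DT vs. veh (12 rose and 1 fell when adjusted over the list alone). Its median log2 fold change was 0.71 (camera adjusted p = 8.5e-10, and adjusted p = 0.0538 with an estimated correlation). The third was *Serpinb9*, an inhibitor of granzyme B (0.67, SE 0.15, adjusted p = 0.0488). Its median in DT+Treg vs. DT was -0.64, 8 genes fell when adjusted over the list alone, and the list was lower (camera adjusted p = 9.3e-09, and adjusted p = 0.104 with an estimated correlation).
The calls depended on the sample veh 1 and on the test. Those of *Gzmf* and *Gzmd* in DT vs. veh were each lost in 8 of the 32 other settings. Without veh 1, all 7 passed in DT vs. veh, from *Gzmb* (0.52, adjusted p = 0.0552) to *Gzmf* (1.44, adjusted p = 0.000444), and all but *Gzmb* passed in DT+Treg vs. DT. All 7 also passed in DT+Treg vs. DT with DESeq2 and with those 10 libraries fitted alone, and limma-voom called none. Limma-voom with sample quality weights called 5 of the 14 genes of the list lower there.

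**Figure D3:**
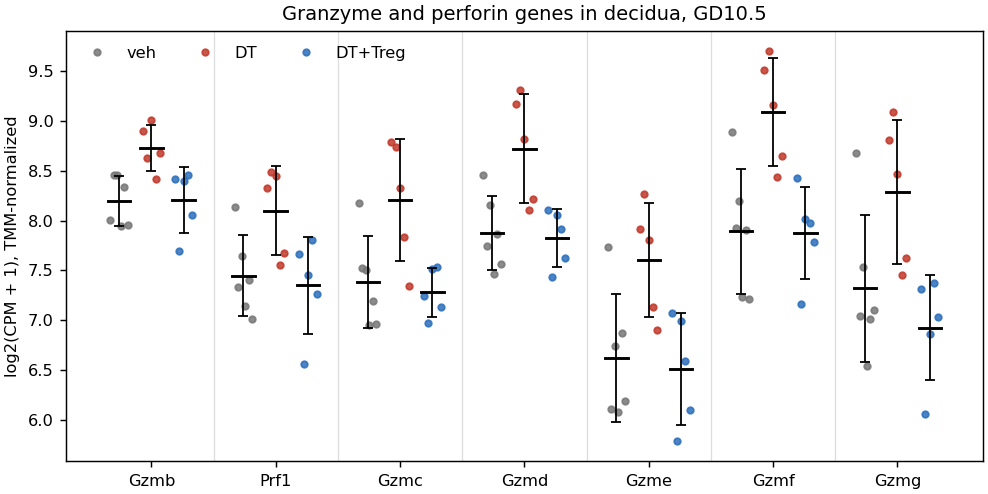
Levels of *Gzmb*, *Prf1* and *Gzmc* to *Gzmg* as log2(CPM + 1) in each sample of the veh, DT and DT+Treg groups. Points are samples and bars are means ± SD. For *Gzmf* and *Gzmg* each DT+Treg sample lies below each DT sample.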

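*Id2* and *Runx3* rose in the DT decidua, and every DT sample lay above every veh sample for both. *Id2*, an inhibitor of E proteins needed for NK cell maturation (chromosome 12, 25093799 to 25097140), measured 59.4 ± 7.14 CPM in veh, 90.5 ± 13 CPM in DT and 78.1 ± 10.7 CPM in DT+Treg (log2 fold change in DT vs. veh 0.61, SE 0.14, adjusted p = 0.0568). *Runx3*, which drives cytotoxic programs (chromosome 4, 135120652 to 135177990), measured 38 ± 6.94, 61.7 ± 7.51 and 36 ± 6.41 CPM (0.68, SE 0.16, adjusted p = 0.0635). *Eomes*, the T-box factor of NK cells, measured 30.3 ± 6.7, 48.8 ± 11.3 and 36.7 ± 8.38 CPM and did not pass the test (0.68, SE 0.20, adjusted p = 0.123), although its DT and veh samples did not overlap either. Without veh 1 it passed (0.79, adjusted p = 0.0294). Of the 12 NK cell transcription factors tested, *Id2* and *Runx3* rose and none fell (3 rose when adjusted over the list alone). The list was higher (camera adjusted p = 0.00241, and adjusted p = 0.053 with an estimated correlation). *Runx3* had a log2 fold change of -0.77 (SE 0.17, adjusted p = 0.117) and *Id2* of -0.21 (SE 0.14, adjusted p = 0.724) in DT+Treg vs. DT. The list had a camera adjusted p of 0.102 there, and none of its genes passed with edgeR, limma-voom or DESeq2 (1 had an unadjusted p under 0.05 and 1 fell when adjusted over the list alone). Limma-voom with sample quality weights called 1 of them lower. The calls of *Id2* and *Runx3* were lost with only the 2 groups fitted (adjusted p = 0.121 and 0.111), with replicate number as a block and, among others, without DT 3 (adjusted p = 0.235 and 0.184).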

Certain NK cell–associated transcription factors were upregulated after Treg cell depletion, notably *Eomes*, *Id2*, and *Runx3*, which control aspects of NK cell maturation and function. 

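*Il15ra*, the chain that binds and presents IL-15, rose after Treg cell depletion and stayed high after Treg cell replacement. It measured 33.9 ± 9.53 CPM in veh, 63.9 ± 14.9 CPM in DT and 63.5 ± 7.97 CPM in DT+Treg (chromosome 2, 11705290 to 11734317). Its log2 fold change was 0.92 in DT vs. veh (SE 0.20, adjusted p = 0.0345), -0.01 in DT+Treg vs. DT (SE 0.19, adjusted p = 0.991) and 0.90 in DT+Treg vs. veh (SE 0.19, adjusted p = 0.0169). *Il2rb*, the signaling chain shared with the IL-2 receptor, measured 149 ± 39.2, 238 ± 62.9 and 174 ± 29.9 CPM and rose in DT vs. veh (0.68, SE 0.18, adjusted p = 0.0922). *Il2rg*, the common gamma chain, measured 39.6 ± 12.9, 64.9 ± 19.7 and 29.5 ± 6 CPM. It passed the test neither in DT vs. veh (0.71, SE 0.23, adjusted p = 0.173) nor in DT+Treg vs. DT (-1.12, SE 0.25, adjusted p = 0.113), although all DT+Treg samples lay below all DT samples. Without veh 1 it passed both (adjusted p = 0.0538 and 0.0206). Of 8 genes of IL-15 signaling, 2 rose and none fell in DT vs. veh (3 rose when adjusted over the list alone, camera adjusted p = 0.017, and adjusted p = 0.217 with an estimated correlation). The call of *Il2rb* was lost under 17 of 32 other settings, among them without DT 3 (log2 fold change 0.48, adjusted p = 0.346). That of *Il15ra* in DT vs. veh was lost under 4, among them without DT 3 (0.80, adjusted p = 0.162) or DT 1 (0.87, adjusted p = 0.101).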

Many genes involved in the interferon response pathway, a key program associated with activation of cNK and ILC1 cells, were also upregulated, as were genes *Il15ra*, *Il2rb*, and *Il2rg* encoding the 3 components of the trimeric IL-15 receptor (IL-15Rα, IL-15Rβ, and IL-2Rγ) that mediates uNK cell responsiveness to the uNK cell–activating cytokine IL-15.

An extensive array of genes known to be expressed by placental trophoblasts were also present among the DEGs (Supplemental Figure 10). 

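Marker genes of the trophoblast lineages were scarce in these libraries, and the sample veh 1 carried much of their signal. Of 20 genes of trophoblast giant cells, which line the implantation site, 7 had enough counts to be tested. All 7 had negative log2 fold changes in DT vs. veh, with a median of -3.18, and none passed edgeR's test, nor that of limma-voom or DESeq2 (5 had an unadjusted p under 0.05, and 6 were lower when adjusted over the list alone). The list was lower by camera (adjusted p = 0.0183, and adjusted p = 0.409 with an estimated correlation), but not without veh 1 (adjusted p = 0.113). *Prl3d1*, placental lactogen I, measured 29.3 ± 51.2 CPM in veh and 0.466 CPM in DT (log2 fold change -5.08, adjusted p = 0.102). The mean log2 score of this list was 3.90 in veh 1 and between -0.52 and 0.78 in the other veh samples. Of 23 genes of spongiotrophoblast and glycogen cells, 4 were tested, with a median of -1.40 (1 had an unadjusted p under 0.05 and 1 was lower when adjusted over the list alone). Of 13 labyrinth genes, 7 were tested, with a median of -0.46 (camera adjusted p = 0.193). None of them passed with edgeR or limma-voom, and DESeq2 called 1 labyrinth gene lower (1 was higher and 2 were lower when adjusted over the list alone and also at an unadjusted p under 0.05). Without veh 1, the 15 genes of the 3 lists still tested had a median of -0.63, and 2 were lower.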

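*Olr1* and *Lcp1* rose after Treg cell depletion, with every DT sample above every veh sample. *Olr1*, a scavenger receptor for oxidized LDL (chromosome 6, 129485244 to 129507165), measured 104 ± 30.5 CPM in veh, 232 ± 60.2 CPM in DT and 146 ± 30.2 CPM in DT+Treg. Its log2 fold change in DT vs. veh was 1.16 (SE 0.21, adjusted p = 0.0188). *Lcp1*, the actin-bundling L-plastin of leukocytes (chromosome 14, 75131101 to 75230842), measured 185 ± 30.8, 277 ± 33.4 and 210.1 ± 20.1 CPM (0.59, SE 0.13, adjusted p = 0.04), and 530 bases of its exons are covered on the opposite strand. *Cdh5*, the cadherin of endothelial junctions (chromosome 8, 104101625 to 104144511), measured 562 ± 229.7, 771 ± 192 and 526 ± 104 CPM and did not pass the test (0.46, SE 0.21, adjusted p = 0.396). Without veh 1 it did (0.73, adjusted p = 0.00666). The fold changes in DT+Treg vs. DT were -0.66 for *Olr1* (SE 0.21, adjusted p = 0.344), -0.40 for *Lcp1* (SE 0.13, adjusted p = 0.364) and -0.55 for *Cdh5* (SE 0.22, adjusted p = 0.456), and none passed with edgeR at the threshold, while each had an unadjusted p under 0.05. The call of *Lcp1* in DT vs. veh was lost in 3 of the 32 other settings, among them without DT 3 (0.51, adjusted p = 0.187) or veh 6 (0.56, adjusted p = 0.102).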

A subset of these trophoblast genes selected on the basis of their absence in uterine cells (indicating trophoblast specificity) (65) included *Cdh5*, *Lcp1*, and *Olr1*, all of which are associated with placental glycogen cells (65) (Figure 8 and Supplemental Figure 10). Others including *Krt7*, *Krt8*, *Psck6*, *Cited4*, and *Hsd11b2* expressed by various extravillous trophoblast lineages (66) were downregulated in decidual tissue after Treg cell depletion (Figure 8). These trophoblast genes were largely normalized after Treg cell replacement (Figure 8 and Supplemental Figure 10).

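All 5 genes fell in DT vs. veh. *Hsd11b2*, which inactivates glucocorticoids (chromosome 8, 105518755 to 105523988), fell from 212 ± 89.2 CPM in veh to 72 ± 27.7 CPM in DT (log2 fold change -1.55, SE 0.31, adjusted p = 0.0241). The keratins *Krt7* (chromosome 15, 101411043 to 101430313) and *Krt8* fell from 57.2 ± 20.4 to 19.5 ± 11.3 CPM (-1.56, SE 0.36, adjusted p = 0.0512) and from 99.1 ± 57.3 to 33 ± 14.3 CPM (-1.59, SE 0.38, adjusted p = 0.0579), and for both each DT sample lay below each veh sample. *Pcsk6*, a proprotein convertase, fell from 132 ± 75.3 to 31 ± 22.1 CPM (-2.10, SE 0.52, adjusted p = 0.0744). *Cited4*, a transcriptional coactivator, fell from 19.4 ± 8.28 to 5.18 ± 1.91 CPM (-1.98, SE 0.50, adjusted p = 0.0753), at a mean of 6.69 counts per library. Together with *Cdh5*, *Lcp1* and *Olr1* these form a list of 8 in which 5 fell and 2 rose (5 fell and 3 rose when adjusted over the list alone). The study chose the list on these samples, so it is not independent evidence of its direction. *Krt7* and *Krt8* also belong to the general epithelial list. The calls of *Pcsk6* and *Cited4* were lost in 12 and 11 of the 32 other settings, among them limma-voom (adjusted p = 0.127 and 0.149). Those of *Krt7* and *Krt8* were lost in 7 and 6 of the 32. Among these were replicate number as a block (adjusted p = 0.146 and 0.104) and leaving out DT 1, DT 3, DT 6 or veh 6.

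**Figure D4:**
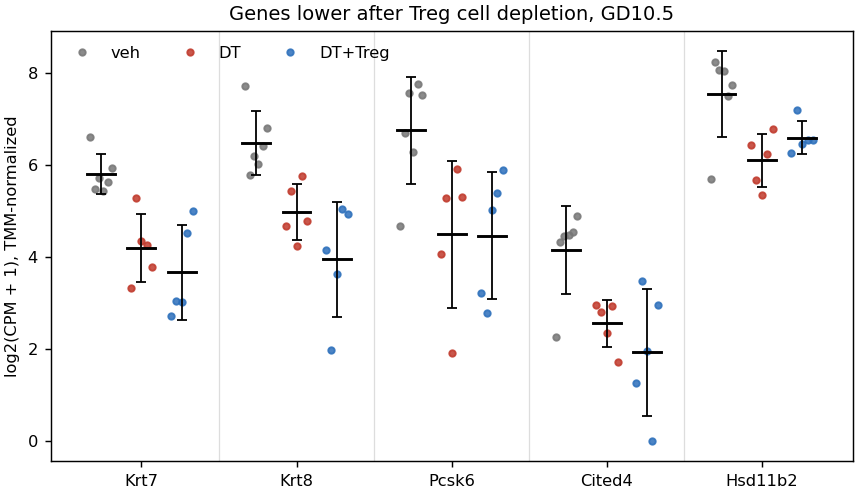
Levels of *Krt7*, *Krt8*, *Pcsk6*, *Cited4* and *Hsd11b2* as log2(CPM + 1) in each sample of the veh, DT and DT+Treg groups. Points are samples and bars are means ± SD. For *Krt7* and *Krt8* each DT sample lies below each veh sample.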

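The 5 downregulated genes remained below the vehicle level in DT+Treg mice, while the 3 genes with higher levels in DT lay closer to it. Against veh, DT+Treg decidua had log2 fold changes of -1.93 for *Krt7* (SE 0.37, adjusted p = 0.01), -2.38 for *Krt8* (SE 0.40, adjusted p = 0.00437), -2.19 for *Pcsk6* (SE 0.52, adjusted p = 0.0288), -2.16 for *Cited4* (SE 0.49, adjusted p = 0.0239) and -1.11 for *Hsd11b2* (SE 0.30, adjusted p = 0.0579). Their mean levels in DT+Treg were 14.7 ± 11.4, 18.7 ± 12.4, 29 ± 22.2, 4.26 ± 4.2 and 98.6 ± 27.7 CPM. In DT+Treg vs. DT, the log2 fold change of *Hsd11b2* was 0.44 (adjusted p = 0.749) and those of the other 4 were negative, from -0.09 for *Pcsk6* (adjusted p = 0.984) to -0.79 for *Krt8* (adjusted p = 0.655). *Olr1* had a log2 fold change of 0.50 against veh (adjusted p = 0.283). Over the 8 genes the median in DT+Treg vs. DT was -0.39 (camera adjusted p = 0.0158, and adjusted p = 0.121 with an estimated correlation). None of the 8 passed with edgeR or limma-voom and 1 did with DESeq2 (3 had an unadjusted p under 0.05, and 3 fell when adjusted over the list alone). Of the trophoblast giant cell genes, 4 of 7 were lower in DT+Treg than in veh, namely *Prl3d1*, *Prl2c2*, *Prl3b1* and *Hand1* (7 when adjusted over the list alone). DESeq2 called 1 of them and limma-voom none. These decreases rested on veh 1: without it edgeR called none of the giant cell genes (5 tested), and *Prl3d1* had a log2 fold change of -2.50 (adjusted p = 0.151).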

Notably, there was no evidence of altered expression of hallmark decidualization genes *Prl*, *Igfbp1*, *Foxo1*, *Fstl1*, *Bmp2*, or *Ptgs2* following Treg depletion as might be expected if decidual development or function were compromised (Supporting Data Values file). These observations clearly point to the significance of Treg cells in constraining uNK cell activation pathways under normal conditions and strongly suggest a role for inappropriately activated uNK cells and altered trophoblast cell invasion or survival in the observed vascular remodeling and fetal loss seen after Treg cell depletion.

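Of these 6 genes, *Foxo1*, *Fstl1*, *Bmp2* and *Ptgs2* had enough counts to be tested, and none passed the test in DT vs. veh by edgeR, limma-voom or DESeq2, or when adjusted over the list alone (1 had an unadjusted p under 0.05). *Fstl1*, which encodes a secreted glycoprotein of stroma, was the best measured, at 866 ± 180.1 CPM in veh and 949.96 ± 122 CPM in DT (log2 fold change 0.13, adjusted p = 0.766). *Foxo1*, a transcription factor of decidualizing stroma, measured 61.9 and 45.5 CPM (-0.45, SE 0.19, adjusted p = 0.333), with 674 exon bases covered on the opposite strand. *Bmp2*, the morphogen that drives decidualization in mice, measured 52 ± 63.1 and 20.9 ± 15 CPM (-1.30, SE 0.68, adjusted p = 0.476). *Ptgs2*, the inducible cyclooxygenase, had 0 to 5 counts per library (-1.28, SE 0.76, adjusted p = 0.563). *Prl* and *Igfbp1* had 2 and 1 counts in all 16 libraries together, too few to show a difference at this depth. A separate list of 15 decidual stroma genes had a median log2 fold change of -0.15 (camera adjusted p = 0.44), and none of its genes passed by edgeR, limma-voom or DESeq2, or when adjusted over the list alone (2 had an unadjusted p under 0.05). Its score was 1.26 in veh 1 and between -0.25 and 0.28 in the other veh samples, and without veh 1 the median turned to 0.12.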

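Of 16 endothelial genes, *Plvap*, the diaphragm protein of fenestrated endothelium, fell in DT vs. veh (log2 fold change -0.63, SE 0.15, adjusted p = 0.0579) and none rose (3 fell when adjusted over the list alone, camera adjusted p = 0.0428, adjusted p = 0.378 with an estimated correlation, and adjusted p = 0.715 without veh 1). Of 17 angiogenic and vasoactive genes, *Ednrb*, an endothelin receptor, fell (-0.90, SE 0.24, adjusted p = 0.0937), a call that 16 of the 32 other settings did not keep, and none rose (1 fell and 1 rose when adjusted over the list alone). That list had a median of 0.00, a mean of -0.18 and a camera test pointing up (adjusted p = 0.878). Smooth muscle genes had a median of -0.21 over 12 genes (camera adjusted p = 0.543), and none passed by edgeR, limma-voom or DESeq2, when adjusted over the list alone, or at an unadjusted p under 0.05. Without veh 1 their median was -0.37, 3 of them fell (edgeR) and the camera adjusted p was 0.000112. Of 26 matrix genes, *Lox*, which cross-links collagen and elastin, rose (0.68, SE 0.14, adjusted p = 0.0227) and *Hspg2*, which encodes perlecan, fell (-0.46, SE 0.12, adjusted p = 0.0925, lost in 21 of the 32 other settings), with 2 up and 6 down when adjusted over the list alone. Across the 28 lists tested, camera called 18 in DT vs. veh and 14 in DT+Treg vs. DT. With an estimated correlation, 9 held in DT vs. veh (NK receptors, NK cell transcription factors, cytotoxic granule genes, T cell genes, interferon response, MHC class I, complement, general epithelium, and uterine glands and lumen). Their camera adjusted p values then ran from 0.000152 (NK receptors) to 0.0884 (uterine glands and lumen). Of the calls in DT+Treg vs. DT, 3 held (NK receptors, interferon response and MHC class I). The paper proposes that Treg cells restrain uNK cell activation. It also proposes that activated uNK cells and altered trophoblast invasion or survival take part in the impaired vascular remodeling and fetal loss. From sequencing, it draws on higher granzyme, NK cell and interferon genes after depletion, their lower levels after replacement and the trophoblast genes. Its other evidence includes the staining of DBA+ uNK cells and of spiral arteries, which was not analysed here.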

### Treg cell–derived antiinflammatory cytokines are implicated in uNK cell regulation.

Upstream regulator analysis in IPA was performed to identify factors implicated as potential regulators of the Treg cell depletion–induced decidual gene transcription changes. The predicted upstream regulators included 93 candidate immune-regulatory cytokines, cytokine receptors, and transcription factors. Around half of these overlapped with genes detected in decidual tissue, and some were DEGs regulated by Treg cell depletion and replacement (Supplemental Figure 11). Notably, the predicted regulators included 2 factors known to be released by Treg cells with potential to modulate uNK cell function, IL-10 (activation *Z*-score = 2.1) and EBI3 (a subunit of IL-35; activation *Z*-score = 2.6). IL-35 is an immunosuppressive cytokine composed of 2 chains, IL-12α (p35) and EBI3 (67), that is produced exclusively by Treg cells to modulate the function of NK cells (54, 68). The upstream regulator analysis also implicated IFN-γ (activation *Z*-score = 6.1).

Because these regulators were not detected by RNA sequencing, presumably due to insufficient sequencing depth, we used quantitative PCR (qPCR) to measure decidual expression of *Il12p35*, *Ebi3*, and *Il10*, as well as *Tgfb1*, another key Treg cell–derived immune regulatory cytokine (67), plus uNK cell factors *Ifng* and *Vegf* involved in vascular remodeling (35, 37, 51). 

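*Il12a*, which encodes the p35 chain, and *Il10* each had 2 counts in the 16 libraries together, and *Ifng* had 1 count, so that no difference between the groups was detectable at this depth. *Ebi3*, which encodes the other chain of IL-35, had 0 to 6 counts per library. It measured 1.53 ± 3.03 CPM in veh and 3.29 ± 3.35 CPM in DT and did not pass the test (log2 fold change 1.07, SE 0.92, adjusted p = 0.729), with 270 exon bases covered on the opposite strand. *Tgfb1*, a suppressive cytokine of Treg cells, was well detected, with 54 to 113 counts per library, at 108 ± 19.8 CPM in veh and 127 ± 13.6 CPM in DT (0.23, SE 0.14, adjusted p = 0.576). *Vegfa*, the vascular endothelial growth factor, had 25 to 64 counts per library, at 74 ± 20.0 and 73.7 ± 14.5 CPM (0.00, SE 0.18, adjusted p = 1). A count of 0 in a library allows up to 3 counts.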

In the same GD10.5 decidual samples utilized in the RNA-sequencing analysis, peri-implantation Treg cell depletion resulted in a 62% reduction in *Ebi3* expression and a 58% downregulation of *Il12p35* expression, compared with control *Foxp3*^DTR^ mice (Figure 9, A and B). Similarly, *Il10* was reduced by 48% and *Tgfb1* was reduced by 60% after Treg cell depletion (Figure 9, C and D). In contrast, decidual *Ifng* was not impacted (Figure 9E), but *Vegfa* expression was reduced by 57% compared with control mice (Figure 9H). Decidual expression of *Foxp3* mRNA encoding the Treg cell transcription factor FOXP3 was reduced by 71% after earlier Treg cell depletion (Figure 9G), while *Ncr1* encoding the uNK cell maturation marker NKp46 was reduced by 60% (Figure 9F), consistent with the histological finding of fewer uNK cells in decidual tissues.

## Discussion

There is compelling evidence that dysregulation in the number and/or function of Treg cells contributes to the pathophysiological origin of preeclampsia and related pregnancy complications (69, 70), but how Treg cells contribute to the uterine and placental dysfunction underpinning these conditions remains unclear. In this study, *Foxp3*^DTR^ mice were used to selectively and transiently deplete Treg cells to investigate their role in the critical process of decidual spiral artery remodeling required in early pregnancy for robust placental development and function. Here, we demonstrate that Treg cell depletion causes impaired spiral artery remodeling, resulting in fetal loss and fetal growth restriction. Treg cell depletion was associated with an altered transcriptional profile in the decidua that along with histochemical analysis implicates dysregulation of uNK cells and extravillous trophoblasts in midgestation. In particular, depletion of Treg cells caused upregulation of genes involved in NK cell IFN signaling and cytotoxic function, notably granzyme-mediated programmed cell death signaling. Treg cell replacement experiments largely rescued the reproductive phenotype and reversed the gene expression changes, verifying that Treg cells affect decidual spiral artery remodeling and supporting the inference of a mechanism involving Treg cell modulation of uNK cell functional status. This requirement for Treg cells provides insight into immune regulation of uterine vascular remodeling, extending our previous demonstration of a role for Treg cells in regulating the main uterine arteries in pregnancy (19). If a similar effect of Treg cells on uterine vascular remodeling occurs in women, Treg cell deficiency would act to constrain the placental vascular supply, contributing to development of preeclampsia and other pregnancy disorders characterized by impaired placentation, including recurrent miscarriage, fetal growth restriction, and spontaneous preterm birth (2).

After embryo implantation in mice, the uterine lining undergoes decidualization, and extravillous trophoblasts invade the decidua both interstitially and endovascularly, to progress remodeling of the decidual spiral arteries and enable placental growth (71, 72) and full access to the maternal blood supply by GD10.5 (30, 47). Remodeling is a process that involves displacement of endothelial cells and smooth muscle cells from the spiral artery wall, converting them to flaccid conduits. uNK cells are the main maternal immune cells present in the decidua at the time of implantation (34, 41). They engage with trophoblasts in clusters around spiral arteries and are paramount in facilitating the remodeling process by secreting cytokines and proteases (37, 39). Treg cells, macrophages, and other immune cells are positioned within the decidual stroma with the potential to interact with uNK cells, as well as trophoblast cells, decidual cells, spiral artery smooth muscle cells, and endothelial cells (2, 32). There is evidence of cross-regulation between these immune cells, such that together they ensure correct uNK cell function (73, 74).

Our experiments imply that a primary cause of pregnancy loss in late gestation following Treg cell depletion in early pregnancy is placental insufficiency due to inadequate remodeling of decidual spiral arteries in early pregnancy. Spiral arteries from Treg cell–depleted mice had a smaller lumen and cross-sectional area and failed to exhibit the expected loss of α-SMA. This was accompanied by a trend toward increased relative wall thickness when Treg cells were depleted. Importantly, all these markers of spiral artery remodeling were normalized when mice were pretreated with WT Treg cells to prevent Treg cell deficiency.

A combination of immunohistochemical and RNA-sequencing data point to a role for Treg cells in modulating uNK cells. uNK cell subsets can be distinguished by their reactivity to DBA lectin, which detects GalNAc (75), a glycosylated structure acquired during functional maturation after conception (51, 52). DBA^+^ uNK cells are more abundant than DBA^–^ uNK cells in the decidua and exhibit pro-angiogenic activity. Treg cell depletion reduced DBA^+^ uNK cells in the decidua, and this was mitigated by Treg cell replacement. DBA^+^ uNK cells express higher levels of *Vegfa*, *Il22*, and *Pgf* compared with DBA^–^ uNK cells, consistent with a contribution to decidual angiogenesis, while DBA^–^ uNK cells express more *Ifng*, which also plays a role in remodeling of the decidual vasculature (35, 51).

We analyzed uNK cells utilizing a flow cytometry panel designed to detect trNK cells, cNK cells, and ILC1 cells, without regard to their DBA expression. trNK cells are resident within the decidua and express angiogenic factors, cNK cells are recruited from peripheral blood and are similar to splenic NK cells, while ILC1s arise from trNK cells residing in the nonpregnant uterus (76) but do not express the NK cell–specific transcription factor, EOMES (58, 77). Flow cytometry did not reveal any change in the relative proportion of the 3 uNK subsets in Treg cell–deficient mice. We therefore undertook RNA sequencing to assess the impact of Treg cell depletion on decidual gene expression. We demonstrate that when Treg cells are depleted, transcriptional changes indicating inappropriate NK cell and T cell activation arise, and mostly these were restored to varying degrees by Treg cell pretreatment.

Among the genes most strongly induced after Treg cell depletion were granzyme serine proteases that mediate NK cell– and T cell–mediated cytotoxicity. Granzymes can exert noncytotoxic enzymatic actions that cause tissue damage, remodel extracellular matrices, and induce pro-inflammatory cytokine release, so a range of consequences of elevated granzymes might contribute to the decidual changes seen after Treg cell depletion. While it is not possible from the data presented here to conclusively define the relative contribution of uNK cells versus T cells to these changes, for several reasons we consider that uNK cells are centrally involved. Previous studies show that T cells are a minor component of the decidual leukocyte population, whereas NK cells predominate (37, 78). That Treg cell depletion caused the prominent NK gene *Prf1* and NK cell transcription factors *Eomes*, *Id2*, and *Runx3* to be induced suggests an altered uNK cell transcriptional program. Our analysis did not indicate expansion of effector CD3^+^ or CD4^+^ T cells after Treg cell depletion. 

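The 3 T cell-attracting chemokines *Cxcl9*, *Cxcl10* and *Ccl5* were near the detection limit in all groups, with at most 9, 11 and 8 counts in any library. *Cxcl9* measured 2.67 ± 2.53 CPM in veh and 6.35 ± 2.21 CPM in DT (log2 fold change 1.23, SE 0.60, adjusted p = 0.437). *Cxcl10* measured 5.59 ± 3.89 and 10.2 ± 5.78 CPM (0.85, SE 0.51, adjusted p = 0.575), and *Ccl5* measured 2.61 ± 1.18 and 7.07 ± 4.44 CPM (1.36, SE 0.52, adjusted p = 0.273). The estimates were positive for all 3 and passed the test for none. Over 12 chemokine genes the median log2 fold change was 0.55 (camera adjusted p = 0.0032, and adjusted p = 0.158 with an estimated correlation). None of the 12 passed with edgeR, limma-voom or DESeq2 (2 had an unadjusted p under 0.05, and 2 were higher when adjusted over the list alone).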

The decidua has specific mechanisms to exclude effector T cells by epigenetic silencing of chemokine genes *Cxcl9*, *Cxcl10*, and *Ccl5* (78), and no change in expression of these genes was seen after Treg cell depletion. Collectively, these data imply that uNK cells contribute to the altered decidual gene expression and the mechanisms underpinning impaired vascular remodeling. Further analysis will be needed to definitively understand how uNK cell functions are affected by Treg cells and how in turn this leads to altered vascular remodeling. It will also be important to evaluate whether specific effector T cell subsets such as CD8^+^ T cells and γδ T cells, which can express granzymes and potentially elicit fetal loss (79, 80), might also contribute to the decidual changes we observed after Treg cell depletion.

The RNA-sequencing data also point to altered decidual trophoblast invasion after Treg cell depletion. Several trophoblast genes were upregulated, including several associated with placental glycogen cells, while genes expressed by other extravillous trophoblast lineages were downregulated. This result is consistent with the histological data showing elevated abundance of glycogen cells, a specific subset of trophoblasts that store glycogen to serve late-gestation fetal growth in the phase just prior to parturition (81). Although there were no apparent effects of Treg cell depletion on placental weight in late gestation, the reduced fetal/placental weight ratio implies impaired placental efficiency. In several mouse models of complicated pregnancy, placental glycogen is not mobilized and instead is retained in the JZ (82–84). Retained placental glycogen has also been implicated in humans with preeclampsia and gestational diabetes (84).

There is extensive evidence of crosstalk between uNK cells and trophoblasts in the decidua. Trophoblasts influence the maturation of uNK precursor cells into mature uNK cells, and uNK cells both promote and constrain extravillous trophoblast migration and invasion of spiral arteries (85, 86). The reduced expression of trophoblast genes might imply excessive uNK cell constraint of trophoblast invasion after peri-implantation Treg cell depletion, but whether uNK cell cytotoxicity is involved will require further analysis. Although uNK cells express granzymes and *Prf1* even under normal circumstances, uNK cells do not exhibit killing of trophoblasts or fetal cells in the manner of peripheral blood NK cells (87), except under very specific circumstances, for example, in the event of viral (88) or bacterial infection (89). Given that in the current study, placental integrity was not overtly changed after Treg cell depletion, we consider uNK cell cytotoxic activity to be unlikely, and instead, noncytotoxic effects of uNK cell granzymes on trophoblast invasion and the decidual vasculature warrant investigation. Single-cell sequencing experiments will be informative in this regard.

Decidual gene expression analysis by qPCR revealed a potential role for cytokines TGF-β, IL-35, and IL-10 in communication between Treg cells and uNK cells. IL-35 is produced almost exclusively by Treg cells (90, 91) and has an established role in suppressing effector functions (92, 93), including in NK cells (68). IL-10 is an antiinflammatory cytokine produced by both immune and nonimmune cells, including Treg cells, uNK cells, macrophages, and trophoblasts (94). It is well established that IL-10 is critical for immune tolerance in pregnancy (95), and IL-10–null mutant mice exhibit elevated NK1.1^+^ decidual cell numbers and cytotoxic capacity (96). TGF-β can induce NK cell proliferation, upregulate NKp46 expression (97), and promote a more tolerogenic phenotype in NK cells (98). Reduced expression in each of these cytokines after Treg cell depletion presumably reflects their synthesis in Treg cells, particularly for IL-35, which is restricted to this cell lineage. Treg cell release of TGF-β, IL-10, and IL-35 are implicated in Treg cell–mediated protection of the vasculature in other tissues (99–103). Treg cells constrain vascular inflammation in atherosclerosis (20, 21), but whether Treg cell–NK cell communication affects vascular biology in other tissues is unknown. Such an interaction is possible given evidence of NK cell–Treg cell interactions in a range of settings (104–106).

Decidual gene expression analysis also revealed that *Vegfa* transcription was reduced in Treg cell–depleted mice. Given evidence that production of VEGFA by DBA^+^ uNK cells is important for angiogenesis and remodeling of the decidual vasculature (39), this finding is consistent with our histochemical data showing decreased DBA^+^ uNK cells. Our finding that IFN-γ remained unchanged after Treg depletion is consistent with Treg cells exerting a greater effect on DBA^+^ uNK cells producing VEGF than on DBA^–^ uNK cells secreting IFN-γ (39).

Along with decidual spiral artery remodeling, Treg cells are implicated in modifying the systemic vasculature and notably the uterine artery. After Treg cell depletion, we saw increased resistance to blood flow in the main uterine arteries in midgestation, and this was prevented with Treg cell replacement, verifying our earlier findings. Together with observations that Treg cell deficiency promotes generation of the vasoconstrictor endothelin-1 in uterine arteries (19), this demonstrates that Treg cells are necessary for normal function of the uterine artery in midgestation, as well as late gestation (17). The effects of Treg cell depletion on the systemic vasculature may be limited to the window during which Treg cells are deficient, as we found that uterine artery resistance was normalized after Treg cell populations recovered.

Collectively, our data on structural indicators of placental transport efficiency and compromised fetal growth in late pregnancy indicate a pathological state that is the consequence of early-gestation immune perturbation. This sequence of events is reminiscent of other pro-inflammatory perturbations in early pregnancy that manifest as impaired vascular remodeling, and altered placental development, followed by fetal loss and/or growth restriction in late gestation (30). That all the vascular defects, as well as fetal loss, could be rescued by transfer of WT Treg cells alleviates concern of off-target effects of DT and verifies that the consequences of DT treatment can be attributed to Treg cells. Although Treg cell replacement did not improve fetal weight, it did improve parameters of fetal growth, including crown-to-rump length, abdominal girth, and biparietal diameter; independent experiments in C57BL/6 mice showed no adverse impact on fetal growth of DT administration. This implies that the fetal weight deficit remaining after Treg replacement is due to incomplete recapitulation of the unperturbed immune state, as opposed to deleterious effects of DT. While these data clearly show an impact of Treg cells on the decidual vasculature and implicate a mediating role for uNK cells, we do not exclude the possibility that other effects of Treg cell depletion, mediated locally in the implantation site or systemically in other tissues, also contribute to fetal loss and growth restriction.

Impaired vascular remodeling of the maternal spiral arteries is the pathological antecedent of preeclampsia (13), resulting in poor uteroplacental perfusion later in pregnancy and often leading to fetal growth restriction. A possible role of Treg cells in facilitating the spiral artery–remodeling process has been speculated, but definitive evidence has been lacking (2, 107). Aberrations in uNK cells have been investigated as a possible contributing factor to impaired spiral artery remodeling in preeclampsia. There are conflicting reports on altered uNK cell numbers in preeclampsia (108–111), indicating the need for further research to resolve these conflicting observations.

In conclusion, this study provides evidence demonstrating that Treg cells are essential for remodeling of decidual spiral arteries in early pregnancy and identifies a candidate mechanism involving Treg cell regulation of uNK cells (Figure 10). Given the consistent finding of perturbed Treg cells in preeclampsia and related hypertensive pregnancy complications, these findings indicate that studies to determine effects of Treg cells on spiral artery remodeling in women are warranted and add to the imperative to consider Treg cells as a potential therapeutic target in at-risk women.

## Methods

### Sex as a biological variable.

Our study focused on pregnancy, and therefore, outcomes were focused on female mice. Male mice were used for mating purposes. Ongoing investigations are examining potential impacts on both male and female offspring.

### Animals.

*Foxp3*^DTR^ [B6.129(Cg)-*Foxp3^tm3(DTR/GFP)Ayr^*/J] mice were purchased from Jackson Laboratory, and C57BL/6 (WT) female and BALB/c male mice were purchased from Animal Resources Centre. Mice were housed and bred in a specific pathogen–free facility. Female mice (8–12 weeks) were housed with proven fertile males, and the presence of a copulatory plug was designated GD0.5. See Supplemental Methods for details.

### Treg cell depletion.

To induce Treg cell depletion, *Foxp3*^DTR^ mice were injected with DT from *Corynebacterium diphtheria* (MilliporeSigma) (37.5 ng/g, i.p.) on GD3.5 and GD5.5. Vehicle-treated (PBS) *Foxp3*^DTR^ mice were controls in all experiments. See Supplemental Methods for details.

### T cell isolation and adoptive transfer.

CD4^+^CD25^+^ Treg cells or CD4^+^CD25^–^ Tconv cells were isolated from the uDLNs; the mesenteric, inguinal, and brachial lymph nodes (LNs); and the spleen from pregnant WT C57BL/6 mice at GD10.5 to 13.5. Cells were adoptively transferred by i.v. injection into DT-treated *Foxp3*^DTR^ mice on GD3.5 and 5.5. See Supplemental Methods for details.

### Flow cytometry.

On GD6.5 and GD10.5, single-cell suspensions were prepared from uDLNs, mesenteric LNs, and pooled decidua from *Foxp3*^DTR^ mice. Cells were stained using fluorophore-conjugated antibodies to detect surface and intracellular markers (Supplemental Table 5) and a standardized gating strategy (Supplemental Figures 11 and 12). See Supplemental Methods for details.

### Ultrasound biomicroscopy.

Uterine artery function was assessed on GD9.5, and uterine and umbilical artery function were assessed at GD17.5, using an MX550D transducer (FUJIFILM VisualSonics) probe on an ultrasound biomicroscope (model Vevo 2100, FUJIFILM VisualSonics) in *Foxp3*^DTR^ mice. See Supplemental Methods for details.

### Histology, immunohistochemistry, and lectin staining.

Midsagittal sections from formalin-fixed, paraffin-embedded GD10.5 implantation sites (for decidual spiral artery analysis; Supplemental Figure 13) and GD18.5 placentas were stained with Masson’s trichrome. Smooth muscle cells were detected with α-SMA and uNK cells with biotinylated DBA-lectin. See Supplemental Methods for details.

### RNA sequencing and data analysis.

RNA from decidual tissues was extracted as described previously (12). Library preparation and sequencing on Illumina NovaSeq X at 80 million reads per sample was performed by the South Australian Genomics Centre. Sequencing reads were mapped to GRCm38 (mm10) mouse genome and quantified using STAR (112). Limma voom (113) was then used on TMM-normalized reads to identify genes that were differentially expressed (DEGs, FDR < 0.1) according to treatment group. Overrepresentation pathway analysis was performed with clusterProfiler (114). The Mouse Genomics Informatics resource (65) and mouse placenta single-cell sequencing data (66) were used to identify genes enriched in placental trophoblasts. See Supplemental Methods for details and data availability.

### Statistics.

Data were analyzed by unpaired 2-tailed *t* test or Mann-Whitney *U* test, or 1-way ANOVA or Kruskal-Wallis test, depending on normality of data distribution. Fetal outcome data were analyzed by mixed-model ANOVA with mother as subject and litter size as covariate. *P* < 0.05 was considered statistically significant. Analysis was performed using GraphPad Prism, SPSS, or R in the case of RNA-sequencing data. See Supplemental Methods for details.

### Study approval.

All experiments were approved by the University of Adelaide Animal Ethics Committee, ethics numbers M-2018-127, M-2017-024, and M-2020-107, in accordance with the *Australian Code of Practice for the Care and Use of Animals for Scientific Purposes* (8th edition, 2013). See Supplemental Methods for details.

### Data availability.

Values for all data points in graphs are reported in the Supporting Data Values XLS file. Complete R code used to analyze and visualize the RNA-sequencing data have been deposited at https://tranmanhha135.github.io/Treg_uNK/ Raw FASTQ files have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus database (GSE267364).

## Author contributions

ASC and SAR designed the studies. SLH, HMG, HYC, HMT, LMM, EAKL, and ASC conducted experiments and analyzed data. SLH, ASC, HMT, and LMM prepared figures. KLF, CTR, and STD provided specific expertise and made substantial contributions to designing experiments and interpreting data. ASC and SAR wrote the manuscript. SLH, LMM, HMT, HYC, HMG, EAKL, ESG, SEO, CTR, KLF, STD, SAR, and ASC revised drafts and reviewed the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
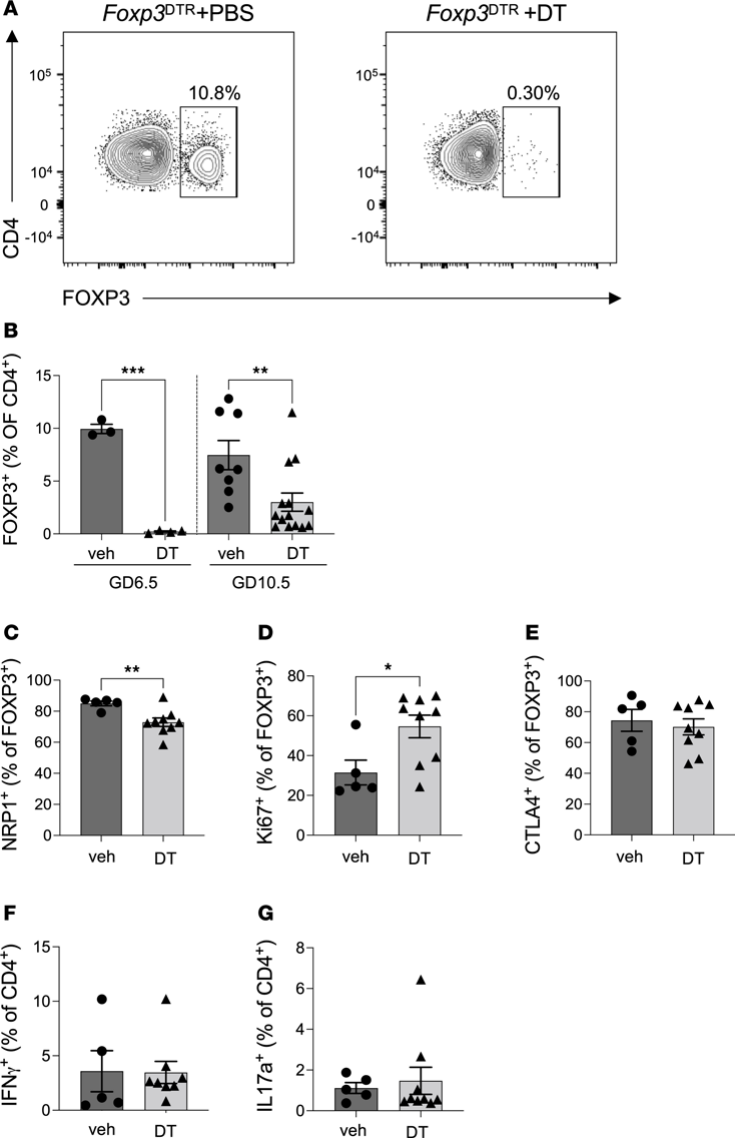
Effect of DT administration to *Foxp3*^DTR^ mice in the peri-implantation period on uDLN Treg cell proportion and phenotype in midgestation. *Foxp3*^DTR^ mice were administered PBS (veh) or DT i.p. on GD3.5 and GD5.5. uDLNs were recovered on GD6.5 or GD10.5, and the proportion and phenotype of CD4^+^FOXP3^+^ Treg cells were evaluated using flow cytometry. (**A**) Representative contour plots show the proportion of CD4^+^FOXP3^+^ Treg cells in the uDLNs on GD6.5 from vehicle-treated (left) and DT-treated (right) *Foxp3*^DTR^ mice. (**B**) The proportions of CD4^+^FOXP3^+^ Treg cells in uDLNs at GD6.5 and GD10.5. Detailed analysis of Treg cells at GD10.5 shows the proportion of Treg cells expressing NRP1 indicating thymic origin (**C**), proliferation marker Ki67 (**D**), and marker of suppressive competence CTLA4 (**E**). The proportion of IFN-γ^+^CD4^+^FOXP3^–^ (Th1 cells; **F**) and IL-17a^+^CD4^+^FOXP3^–^ (Th17 cells; **G**) were measured. *N* = 3–14 mice per group. Data are mean ± SEM. Data points are values from individual dams. Analysis was by 2-tailed *t* test or Mann-Whitney *U* test depending on normality of data distribution for data in **C**–**G**. Data in **B** were analyzed using a 1-way ANOVA comparing samples within the same gestational day. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 2:**
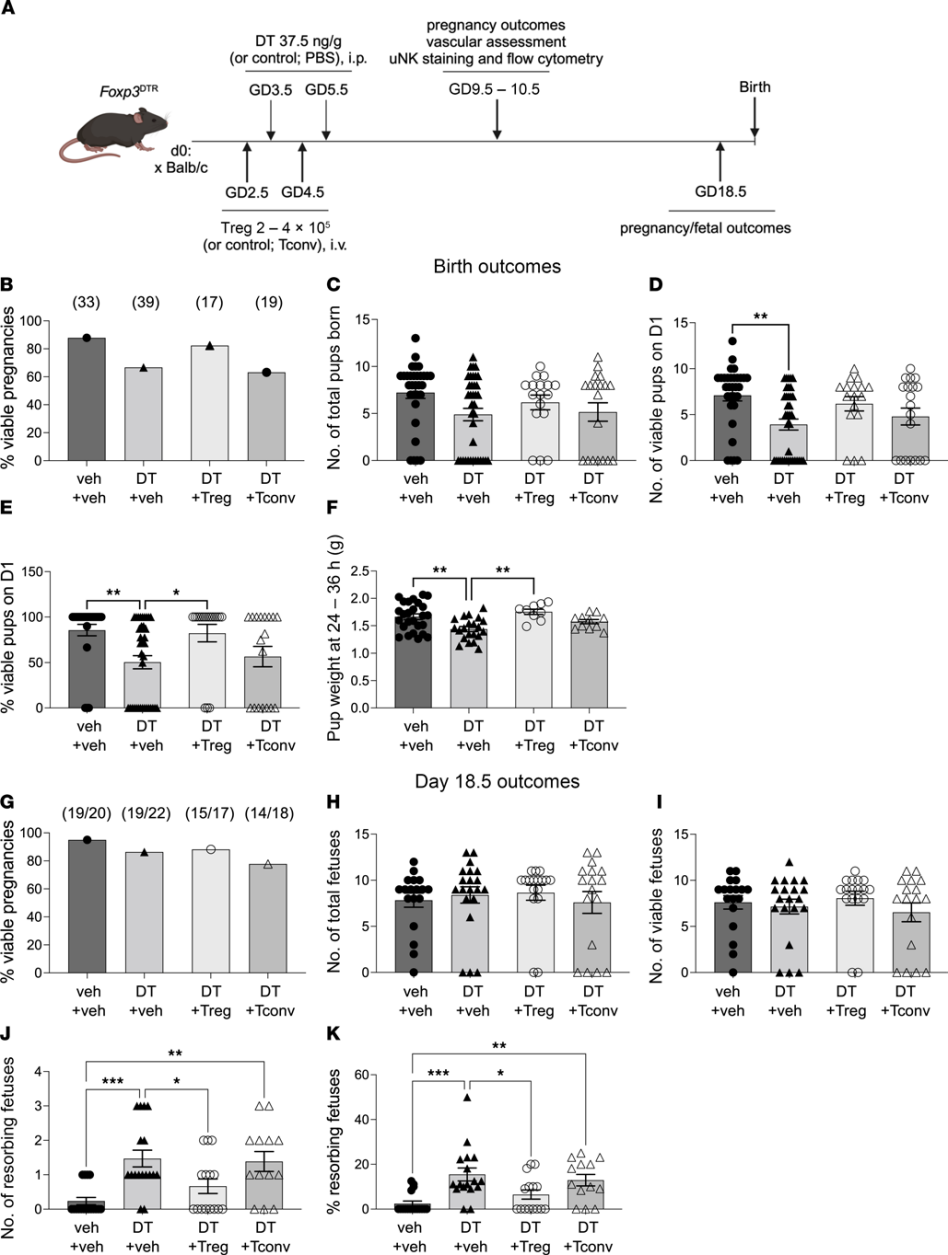
Treg cell depletion in the peri-implantation period results in reduced litter size at birth and increased fetal loss in late gestation and is mitigated by Treg cell transfer. *Foxp3*^DTR^ mice were administered PBS (veh) or DT i.p. on GD3.5 and GD5.5, and then pregnancy outcomes were assessed either at birth (**B**–**F**) or on GD18.5 (**G**–**J**). Some mice also received WT Treg cells or Tconv cells on GD2.5 and GD4.5. (**A**) Schematic diagram showing the treatment and analysis protocol (created with BioRender.com). (**B**) Proportion of mated mice that delivered at least 1 viable pup at birth. (**C**) Total number of pups at birth per dam. (**D**) Number of viable pups within 24 hours of birth per dam. (**E**) Proportion of viable pups within 24 hours of birth per dam. (**F**) Pup weight at 24–36 hours after birth. (**G**) The proportion of dams carrying a viable pregnancy at GD18.5 (defined as at least 1 viable implantation site). (**H**) Number of total fetuses per dam at GD18.5. (**I**) Number of viable fetuses per dam at GD18.5. (**J**) Number and (**K**) proportion of resorbing fetuses per dam at GD18.5. Numbers of mice (**B**) and dams (**G**) in each group are shown in parentheses. Data are mean ± SEM. Data points are values from individual dams. Analysis was by χ^2^ test (**B** and **G**) or 1-way ANOVA with 2-tailed post hoc *t* test (**C**–**F** and **H**–**K**). *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 3:**
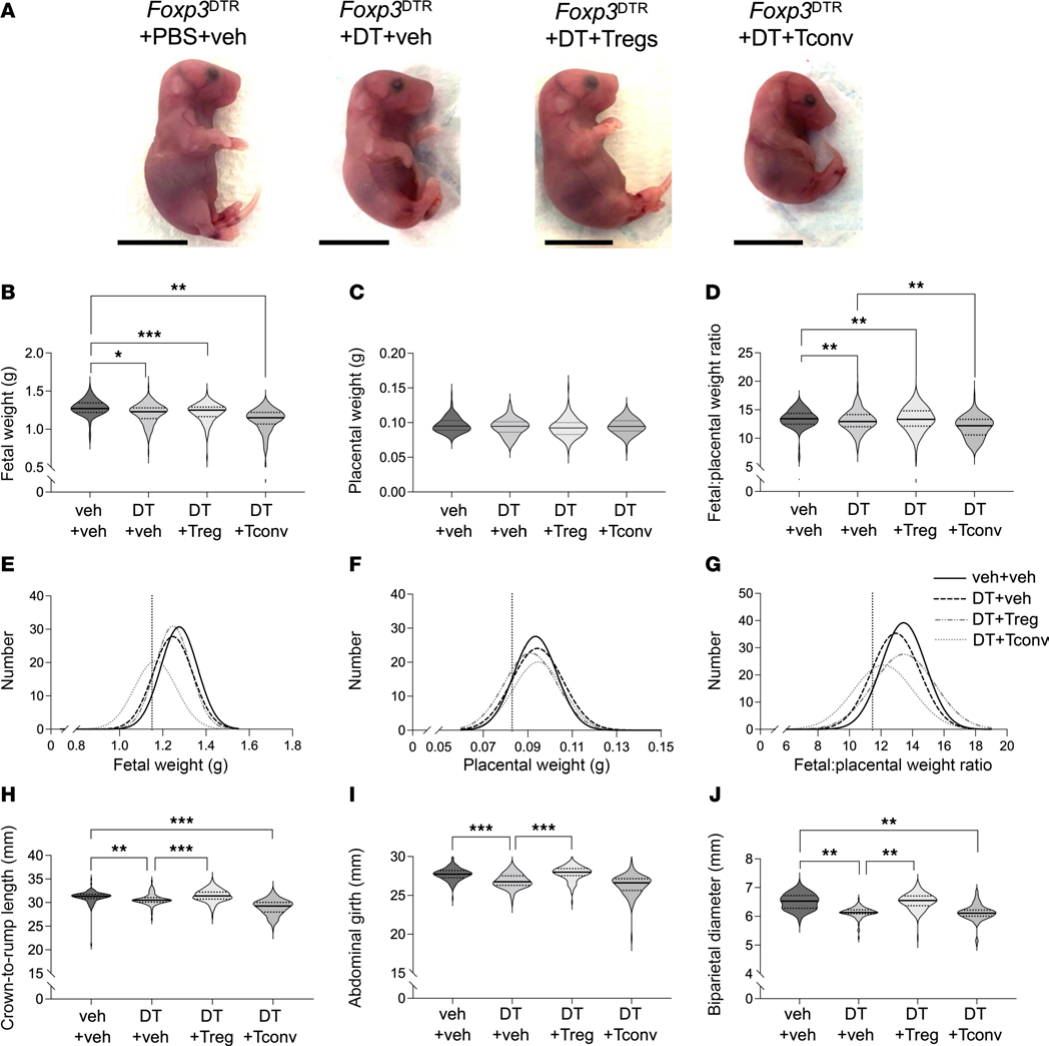
Treg cell depletion in the peri-implantation period causes fetal growth restriction that is mitigated by Treg cell transfer. *Foxp3*^DTR^ mice were administered PBS (veh) or DT i.p. on GD3.5 and GD5.5, and then fetal and placental development were assessed on GD18.5. Some mice also received WT Treg cells or Tconv cells on GD2.5 and GD4.5. (**A**) Representative images of fetuses, (**B**) fetal weight, (**C**) placental weight, and (**D**) fetal/placental weight ratio. The distribution of (**E**) fetal weights, (**F**) placental weights, and (**G**) fetal/placental weight ratio. (**H**) Fetal crown-to-rump length, (**I**) abdominal girth, and (**J**) biparietal diameter. Vertical dashed line represents the 10th centile of the curve (1.15, 0.08, and 11.45 g in **E**–**G**, respectively). *N* = 2–11 fetuses from 14–19 dams per group. Fetal and placental data are shown as violin plots with median and quartile values marked. Analysis was by mixed-model ANOVA with mother as subject and litter size as covariate. *P < 0.05; **P < 0.01; ***P < 0.001. Scale bar = 1 cm.

**Figure 4:**
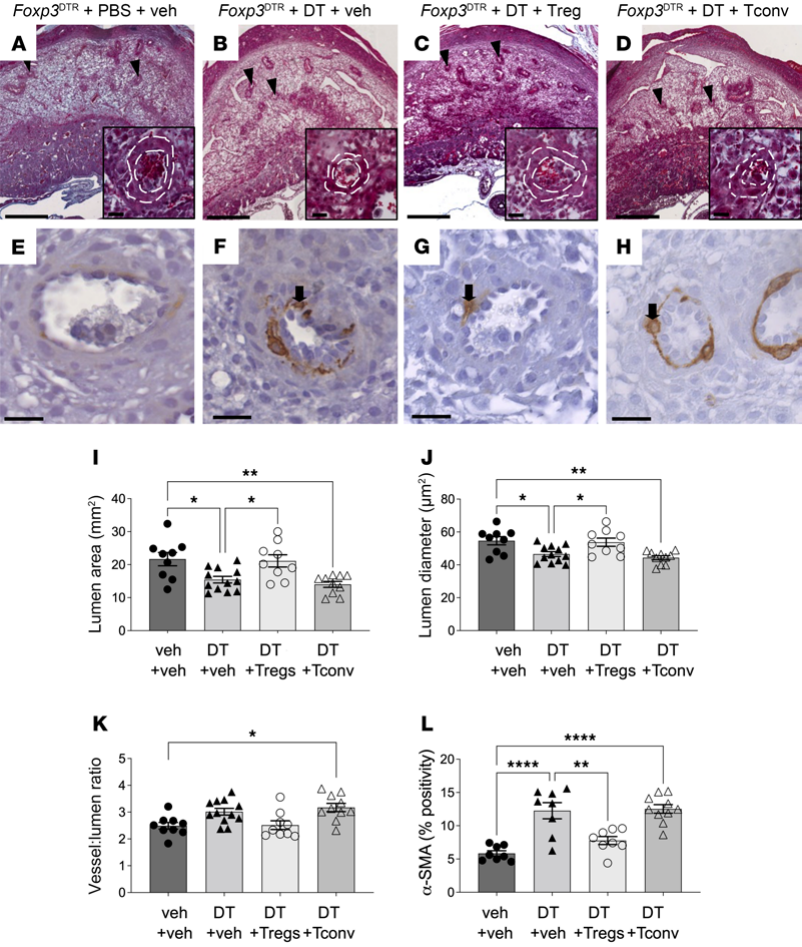
Treg cell depletion impairs spiral artery remodeling in midgestation. Pregnant *Foxp3*^DTR^ mice were administered PBS (veh) or DT i.p. on GD3.5 and GD5.5, and then tissues were collected on GD10.5. Some mice also received WT Treg cells or Tconv cells on GD2.5 and GD4.5, and then tissues were collected on GD10.5. Representative images of midsagittal sections of uterus stained with Masson’s trichrome (**A**–**D**) or to detect α-SMA (**E**–**H**). Black arrowheads indicate spiral arteries, black arrows indicate α-SMA^+^ cells. Parameters including (**I**) average lumen area of spiral arteries, (**J**) lumen diameter, (**K**) vessel/lumen area ratio, and (**L**) proportion of decidual cells positive for α-SMA are shown. *N* = 2 implantation sites per dam from 8–12 dams per group. Data are mean ± SEM. Data points are average values for individual dams. Analysis was by 1-way ANOVA with 2-tailed post hoc *t* test. *P < 0.05; **P < 0.01; ****P < 0.0001. Scale bars, **A**–**D** = 1 mm; insets = 50 μm; **E**–**H** = 50 μm.

**Figure 5:**
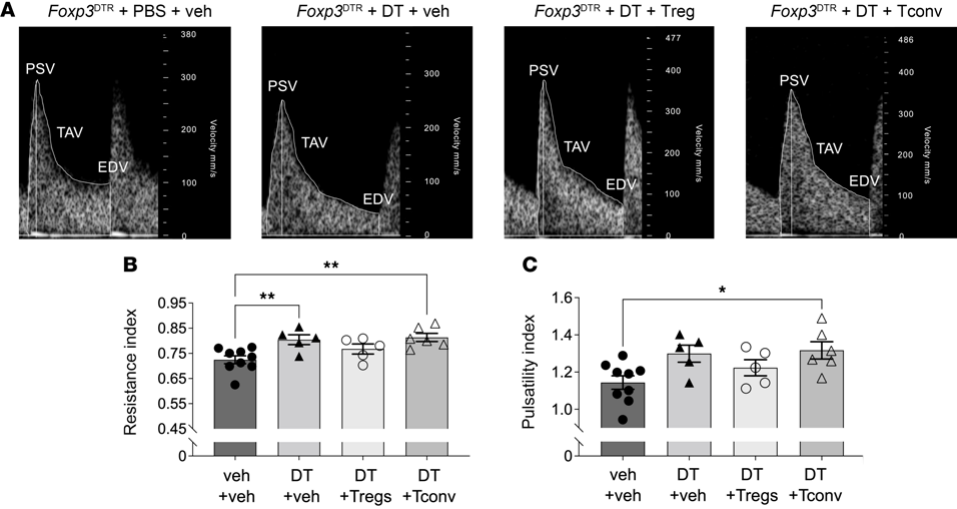
Uterine artery resistance in midgestation is increased by Treg cell depletion and mitigated by Treg cell replacement. Pregnant *Foxp3*^DTR^ mice were administered PBS (veh) or DT i.p. on GD3.5 and GD5.5, and then tissues were collected on GD10.5. Some mice also received WT Treg cells or Tconv cells on GD2.5 and GD4.5. Measurements were taken on GD9.5. (**A**) Representative waveforms of uterine arteries. (**B**) Resistance index and (**C**) pulsatility index were calculated. *N* = 5–8 dams per group. Data are mean ± SEM. Data points are average values for individual dams. Analysis was by 1-way ANOVA with 2-tailed post hoc *t* test. EDV, end-diastolic velocity; PSV, peak systolic velocity; TAV, time-averaged velocity. *P < 0.05; **P < 0.01.

**Figure 6:**
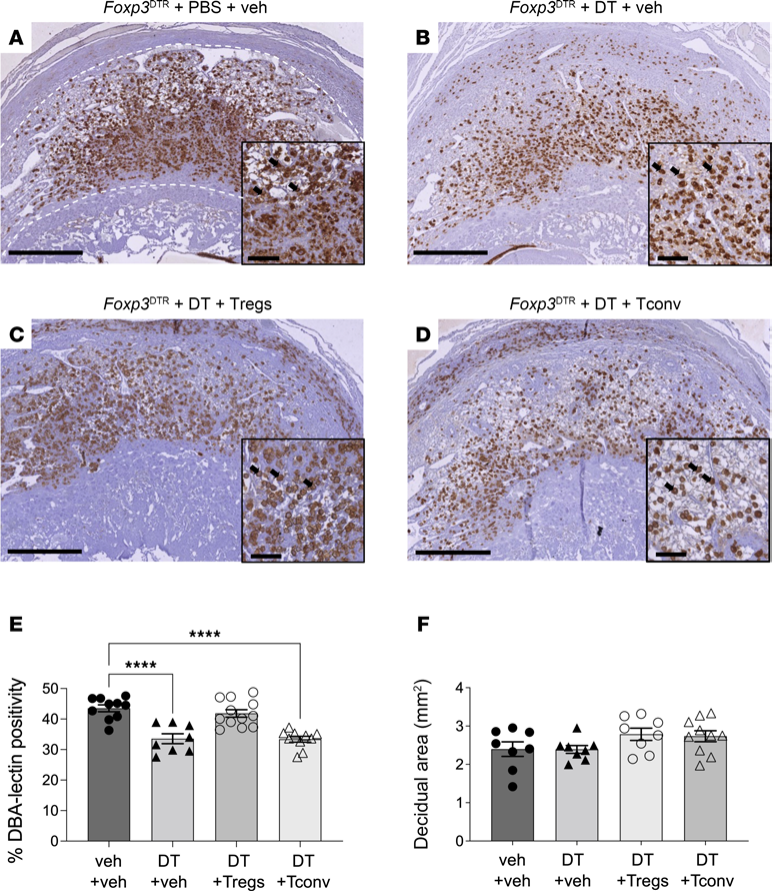
Treg cell depletion causes a reduction in DBA^+^ uNK cells in midgestation that is mitigated by Treg cell transfer. Pregnant *Foxp3*^DTR^ mice were administered PBS (veh) or DT i.p. on GD3.5 and GD5.5, and then tissues were collected on GD10.5. Some mice also received WT Treg cells or Tconv cells on GD2.5 and GD4.5. Tissues were collected on GD10.5. (**A**–**D**) Decidual tissue sections were labeled with biotinylated DBA-lectin to detect the DBA^+^ subset of uNK cells that predominates in pregnancy (brown stain, arrows). (**E**) The percentage positivity for DBA^+^ uNK cells was quantified. (**F**) The decidual region of each section (marked, dotted line in **A**) was identified and measured. *N* = 2 implantation sites per dam, 8–12 dams per group. Data are mean ± SEM. Data points are average values for individual dams. Analysis was by 1-way ANOVA with 2-tailed post hoc *t* test. ****P < 0.0001. Scale bars: 500 μm; insets = 100 μm.

**Figure 7:**
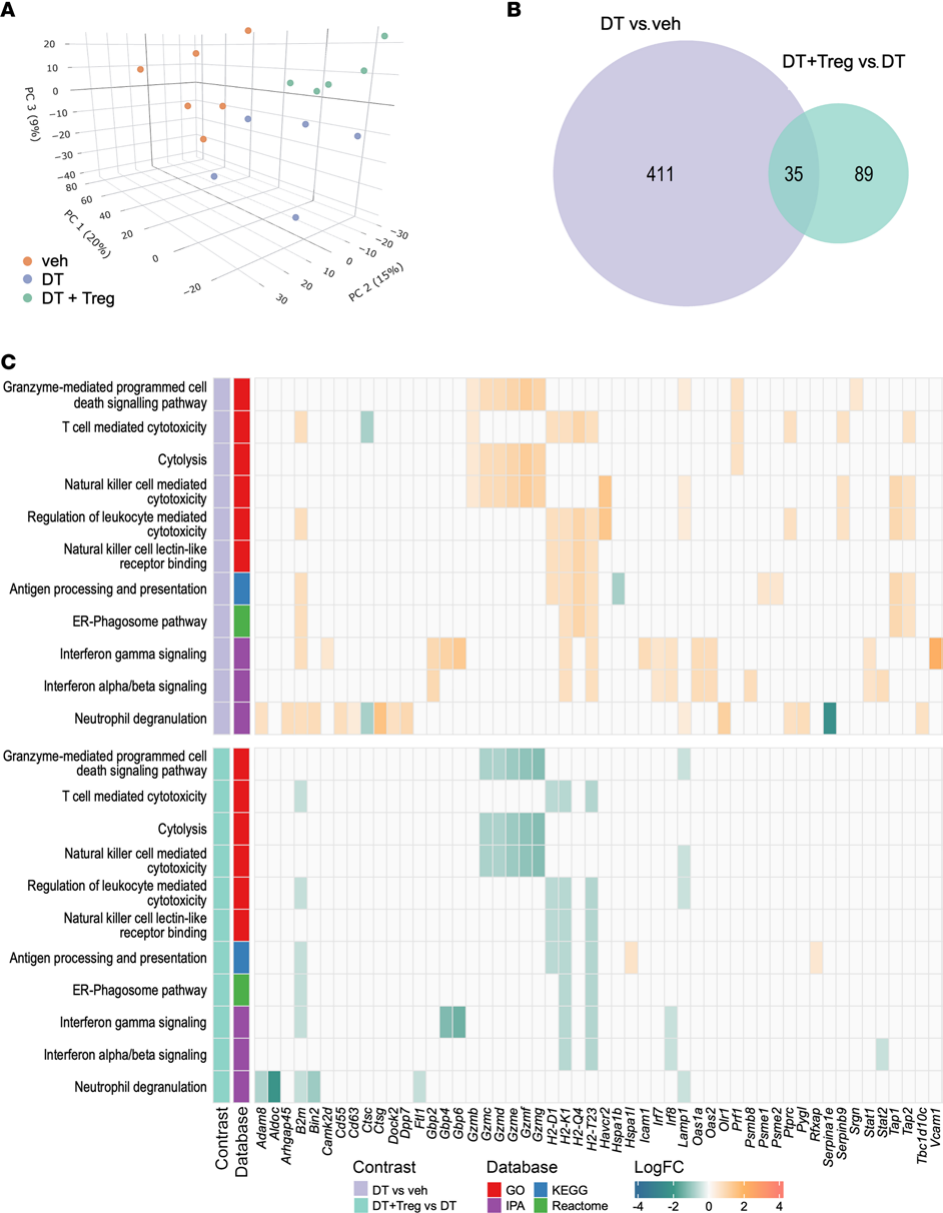
Treg cell depletion causes a perturbation in decidual transcription profile in midgestation that is mitigated by Treg cell transfer. Pregnant *Foxp3*^DTR^ mice were administered PBS (veh; *n* = 6) or DT (*n* = 5) i.p. on GD3.5 and GD5.5, and decidual tissue was collected on GD10.5. Some mice (*n* = 5) also received WT Treg cells on GD2.5 and GD4.5. (**A**) PCA of filtered genes, illustrating gene expression patterns in individual samples. (**B**) The number of DEGs (FDR < 0.1) that overlap between DT-treated mice compared with PBS vehicle control– (purple) and DT+Treg–treated mice compared with DT-treated mice (green). (**C**) Functional heatmap of DEGs (FDR < 0.1) and their relationship to enriched terms/pathways identified using Gene Ontology (GO, FDR < 0.05), Kyoto Encyclopedia of Genes and Genomes (KEGG, FDR < 0.2), Reactome (FDR < 0.1), and Ingenuity Pathway Analysis (IPA, *P* < 0.05) databases.

**Figure 8:**
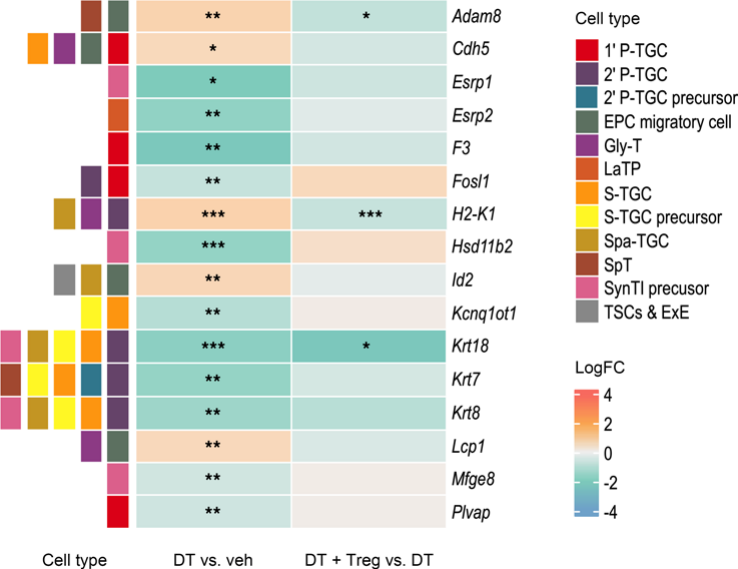
Treg cell depletion causes a perturbation in decidual trophoblast genes in midgestation that is mitigated by Treg cell transfer. Pregnant *Foxp3*^DTR^ mice were administered PBS (veh; *n* = 6) or DT (*n* = 5) i.p. on GD3.5 and GD5.5, and decidual tissue was collected on GD10.5. Some mice (*n* = 5) also received WT Treg cells on GD2.5 and GD4.5. Functional heatmap of DEGs (FDR < 0.1) identified as indicative of altered extravillous trophoblasts on the basis of both (a) reported expression in specific mouse trophoblast cell types (color coded, LHS) (extracted from published single-cell RNA-sequencing data) (66) and (b) expression in mouse placenta but not mouse uterus, according to Mouse Genomics Informatics database (see Methods for details). Cell labels indicate the FDR-adjusted *P* value (FDR) of DEGs present in the RNA-sequencing dataset. *FDR < 0.1; **FDR < 0.05; ***FDR < 0.01. 1’ P-TGC, primary parietal trophoblast giant cell; 2’ P-TGC, secondary parietal trophoblast giant cells; EPC, ectoplacental cone; Gly-T, glycogen trophoblast cells; LaTP, labyrinthine trophoblast; S-TGC, sinusoid trophoblast giant cell; Spa-TGC, spiral artery-associated trophoblast giant cell; SpT, spongiotrophoblast cell; SynT1, multinucleated syncytiotrophoblast cells; TSC, trophoblast stem cell; ExE, extraembryonic ectoderm.

**Figure 9:**
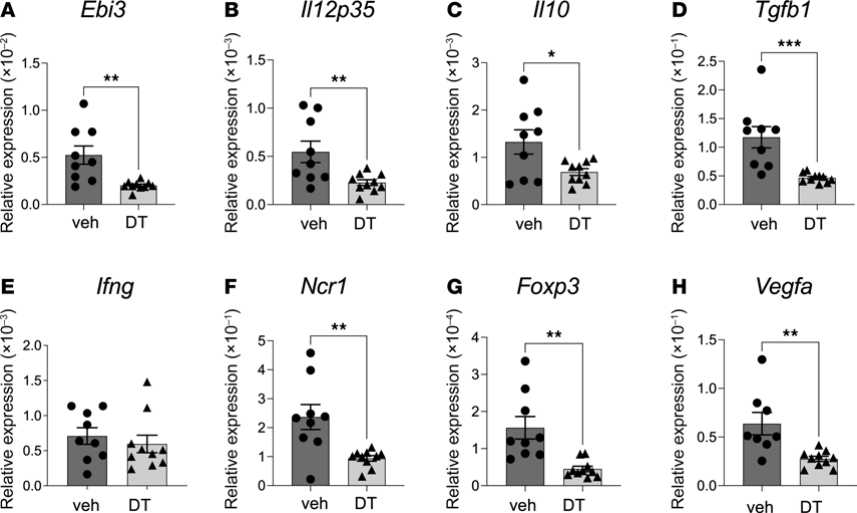
Peri-implantation Treg cell depletion elicits reduction of antiinflammatory decidual gene transcripts. Pregnant *Foxp3*^DTR^ mice were given PBS (veh) or DT on GD3.5 and GD5.5, and then tissues were collected on GD10.5. (**A**) *Ebi3*, (**B**) *Il12p35* genes encoding IL-35, (**C**) *Il10*, (**D**) *Tgfb1*, (**E**) *Ifng*, (**F**) *Ncr1* encoding NKp46, (**G**) *Foxp3* encoding FOXP3 transcription factor necessary for Treg cell development, and (**H**) *Vegfa* were quantified by qPCR. *N* = 9–10 dams per group. Data are presented as mean ± SEM. Each data point represents the average of 2 decidua per dam. Analysis was by unpaired 2-tailed *t* test. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 10:**
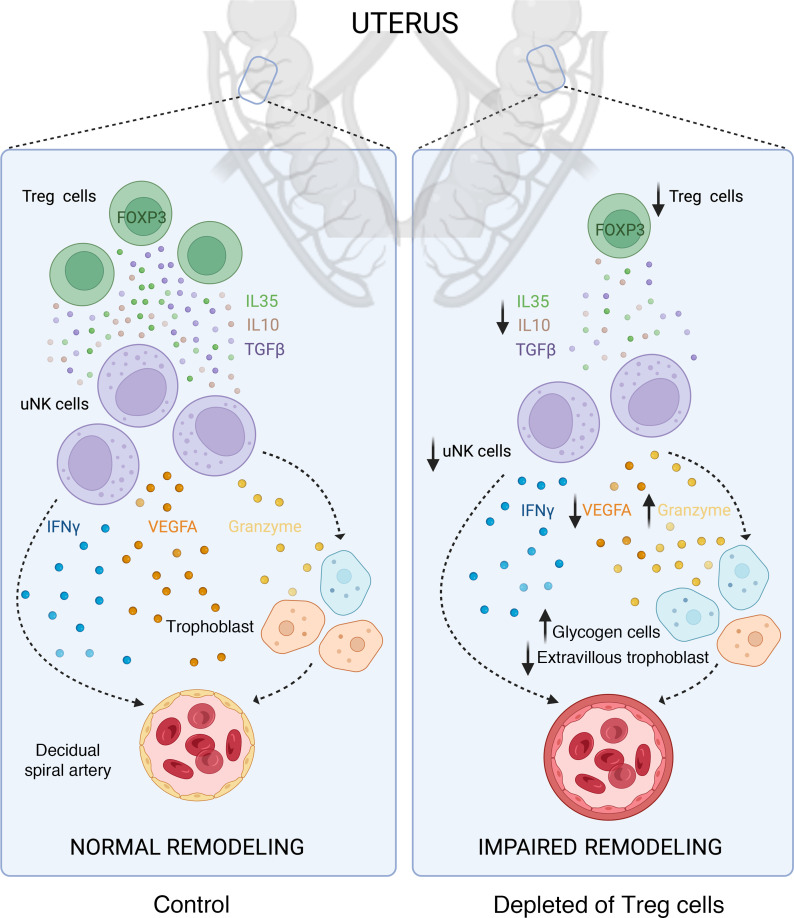
Schematic illustration of current working hypothesis on mechanisms of Treg cell–mediated regulation of decidual spiral artery remodeling. Treg cells modulate the decidual microenvironment to facilitate decidual spiral artery remodeling in early pregnancy in mice. When Treg cells are deficient, spiral artery remodeling is impaired. In turn this causes fetal growth restriction and late-gestation fetal loss that is exacerbated by increased resistance to blood flow in the uterine arteries. Treg cell support of spiral artery remodeling is likely to be mediated through Treg cell effects in a decidual network involving uNK cells and trophoblasts. Our data show reduced numbers of DBA^+^ uNK cells, and attenuation of genes associated with uNK cell function and extravillous trophoblast invasion. Since uNK cells are known to be essential for spiral artery remodeling through IFN-γ and VEGF production, and Treg cells produce cytokines TGF-β, IL-10, and IL-35 known to regulate uNK cell function, a direct effect of Treg cells on uNK cells is implicated. Altered extravillous trophoblast invasion and/or survival in the decidua may also be involved, since extravillous trophoblasts interact with uNK cells and contribute to spiral artery remodeling. See text for details. Created with BioRender.com.

## Version 1 12/10/2024

In-Press Preview

## Version 2 01/23/2025

Electronic publication

# Supplementary material for: Treg cells promote decidual vascular remodeling and modulate uterine NK cells in pregnant mice
**Source:** JCI Insight. 2024 Dec 10;10(2):e169836. doi: 10.1172/jci.insight.169836
**Supplement:** Supplemental data

Treg cells promote decidual vascular remodeling and modulate uterine NK cells in pregnant mice

Shanna L. Hosking¹, Lachlan M. Moldenhauer¹, Ha M. Tran¹, Hon Y. Chan¹, Holly M. Groome¹,
Evangeline A. K. Lovell¹, Ella S. Green¹, Stephanie E. O'Hara¹, Claire T. Roberts², Karrie L. Foyle¹,
Sandra T. Davidge³, Sarah A. Robertson^{1*}, Alison S. Care^{1*}

*ASC and SAR are co-senior authors

This PDF file includes:

Supplementary Materials and Methods

Supplementary Table 1 to 5

Supplementary Figures 1 to 14

Supplementary Materials and Methods

Animals

Foxp3^{DTR} (Forkhead box P3-diphtheria toxin receptor; B6.129(Cg)-*Foxp3^{tm3(DTR/GFP)Ayr/J}*) (1) mice were purchased from Jackson Laboratories (Bar Harbour, Maine USA), and bred at the Adelaide Medical School specific pathogen-free animal facility. The *Foxp3^{DTR}* is a knock-in transgenic mouse model that allows acute depletion of Treg cells after administration of diphtheria toxin (DT)(1). C57BL/6 (WT) female and BALB/c male mice were purchased from Animal Resources Centre (Western Australia, Australia). Mice were provided food and water ad libitum and were housed under a 12-hour day-night cycle. Virgin wild-type or *Foxp3^{DTR}* female mice at 8-12 weeks of age were mated to proven fertile BALB/c male mice. Mating was confirmed by the presence of a vaginal plug between 0700-1000 h and was designated gestational day (GD) 0.5. Mated females were co-housed where possible, with a maximum of 2 females per cage. Mated mice were humanely killed via cervical dislocation on either GD6.5, 10.5 or 18.5. A subset of dams were allowed to deliver and birth outcomes were evaluated.

Treg cell depletion

To induce Treg cell depletion, *Foxp3^{DTR}* mice were injected with DT from *Corynebacterium diphtheria* (Sigma-Aldrich) i.p. on GD 3.5 and 5.5. Following a pilot dose titration experiment to evaluate doses of 10 to 50 ng/g, a dose of 37.5 ng/g (i.p.), was chosen to achieve an adverse effect on fetal viability on GD10.5, but not complete pregnancy loss, as often occurred at the highest dose (2). Vehicle-treated (PBS) *Foxp3^{DTR}* mice were used as controls in all experiments. In some experiments wild-type C57BL/6 female mice were also treated with DT or vehicle control.

T cell isolation and adoptive transfer

For passive transfer experiments, CD4⁺CD25⁺ Treg cells or CD4⁺CD25⁻ Tconv cells were isolated from uLN, mesenteric LN, inguinal, and brachial lymph nodes and spleen from wild-type mice between GD 10.5 to 13.5, as previously described (3). Briefly, cells were purified using the EasySep^{TM} Mouse CD4⁺CD25⁺ Regulatory T cell Isolation Kit II (STEMCELL Technologies, Vancouver) according to the manufacturer's instructions. Cells were >80% viable and were confirmed to be CD4⁺CD25⁺ cells (>75% purity, range 75-90%) or CD4⁺CD25⁻ (>80% purity, range 81-96%) by flow cytometry using surface markers listed below in the flow cytometry section. Recipient *Foxp3^{DTR}* mice received 2-4 x 10⁵ CD4⁺CD25⁺ Treg or CD4⁺CD25⁻ Tconv cells in PBS with 2% FCS intravenously via tail vein injection on the afternoon of GD2.5 and GD4.5. Control *Foxp3^{DTR}* mice were injected with vehicle (PBS with 2% FCS).

Pregnancy, fetal and birth outcomes

On GD10.5 and 18.5, the number of viable and resorbed implantation sites were recorded. On day 18.5, fetuses and placentae were weighed. Fetal crown-rump length, abdominal circumference and biparietal diameter were measured. One placenta from each uterine horn (total of 2 per dam) were fixed in 4% paraformaldehyde (Sigma-Aldrich) for further histological analysis. Implantation sites from GD10.5 were fixed, processed and cut as described previously (4). Placental tissue from GD18.5 were fixed, processed and cut as described previously (5). A subset of dams were allowed to give birth, and neonatal outcomes were recorded, including the number of pups born, pup viability, and pup bodyweight.

Fetal weight frequency distribution curves

Fetal weight, placental weight and ratio histograms were constructed as previously described (6, 7) and a non-linear regression performed (Gaussian distribution). The 10th percentile weights of the PBS-vehicle group were calculated as:
(-Z critical value x SD) + mean

Where Z critical value = 1.2816 (10th centile) and SD = standard deviation.

Flow cytometry

On GD6.5 and GD10.5, single-cell suspensions were prepared from spleen, uterine-draining para-aortic lymph nodes (udLN), mesenteric lymph nodes (MLN) and pooled decidua from *Foxp3*^{DTR} mice, as described previously (3). Decidua were digested with 1mg/mL collagenase VIII type, 200 U/mL Hyaluronidase, 1 mg/mL BSA dissolved in 5 mL HBSS, as described (8). Cells were washed in fluorescent-activated cell sorting (FACS) buffer (0.1% BSA, 0.05% sodium azide in PBS), filtered by 70 µm cell strainer and resuspended for cell counting.

1-2 x 10⁶ cells of each sample were plated. Subsets of cells were stimulated as described previously (9). All samples were incubated with fixable viability stain (FVS) V-620 or R-780 and Fc receptor block (BD Biosciences). Cells were then washed, and a cocktail of monoclonal antibodies added (Supplemental Figure 12 and 13, and Supplemental Table 2). Cells were then fixed and permeabilized using the Intracellular Fixation and Permeabilization Buffer Set (eBioscience) according to the manufacturer's instructions and then labelled for the intracellular markers (Supplemental Table 2). Data were acquired on the BD LSRFortessa flow cytometer within 24 h of staining completion. Data were analysed using FlowJo analysis software version 7.6.1.

Ultrasound biomicroscopy

Uterine artery function was assessed on GD9.5 and uterine and umbilical artery function assessed at GD17.5, using an MX550D transducer probe on an ultrasound biomicroscope (model Vevo 2100, VisualSonics®, ON, Canada) in *Foxp3*^{DTR} mice. Doppler waveforms were obtained from uterine arteries near the lateral inferior margin of the utero-cervical junction, and umbilical arteries were taken from three fetuses per dam. Each waveform was analyzed in triplicate as described previously (2).

Histology, Immunohistochemistry and Lectin Staining

GD10.5 mid-sagittal implantation site sections and GD18.5 placental sections were stained with Masson's Trichrome, as described previously (10). To obtain mid-sagittal sections of GD10.5 implantation sites, serial sections were cut and those closest to the mid-sagittal plane were identified by visualization of the chorioallantoic attachment tissue linking the fetus and the placenta (Supplemental Figure 14)(4). To detect smooth muscle cells GD10.5 implantation sites were stained with α-SMA (0.5 µg/ml, Merck Millipore, Darmstadt, Germany) followed by secondary (3µg/ml, Vector Laboratories, Burlingame, CA, USA). To detect uNK cells, sections were stained with DBA-lectin (10 ug/mL, Vector Laboratories), followed by streptavidin-HRP and DAB chromogen (Dako) as described previously (11).

Slides were imaged using a Nanozoomer-XR Digital Slide Scanner (Hamamatsu Photonics, Hamamatsu, Japan). For analysis of decidual spiral arteries, SMA-positivity and uNK cell abundance, the inner two quarters of decidual regions from two implantation sites per dam were assessed with NDP.view2 software and Fiji (Image J; Version 2.0.0), as described previously (4). Proportion of positivity was considered as: (DBA-positive cells / (negative cells + positive cells) x 100).

Isolation of total RNA & mRNA expression analysis

Decidual tissues were homogenized and RNA extracted as described previously (12). Successful DNA removal was confirmed and RNA concentration was measured using a Nano-drop Spectrophotometer ND-1000 (Thermo Fisher Scientific), and RNA integrity was assessed by RNA Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) to ensure all RNA samples had an RNA integrity number of >7. To measure mRNA expression, total DNase-treated RNA was reversed transcribed into cDNA from 800 ng RNA primed with 50 ng random hexamers using SuperscriptIV Reverse Transcription kit (Life

Technologies) according to the manufacturer's instruction. qPCR was performed using 20 ng cDNA and PCR primers:

Actb, 5' – TGTGATGGTGGGTATGGGTC, 3' – ACACGCAGCTCATTGTA; *gDNA*, 5' – GGCAGTACTGAGGT, 3' – GTCACAATCACAGAG; *Tgfb1*, 5'CTGAACCAAGGAGACGGAATACA, 3' – GGGCTGATCCCGTTGATTT; *Il10*, 5' – AGGCGCTGTCATCGATTTCT, 3' – TGGCCTTGTAGACACCTTGGT; *Ifng*, 5' – GCGTCATTGAATCACACCTG, 3' – TGAGCTCATTGAATGCTTGG; *Il12p35*, 5' – CTCCTGTGGGAGAAGCAGAC, 3' – CAGATAGCCCATCACTTTCT; *Ebi3*, 5' – GCTCCCCTGGTTACTACTGAA, 3' – ACGGGATACCGAGAAGCAT; *Ncr1*, 5' – TGGCTCTTACAACGACTATGC, 3' – AGAAGAAGTAGGGTCGGTAGGTG; *Foxp3*, 5' – GGCAGAGGACACTCAATGAAATCTA, 3' – TGGCGGATGGCATTCTTC; and *Vegfa*, 5' – CATCTTCAAGCCGTCCTGTGT, 3' – CGCATGATCTGCATGGTGAT, as described previously (13). The delta C(t) method was used to calculate mRNA abundance normalized to *Actb* expression (14).

RNA sequencing and analysis

Sequencing libraries were prepared from high-integrity RNA (RIN>7) using the Illumina TruSeq stranded protocol and sequenced on the Illumina NovaSeq X platform at a depth of ~80 million reads per sample. Sequencing FASTQ files were processed with a standard RNA-seq pipeline. Sequence read quality was accessed by *FastQC* (v0.12.1, (15)), trimmed with *cutadapt* (v.1.18,(16)) and aligned to GRCm38 (mm10) mouse genome and reads quantified using *STAR* (v2.7.10b_alpha_230301, (17)). Low-expressed genes (<2 counts per million (CPM) in at least 4 samples) were removed and normalized using the trimmed mean of M value (TMM) method through the *edgeR* (v.3.42.4, (18)) package. Differential gene expression analysis was performed using *limma-voom* (19) where significant differentially expressed genes defined as those with FDR-adjusted P value (FDR) <0.1. To investigate gene pathways and upstream regulators influenced during the peri-implantation period of pregnancy, differentially expressed genes were analysed using Ingenuity Pathway Analysis (IPA) version 65367011 Build ing_diamond (Ingenuity Systems, Redwood City, CA). Overrepresentation analysis was performed with *clusterProfiler* (v4.8.3, (20)) using Gene Ontology (GO, (21)), Kyoto Encyclopaedia of Genes and Genomes (KEGG, (22)), Reactome (23), and Ingenuity Pathway Analysis (IPA, QIAGEN) databases.

Data availability

Complete R code used to analyze and visualize the RNA-sequencing data have been deposited at https://tranmanhha135.github.io/Treg_uNK/. Raw fastq files have been deposited in the National Center for Biotechnology Information's Gene Expression Omnibus database (GSE267364).

Statistics

All data were tested for normality of distribution using the Shapiro-Wilk normality test. Data were analysed by unpaired t-test or Mann-Whitney U when comparing two groups or with a one-way ANOVA or Kruskal-Wallis test depending on normality. All statistical tests were 2-sided. Fetal outcome data were analysed by mixed model ANOVA analysis with mother as the subject and litter size as a covariate. All statistical analysis was conducted using GraphPad Prism 9.4.0 for MacOS, software (GraphPad Software, La Jolla, CA) or IBM SPSS Statistics 28.0.1.0. Differences between groups were considered significant when P<0.05. For one-way ANOVA analyses, the following pre-selected group comparisons were conducted with multiple comparisons: vehicle vs. DT, vehicle vs. Treg, vehicle vs. Tconv, and DT vs. Treg, corrected with Šídák test. Categorical data were analysed using chi-square tests.

Study Approval

All experiments performed as part of this project were approved by the University of Adelaide Animal Ethics Committee, ethics numbers M-2018-127, M-2017-024 and M-2020-107 in accordance with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes (8th edition, 2013). All breeding of mice involved in this project were conducted under the ethics approval number M-2016-009 and M-2019-087.

Supplemental Table 1: Effect of Treg cell depletion and replacement on parameters of uterine and umbilical artery function as measured by Doppler ultrasound on GD17.5.

	PBS+veh	DT+veh	DT+Treg	DT+Tconv
UT PSV	361.3 ± 45.4	351.8 ± 42.8	367.2 ± 25.8	423.7 ± 39.6
UT EDV	132.0 ± 28.0	130.8 ± 26.0	135.4 ± 18.3	180.8 ± 22.7
UT VTI	242.0 ± 35.7	236.9 ± 34.3	252.8 ± 21.8	301.0 ± 28.9
UT PI	1.04 ± 0.09	1.04 ± 0.09	0.98 ± 0.09	0.82 ± 0.08
UT RI	0.66 ± 0.04	0.66 ± 0.04	0.64 ± 0.04	0.57 ± 0.03
UM PSV	156.7 ± 9.9	164.7 ± 10.8	147.1 ± 7.7	166.5 ± 15.3
UM EDV	10.5 ± 1.3	9.2 ± 1.5	9.7 ± 1.1	12.0 ± 1.2
UM VTI	81.5 ± 5.4	87.0 ± 7.0	77.9 ± 4.5	89.8 ± 8.8
UM PI	1.80 ± 0.03	1.82 ± 0.03	1.78 ± 0.03	1.73 ± 0.03
UM RI	0.93 ± 0.01	0.95 ± 0.01	0.94 ± 0.01	0.93 ± 0.01

UT, uterine artery; PSV, peak systolic velocity; EDV, end diastolic velocity; VTI, velocity time interval; PI, pulsatility index; RI, resistance index; UM, umbilical artery. N=12-15 dams per group. Data are presented as mean±SEM. Data points are average values for individual dams. Analysis was by one-way ANOVA or a Kruskal-Wallis test, with two-tailed posthoc t-test.

Supplemental Table 2: RNA-sequencing data metrics for decidua on day 10.5 pc following peri-implantation Treg depletion (DT), vehicle treatment (veh) or early pregnancy Treg replacement after peri-conception Treg depletion (DT+Treg).

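The table lists the counts assigned to genes in each sample. The totals of the count table equal the listed library sizes in all 16 samples (the sample labelled DT 6 is listed as DT5). Reads assigned to no gene are not part of these totals.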

Sample	Library size
DT1	436870
DT2	515936
DT3	695441
DT4	590735
DT5	846531
veh1	610235
veh2	580250
veh3	584390
veh4	659764
veh5	698543
veh6	737791
DT+Treg1	710762
DT+Treg2	685291
DT+Treg3	702458
DT+Treg4	686864
DT+Treg5	727353

Supplemental Table 3: Top 50 genes upregulated identified in DT vs PBS and their expression in DT+Treg vs DT.

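Symbols of 47 of the 50 genes could be matched to the count table. All 47 had positive log2 fold changes in DT vs. veh by edgeR, with a median of 1.16, and 19 passed the adjusted p of 0.1. All 47 had negative values in DT+Treg vs. DT, with a median of -0.95, and 2 passed. In DT+Treg vs. veh, 3 of the 47 passed. *Olr1*, *Zap70* and *Nlrc5* are among the genes that rose.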

Gene symbol	DT vs veh		DT+Treg vs DT	
	logFC	p.adj	logFC	p.adj
<i>2310020H05Rik</i>	2.44	0.032	-1.208	0.314
<i>Tgtp1</i>	2.34	0.098	-0.256	0.896
<i>Vcam1</i>	2.21	0.025	-0.942	0.347
<i>Gbp8</i>	2.14	0.019	-1.038	0.231
<i>Dnah8</i>	2.12	0.062	-2.213	0.078
<i>Ddx60</i>	2.09	0.077	-0.909	0.481
<i>Mir6397</i>	2.07	0.062	-0.570	0.700
<i>Tgtp2</i>	2.07	0.019	-1.005	0.253
<i>Zfp788</i>	2.02	0.077	-1.016	0.414
<i>Med18</i>	1.98	0.091	-0.857	0.515
<i>Serpina3f</i>	1.95	0.086	-1.298	0.301
<i>Nxn12</i>	1.93	0.065	-0.681	0.577
<i>Inhba</i>	1.86	0.070	-0.712	0.517
<i>Gm12185</i>	1.86	0.093	-2.194	0.068
<i>Aplp1</i>	1.84	0.086	-0.611	0.613
<i>Apol9a</i>	1.80	0.050	-1.006	0.270
<i>H2-T10</i>	1.71	0.054	-0.472	0.637
<i>Glt8d2</i>	1.60	0.091	-0.579	0.600
<i>Ctsg</i>	1.57	0.047	-1.011	0.206
<i>Ceacam10</i>	1.45	0.038	-0.440	0.573
<i>Havcr2</i>	1.44	0.054	-1.000	0.205
<i>ligp1</i>	1.37	0.002	-0.765	0.055
<i>Gbp6</i>	1.37	0.062	-1.498	0.063
<i>Apol10b</i>	1.33	0.077	-0.326	0.720
<i>Zbp1</i>	1.28	0.015	-0.640	0.225
<i>Gzmf</i>	1.28	0.007	-1.124	0.021
<i>Ctsk</i>	1.23	0.044	-1.083	0.124
<i>Rasal3</i>	1.22	0.019	-0.507	0.351
<i>Nlrc5</i>	1.22	0.012	-1.202	0.015
<i>Med7</i>	1.21	0.032	-0.460	0.480

<i>Olr1</i>	1.18	0.005	-0.589	0.192
<i>Map7d2</i>	1.17	0.028	-0.886	0.129
<i>Lax1</i>	1.14	0.077	-0.925	0.182
<i>Atp1a3</i>	1.14	0.050	-1.046	0.101
<i>Gbp4</i>	1.12	0.020	-1.298	0.015
<i>Ifi44</i>	1.12	0.077	-0.440	0.545
<i>C2</i>	1.10	0.005	-0.772	0.054
<i>AW112010</i>	1.08	0.012	-0.539	0.220
<i>Gzmg</i>	1.08	0.039	-1.239	0.035
<i>Knq2</i>	1.07	0.019	-0.543	0.279
<i>H2-Q4</i>	1.07	0.000	-0.387	0.179
<i>Gzme</i>	1.05	0.034	-0.983	0.072
<i>Ccr2</i>	1.04	0.034	-0.389	0.506
<i>Zap70</i>	1.04	0.018	-0.876	0.054
<i>Mir6363</i>	1.03	0.015	-0.154	0.792
<i>Ifi47</i>	1.01	0.093	-0.302	0.688
<i>Gm21083</i>	1.01	0.019	-0.542	0.231
<i>Tnfrsf9</i>	1.01	0.012	-0.773	0.062
<i>Card11</i>	0.99	0.038	-0.474	0.377
<i>Tap1</i>	0.98	0.001	-0.312	0.295

Supplemental Table 4: Top 50 genes downregulated identified in DT vs PBS and their expression in Treg vs DT.

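Symbols of 49 of the 50 genes could be matched to the count table. All 49 had negative log2 fold changes in DT vs. veh by edgeR, with a median of -2.08, and 17 passed the adjusted p of 0.1. In DT+Treg vs. DT, 42 had negative and 7 positive values, with a median of -0.61, and none passed, as in the paper's table. In DT+Treg vs. veh, 42 of the 49 passed. *Aqp5* and *Pcsk6* are among the genes that fell.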

Gene symbol	DT vs veh		DT+Treg vs DT	
	logFC	p.adj	logFC	p.adj
<i>Aqp5</i>	-4.018	0.005	-0.609	0.856
<i>1700003G13Rik</i>	-3.419	0.013	0.773	0.760
<i>Casr</i>	-3.411	0.007	-0.304	0.921
<i>Nkx6-3</i>	-3.410	0.019	0.156	0.969
<i>Gm14023</i>	-3.329	0.014	0.601	0.827
<i>Klk1</i>	-3.240	0.013	-1.539	0.623
<i>Cyp26a1</i>	-3.225	0.012	0.310	0.917
<i>Car4</i>	-3.196	0.019	-1.370	0.680
<i>Slc46a2</i>	-3.111	0.029	0.507	0.866
<i>Ces2b</i>	-3.027	0.005	-0.720	0.739
<i>Prss28</i>	-2.988	0.021	-0.230	0.947
<i>5330417C22Rik</i>	-2.941	0.032	-1.127	0.742
<i>Sel1l3</i>	-2.815	0.017	-0.505	0.848
<i>Prss29</i>	-2.796	0.045	-1.627	0.609
<i>Padi4</i>	-2.766	0.020	0.647	0.776
<i>Slc6a14</i>	-2.728	0.034	-0.061	0.987
<i>Trpv5</i>	-2.713	0.029	-0.601	0.832
<i>Fzd10</i>	-2.675	0.027	0.013	0.996
<i>Tmem213</i>	-2.671	0.033	-0.110	0.976
<i>Cyp26c1</i>	-2.657	0.019	-0.416	0.881
<i>Il31ra</i>	-2.648	0.019	-0.168	0.953
<i>Vstm5</i>	-2.646	0.038	1.029	0.623
<i>Ckmt1</i>	-2.620	0.024	-0.480	0.857
<i>Mab21l3</i>	-2.613	0.062	-0.110	0.978
<i>Elovl2</i>	-2.583	0.062	-0.914	0.754
<i>Gm5294</i>	-2.567	0.024	-0.561	0.817
<i>1700028J19Rik</i>	-2.564	0.062	-0.947	0.714
<i>Pcsk6</i>	-2.557	0.024	0.028	0.992
<i>Fam13a</i>	-2.553	0.026	-0.802	0.742
<i>Dio2</i>	-2.550	0.030	0.188	0.949
<i>Tmprss4</i>	-2.529	0.046	-1.061	0.690
<i>Adamts7</i>	-2.486	0.009	1.027	0.448

<i>Pinlyp</i>	-2.478	0.077	-1.062	0.742
<i>C2cd4a</i>	-2.468	0.019	-0.102	0.972
<i>Lrat</i>	-2.443	0.039	-0.738	0.777
<i>Slc13a2os</i>	-2.433	0.032	-0.403	0.885
<i>Barx2</i>	-2.416	0.071	-0.101	0.977
<i>Grl2</i>	-2.409	0.045	-1.453	0.514
<i>Fcamr</i>	-2.403	0.100	-0.386	0.911
<i>Hnf1b</i>	-2.390	0.041	-0.281	0.925
<i>Sgms2</i>	-2.373	0.003	-0.259	0.879
<i>Serpina1e</i>	-2.372	0.065	-0.778	0.784
<i>Ch25h</i>	-2.372	0.018	0.095	0.971
<i>Aqp8</i>	-2.367	0.027	-1.220	0.564
<i>Slc5a9</i>	-2.362	0.063	-0.470	0.864
<i>Sv2b</i>	-2.358	0.082	-0.260	0.934
<i>Atp12a</i>	-2.323	0.028	0.388	0.856
<i>Rgs7bp</i>	-2.311	0.062	1.526	0.339
<i>Dlx5</i>	-2.301	0.049	-0.764	0.739
<i>Gabrp</i>	-2.296	0.062	-0.415	0.889

Supplemental Table 5: Monoclonal antibodies used in flow cytometry experiments

Antigen	Conjugate	Clone	Source	CAT#	Concentration (µg/mL)
<u>Surface labelling:</u>					
CD4	BUV496	GK1.5	BD	612952	0.67
CD4	BUV395	GK1.5	BD	563790	0.67
CD3	FITC	17A2	BD	555274	10
CD45	BUV395	30-F11	BD	564279	1.0
CD25	PE-Cy7	PC61	BD	552880	2.0
CD305 (Nrp1)	V421	3E12	Biologend	145209	0.33
CD19	BUV737	1D3	BD	612782	0.67
NK1.1	BV605	PK136	BD	563220	1.67
F4/80	PE	T45-2342	BD	565410	1.33
CD335 (NKp46)	PerCP-Cy5.5	29A1.4	BD	560800	2.0
CD11b	BV786	M1/70	BD	740861	1.67
CD49a	BV421	Ha31/8	BD	740046	2.0
<u>Intracellular labelling:</u>					
EOMES	AF647	X4-83	BD	567168	0.2
FOXP3	APC	FJK-16S	Invitrogen	17-5773-82	0.2
CTLA4	PE	UC10-4F10-11	BD	553720	0.2
Ki67	R718	B56	BD	566963	0.5
Ki67	FITC	SolA15	Invitrogen	11-5698-82	0.5
IFN γ	PE-CF594	XMG1.2	BD	562333	0.2

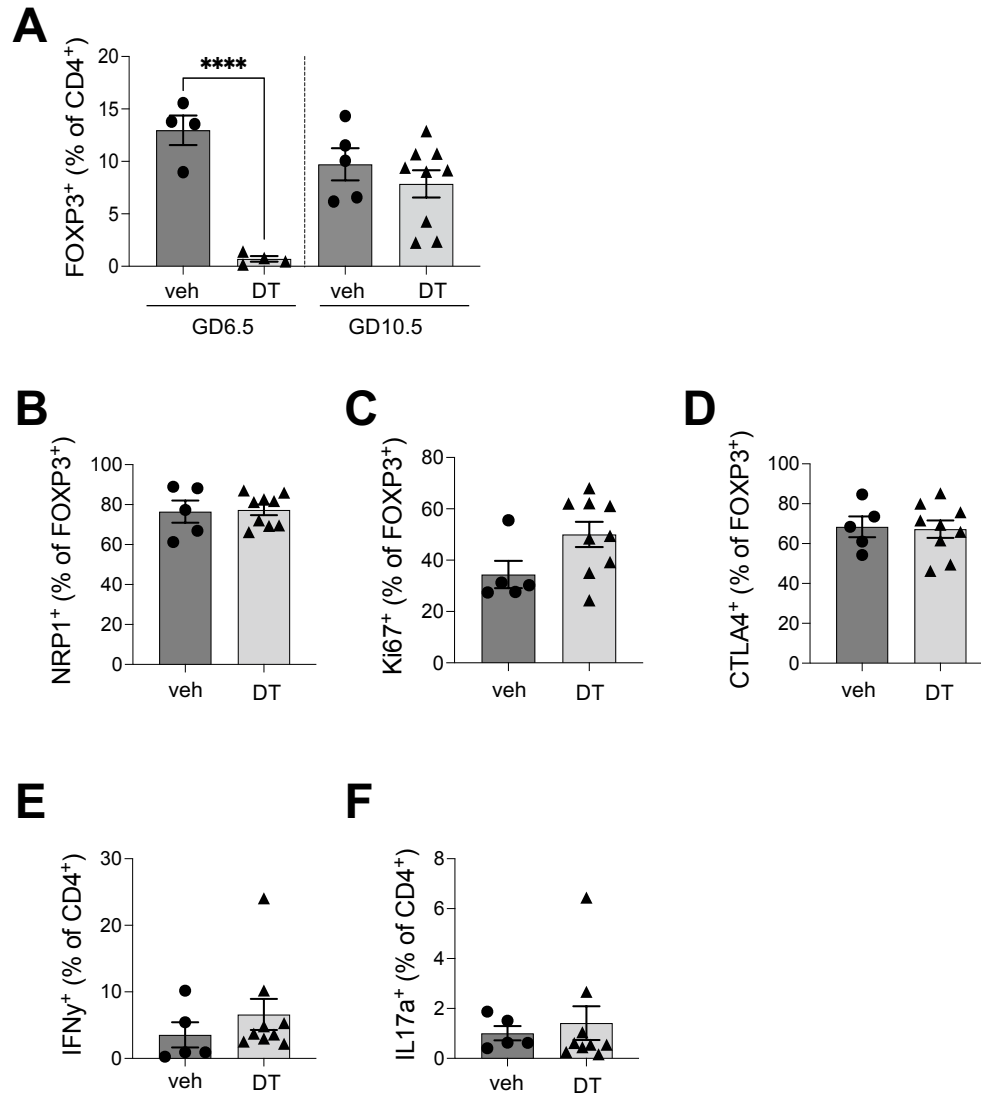

Supplemental Figure 1: Effect of DT administration to *Foxp3*^{DTR} mice in the peri-implantation period on spleen Treg cell proportion and phenotype in mid-gestation. *Foxp3*^{DTR} mice were administered PBS (veh) or DT i.p. on GD3.5 and GD5.5. Spleens were recovered on GD6.5 or GD10.5 and the proportion and phenotype of CD4⁺FOXP3⁺ Treg cells were evaluated using flow cytometry. **(A)** The proportion of CD4⁺FOXP3⁺ Treg cells in spleen at GD6.5 and GD10.5. Detailed analysis of Treg cells at GD10.5 shows the proportion of Treg cells expressing NRP1 indicating thymic origin **(B)**, proliferation marker Ki67 **(C)**, and marker of suppressive competence CTLA4 **(D)**. IFNγ⁺CD4⁺ (Th1 cells; **E**) and IL17a⁺CD4⁺ (Th17 cells; **F**) were measured. N=4-9 mice per group. Data are presented as mean±SEM. Data points are values from individual dams. Analysis was by two-tailed t-test or Mann Whitney U test depending on normality of data distribution for (B-F). Data in (A) were analysed using a 1-way ANOVA comparing samples within the same gestational day. ****P<0.0001.

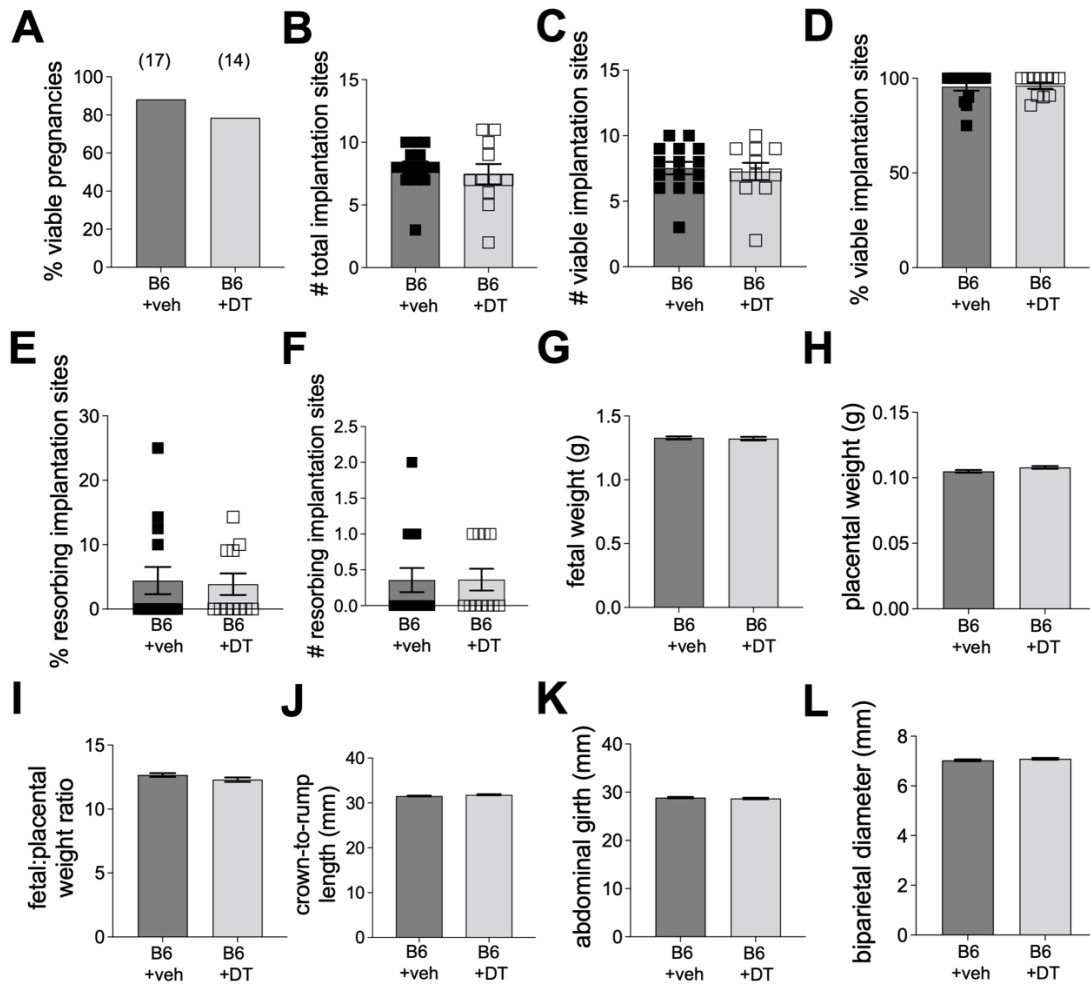

Supplemental Figure 2: DT administration to C57Bl6/J mice in the peri-implantation period does not alter pregnancy outcome or fetal growth. Pregnant C57Bl6/J female mice were administered PBS (veh) or DT i.p. on GD3.5 and GD5.5, then analyzed on GD18.5 for pregnancy and fetal outcomes. (A) Proportion of dams carrying viable pregnancies; (B) total implantation site number per dam; (C) number of implantation sites considered viable; (D) proportion of all implantation sites considered viable per dam. (E) Proportion, and (F) number of resorbing implantation sites per dam. (G) fetal weight; (H) placental weight; (I) fetal to placental weight ratio; (J) crown to rump length; (K) abdominal girth; and (L) biparietal diameter. Numbers of mice in each group are shown in parentheses. Data are presented as mean±SEM and were analysed using chi-squared test (A), or two-tailed t-test (B-F). For G-L, data are presented as estimated marginal mean±SEM and were analysed using a mixed model analysis with litter size as covariate.

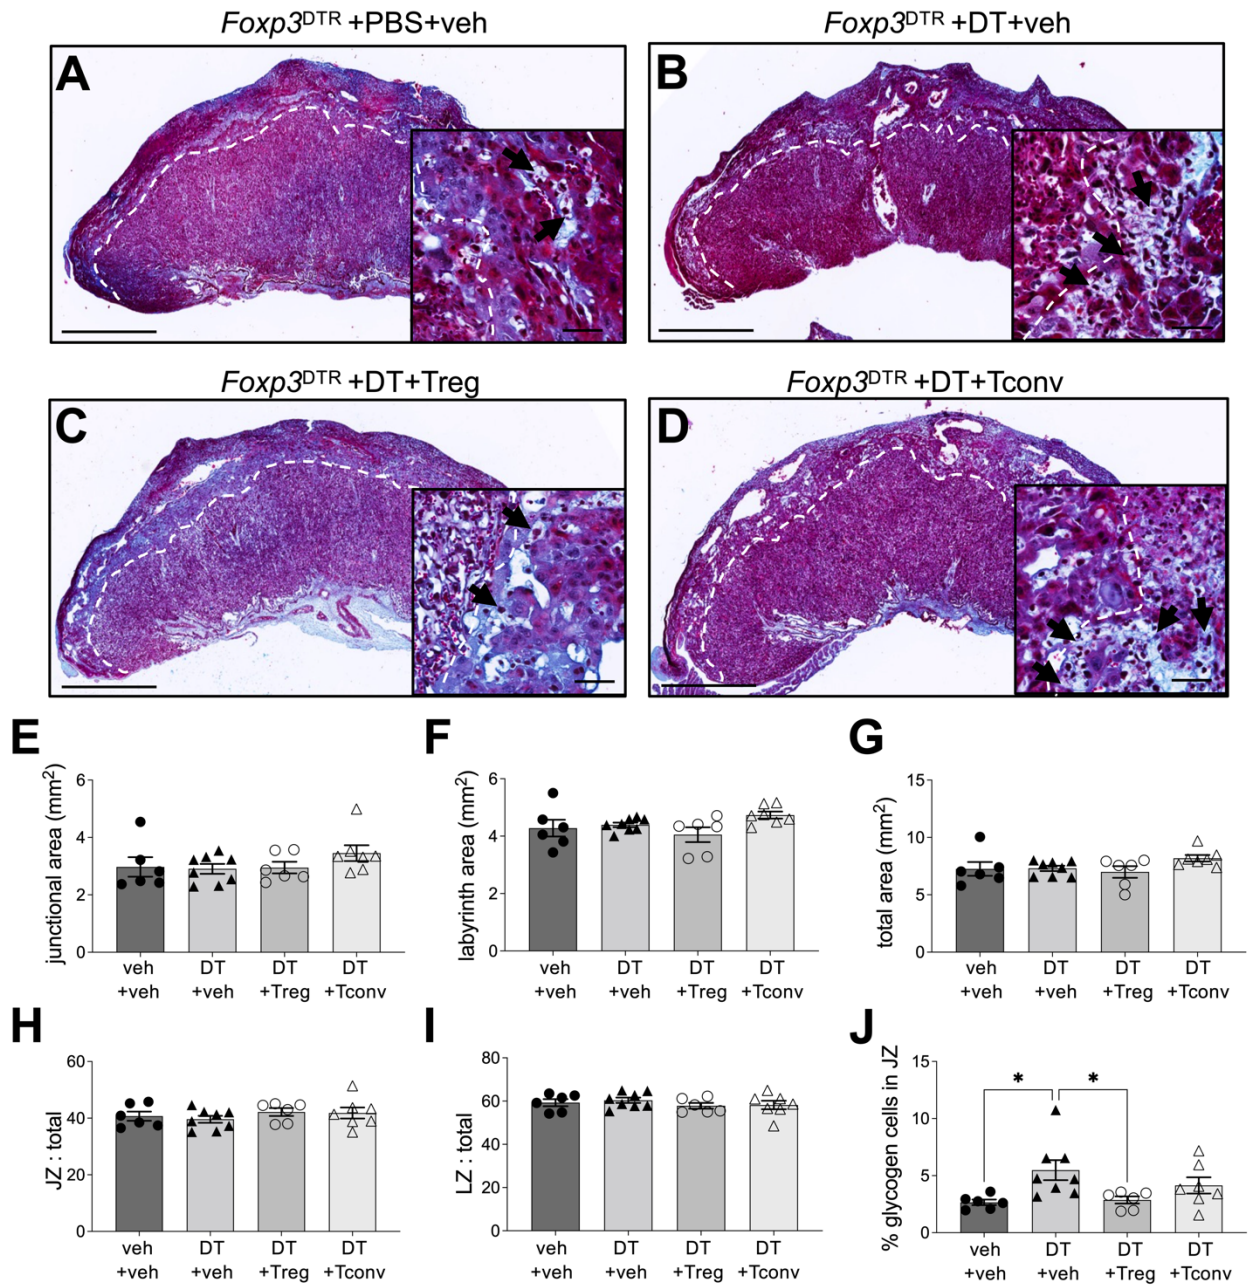

Supplemental Figure 3: Treg depletion increases placental glycogen cell retention in late gestation. Pregnant *Foxp3^{DTR}* mice were administered PBS (veh) or DT i.p. on GD3.5 and GD5.5. Some mice also received wild-type Treg cells or Tconv cells on GD2.5 and GD4.5. Tissue was collected on GD18.5. (A to D) representative images of placental mid-sagittal sections, with black arrows within the insets showing junctional zone glycogen cells. (E) junctional zone area, (F) labyrinth zone area, and (G) total placental area were measured. From this, (H) junctional zone to total area ratio, (I) labyrinth zone area to total area ratio were calculated. (J) the proportion of glycogen cells to total junctional zone area were measured. N=2 placentas per dam, 6-8 dams per group. Data are presented as mean±SEM. Data points are average values for individual dams. Significance was tested with a one-way ANOVA with two-tailed posthoc t-test. *P<0.05. Scale bars: outset = 1 mm, inset = 50 µm.

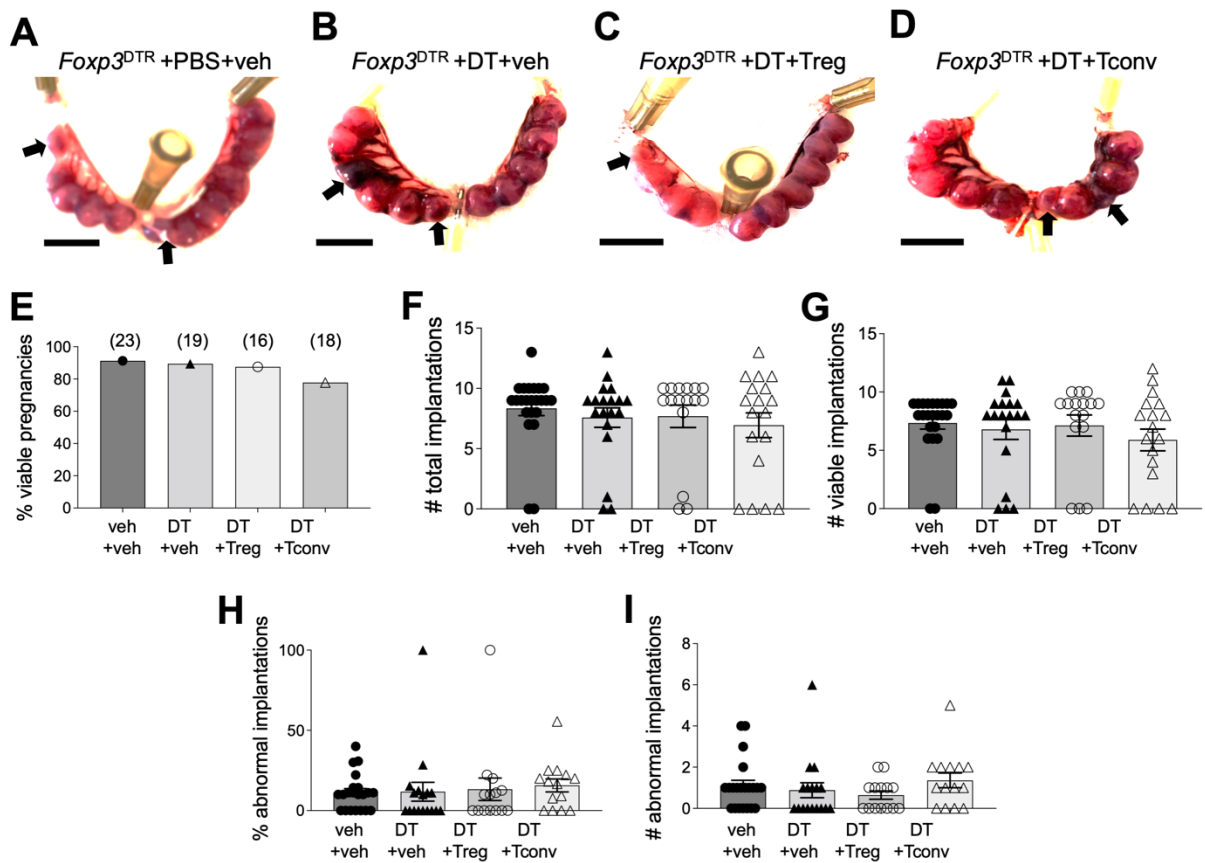

Supplemental Figure 4: Treg cell depletion in the peri-implantation period does not impact number of implantation sites in mid-gestation. Pregnant *Foxp3^{DTR}* mice were administered PBS (veh) or DT i.p. on GD3.5 and GD5.5, then tissues were collected on GD10.5. Some mice also received wild-type Treg cells or Tconv cells on GD2.5 and GD4.5 (**A** to **D**) representative images of uteri on GD10.5. Black arrows indicate abnormal implantation sites. (**E**) Of all mice with a detected copulatory plug, the proportion of those mice carrying a viable pregnancy (one-or-more viable implantation site) at mid-gestation was calculated. (**F**) The absolute number of implantation sites. (**G**) the number of viable implantation sites. (**H**) the proportion of abnormal implantation sites. (**I**) the number of abnormal implantation sites per dam was calculated. Number of dams in each group is shown in parentheses. Data are presented as mean±SEM. Data points are average values for individual dams. Analysis was by chi-squared analysis or one-way ANOVA with two-tailed posthoc t-test. Scale bar = 1 cm.

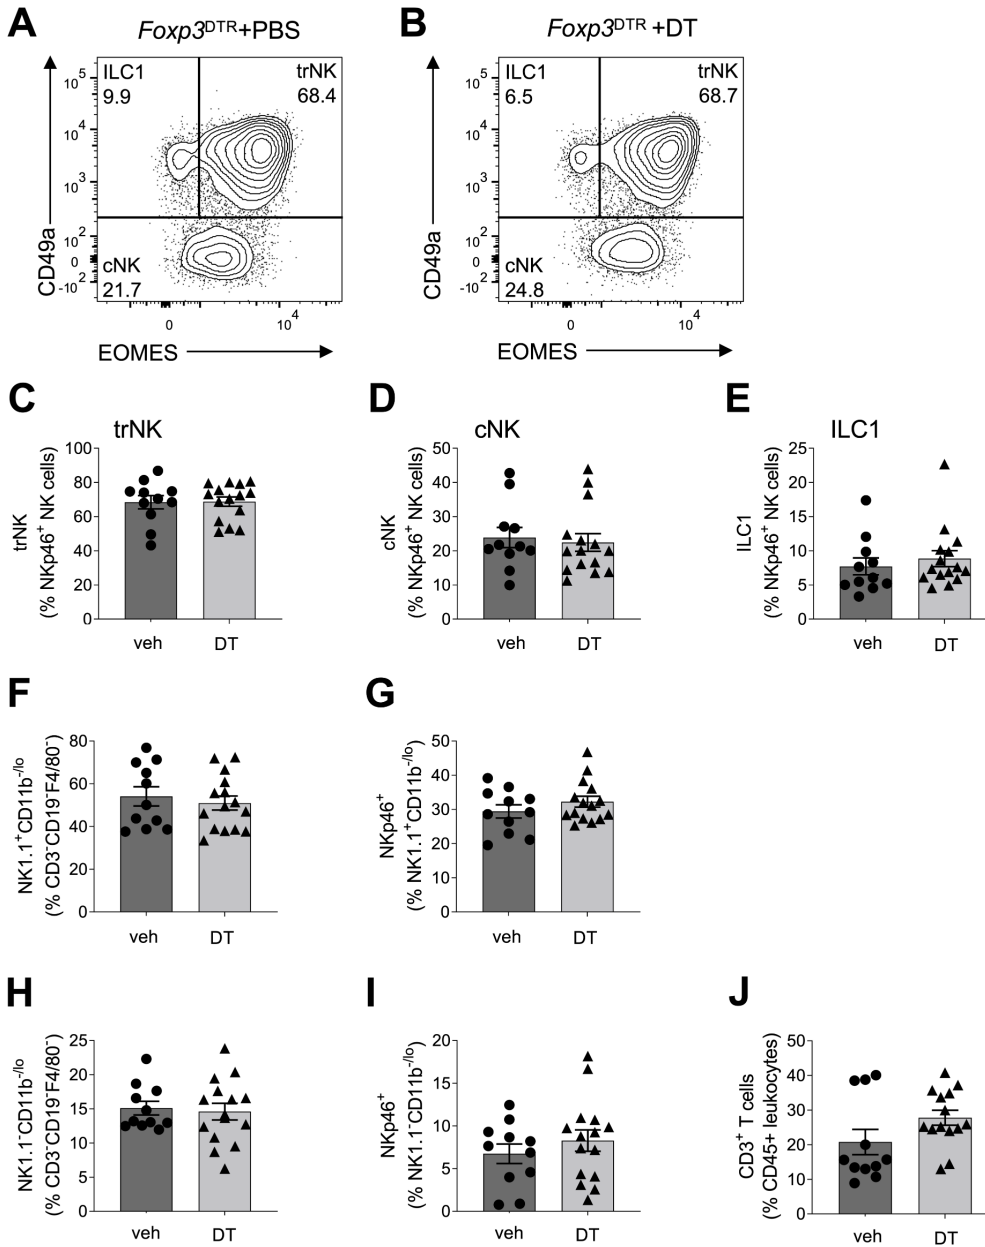

Supplemental Figure 5: Flow cytometry analysis shows the proportion of decidual uNK cell subpopulations at mid-gestation does not change in response to Treg cell depletion. Pregnant *Foxp3^{DTR}* mice were administered PBS (veh) or DT i.p. on GD3.5 and GD5.5. Decidua was collected on GD10.5 and analysed by flow cytometry. The expression of CD49a and EOMES within NK1.1⁺CD11b^{lo/-} NKp46⁺ uNK cells was assessed, with representative plots shown (**A,B**), to calculate the proportion of CD49a⁺EOMES⁺ tissue resident NK cells (trNK, **C**), CD49a⁻ conventional NK cells (cNK, **D**), and CD49a⁺EOMES⁻ type 1 innate lymphoid cells (ILC1, **E**). The proportion of NK1.1⁺CD11b^{-/lo} uNK cells within the viable CD45⁺CD3⁺CD19⁻F4/80⁻ (**F**), and the percentage of NKp46⁺ uNK cells (**G**), were measured. The percentage of NK1.1⁺CD11b^{-/lo} cells within viable CD45⁺CD3⁺CD19⁻F4/80⁻ cells (**C**), and the proportion of these cells expressing NKp46 (**D**) were measured. The number of CD3⁺ T cells was also determined (**J**). N=11-15 dams per group. Data are presented as mean±SEM. Data points are average values for individual dams. Analysis was by two-tailed t-test.

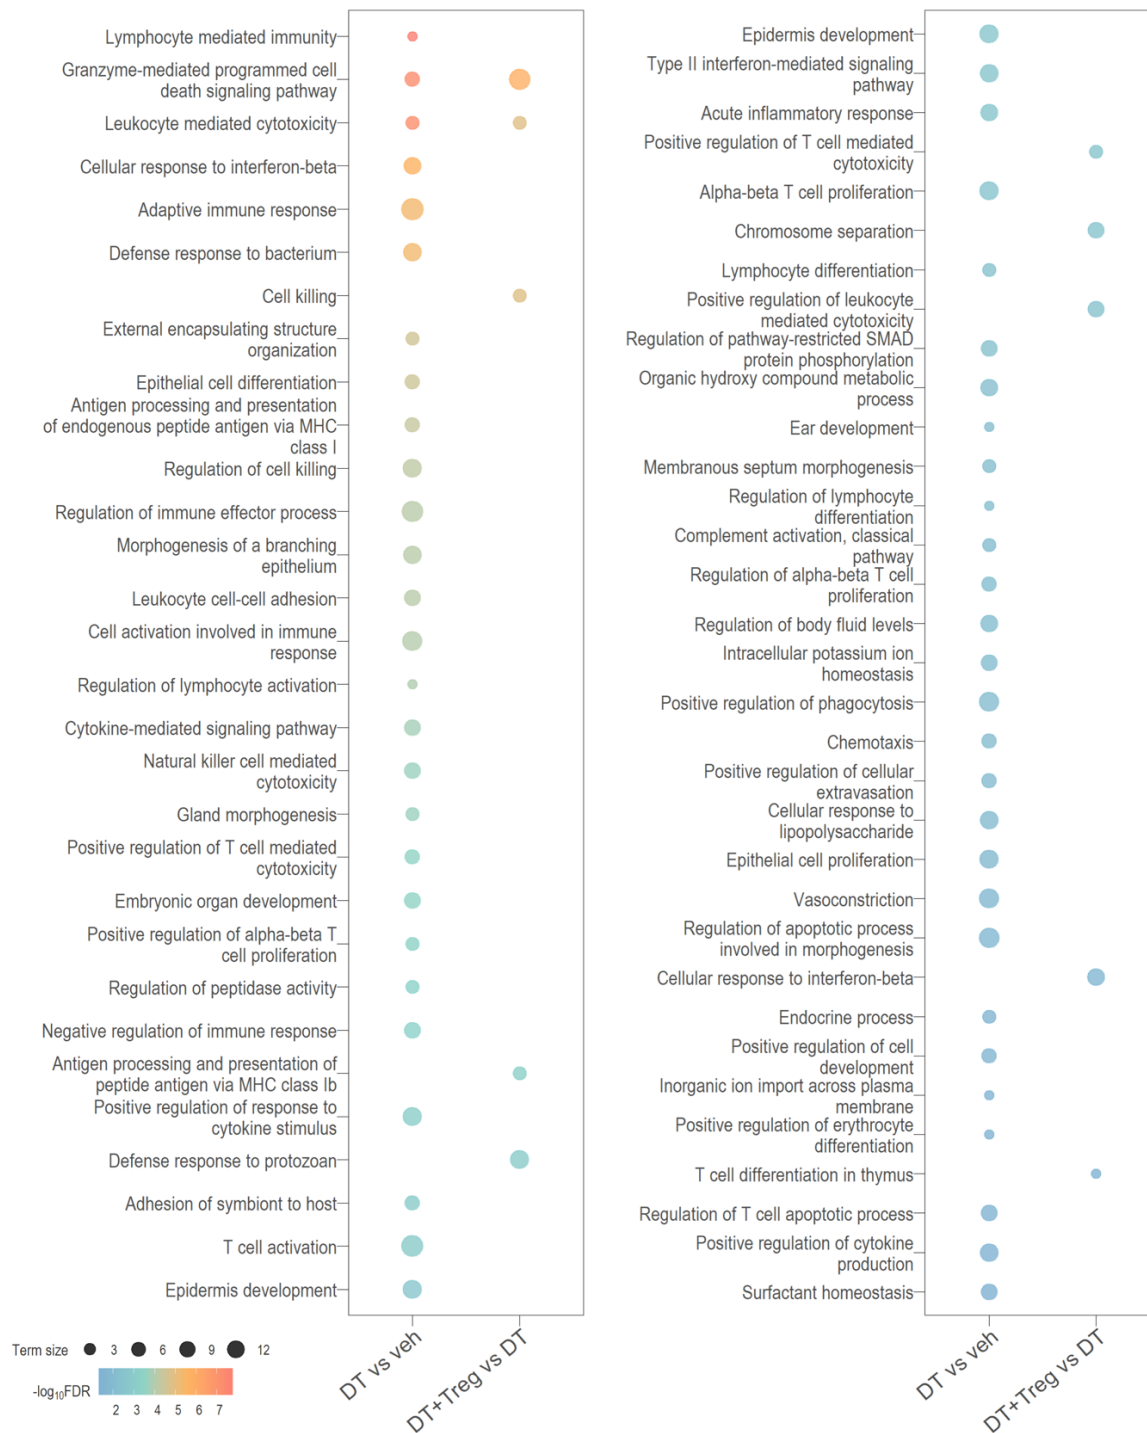

Supplemental Figure 6: Enriched Gene Ontology (GO) biological processes parent terms.

Pregnant *Foxp3*^{DTR} mice were given PBS (veh; N=6) or DT (N=5) i.p. on GD3.5 and GD5.5, and decidual tissue was collected on GD10.5. Some mice (N=5) also received Treg cells isolated from wild-type pregnant mice on GD2.5 and GD4.5. Significant DEGs (FDR <0.1) were analysed for enriched GO terms followed by semantic similarity analysis to reduce similar terms into parent terms. Symbol size is proportional to the number of significant GO terms within each parent term and colour indicates $-\log_{10}FDR$.

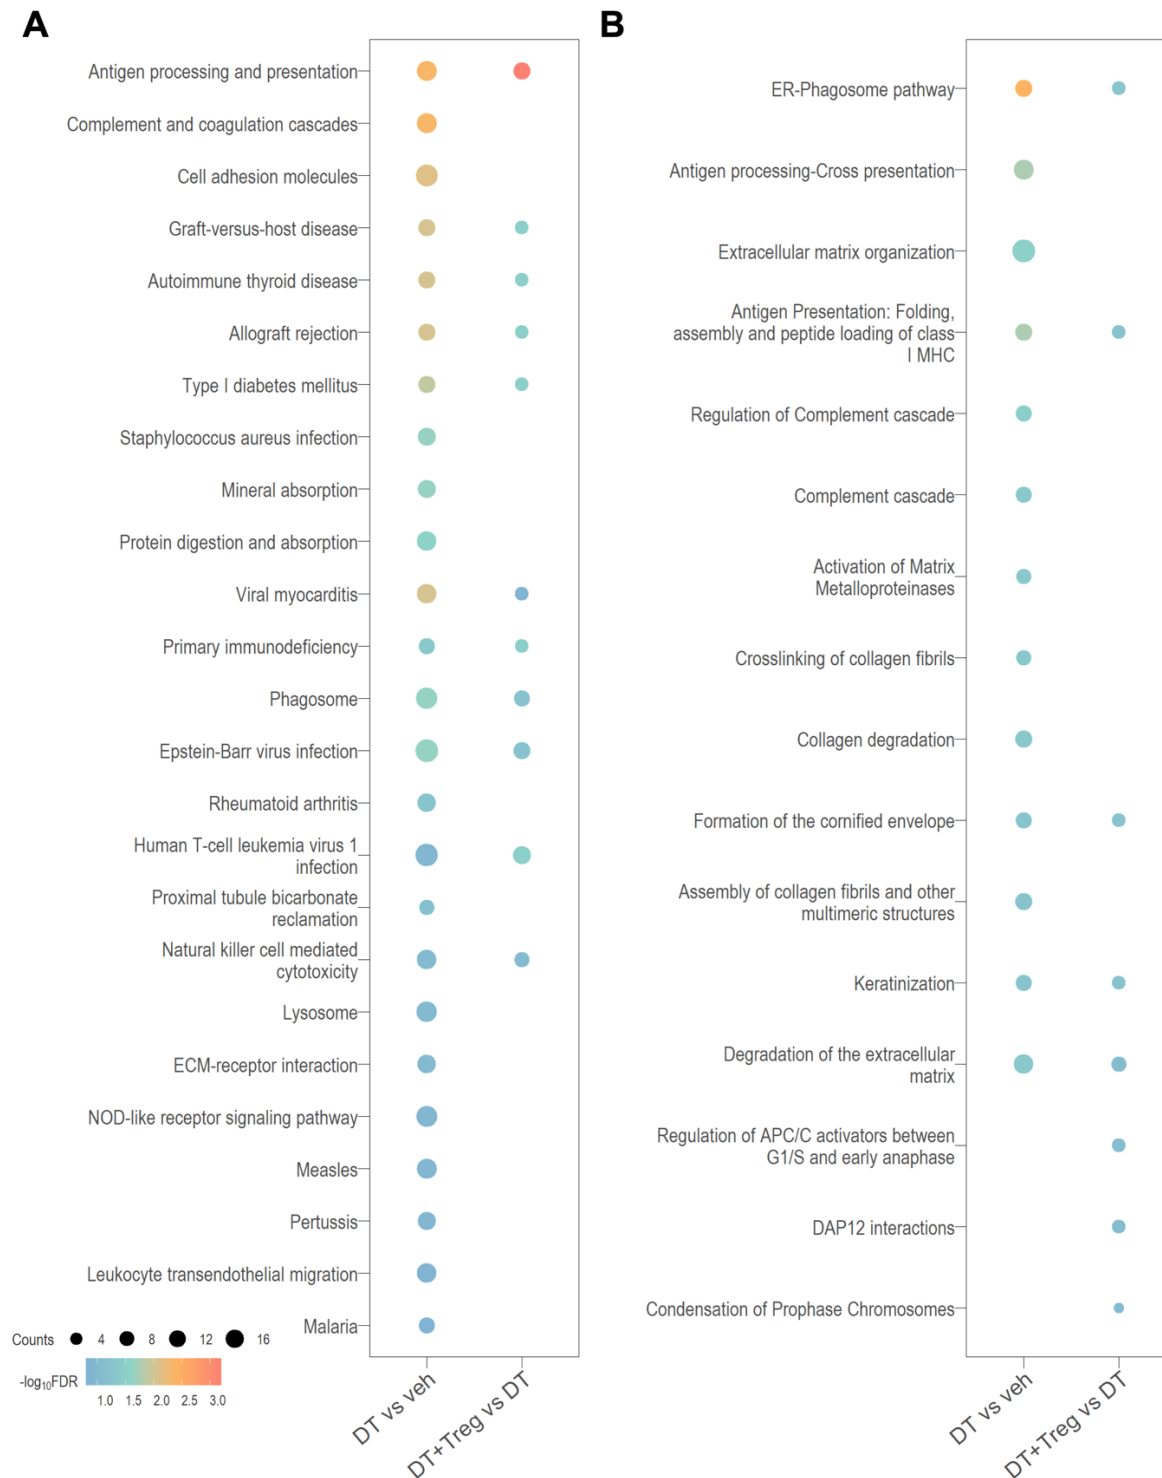

Supplemental Figure 7: Overrepresentation analysis of Kyoto Encyclopedia of Genes and Genomes (KEGG) and Reactome pathways. Pregnant *Foxp3*^{DTR} mice were given PBS (veh; N=6) or DT (N=5) i.p. on GD3.5 and GD5.5, and tissues collected on GD10.5. Some mice (N=5) also received Treg cells isolated from wild-type pregnant mice on GD2.5 and GD4.5. Significant DEGs (FDR <0.1) were analysed for enriched (A) KEGG and (B) Reactome pathways. Symbol size is proportional to the number of significant DEGs in each pathway and colour indicates $-\log_{10}FDR$.

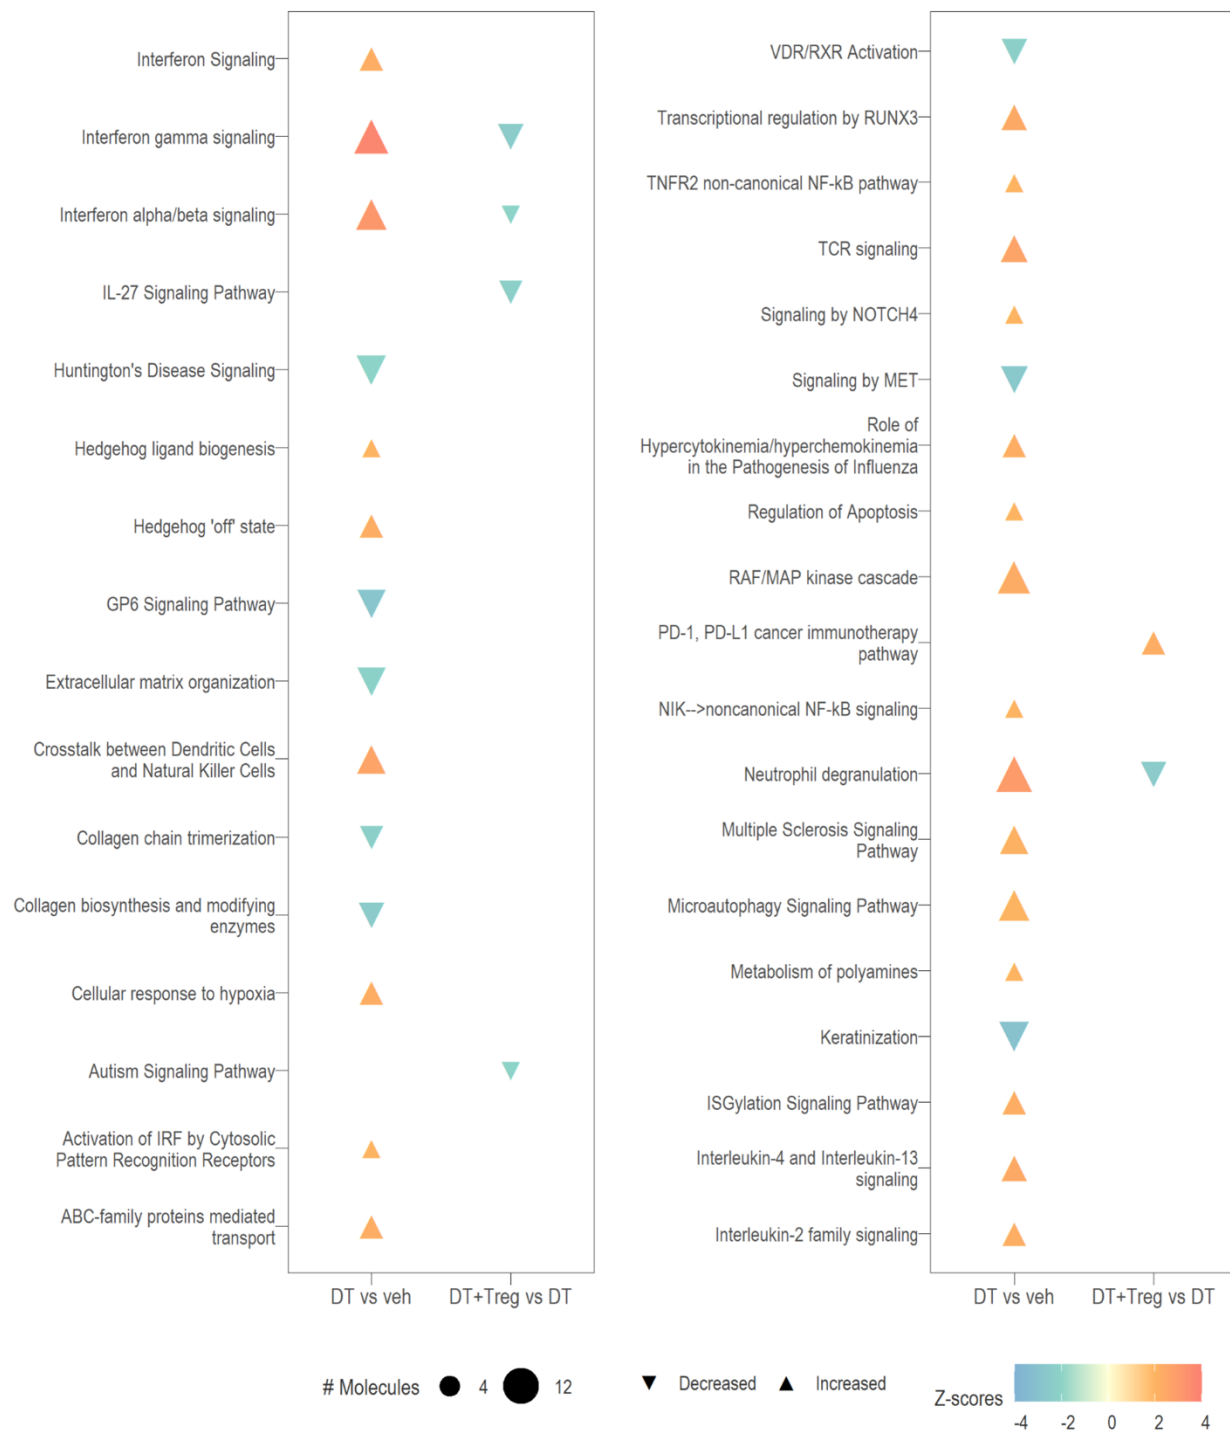

Supplemental Figure 8: Ingenuity Pathway Analysis (IPA) canonical pathways activity. Pregnant *Foxp3^{DTR}* mice were administered PBS (veh; N=6) or DT (N=5) i.p. on GD3.5 and GD5.5, and tissues collected on GD10.5. Some mice (N=5) also received Treg cells isolated from wild-type pregnant mice on GD2.5 and GD4.5. Significant DEGs (FDR < 0.1) were analysed for enriched IPA pathways. All pathways are significant ($P < 0.05$) with z-score indicating the predicted activation state. Symbol size is proportional to the number of significant DEGs in each pathway.

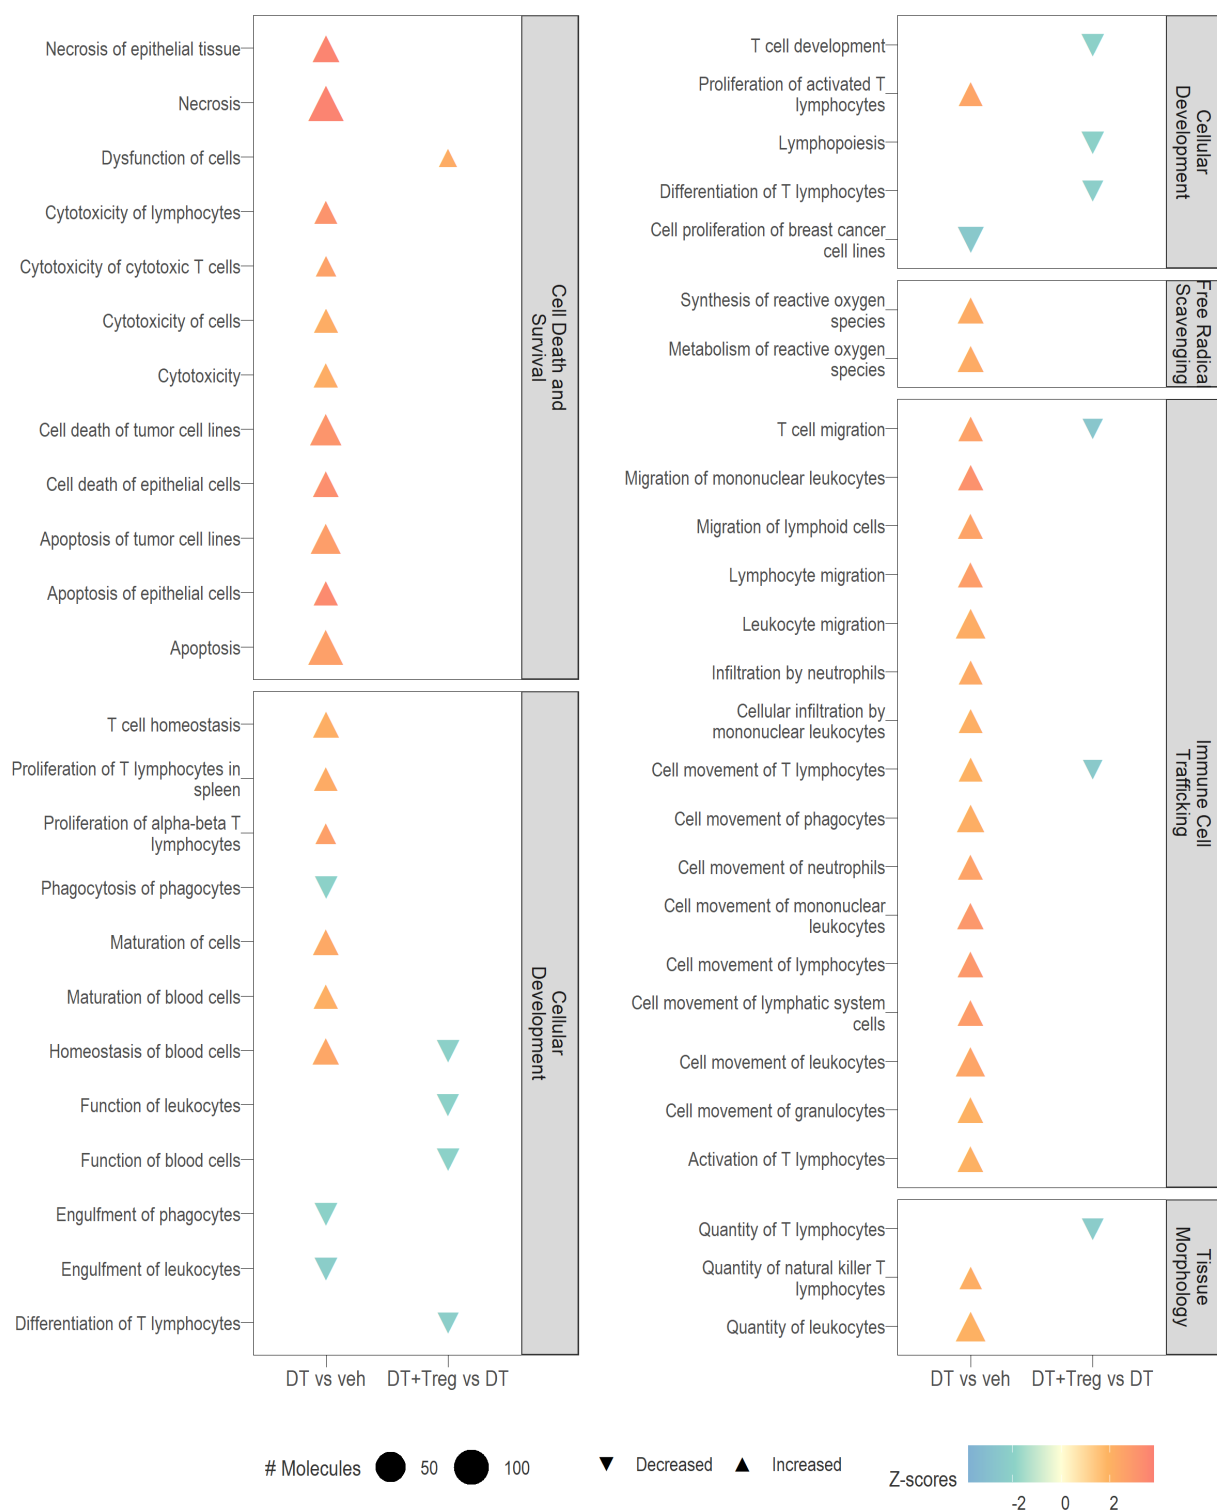

Supplemental Figure 9: Ingenuity Pathway Analysis (IPA) biological function and diseases.

Pregnant *Foxp3^{DTR}* mice were administered PBS (veh; N=6) or DT (N=5) i.p. on GD3.5 and GD5.5, and tissues collected on GD10.5. Some mice (N=5) also received Treg cells isolated from wild-type pregnant mice on GD2.5 and GD4.5. Significant DEGs (FDR < 0.1) were analysed for associated biological functions and diseases. All functions are significant ($P < 0.05$) with z-score indicating the predicted activation state. Symbol size is proportional to the number of significant DEGs in each pathway, and direction of arrow symbol represents the direction of change (increase or decrease).

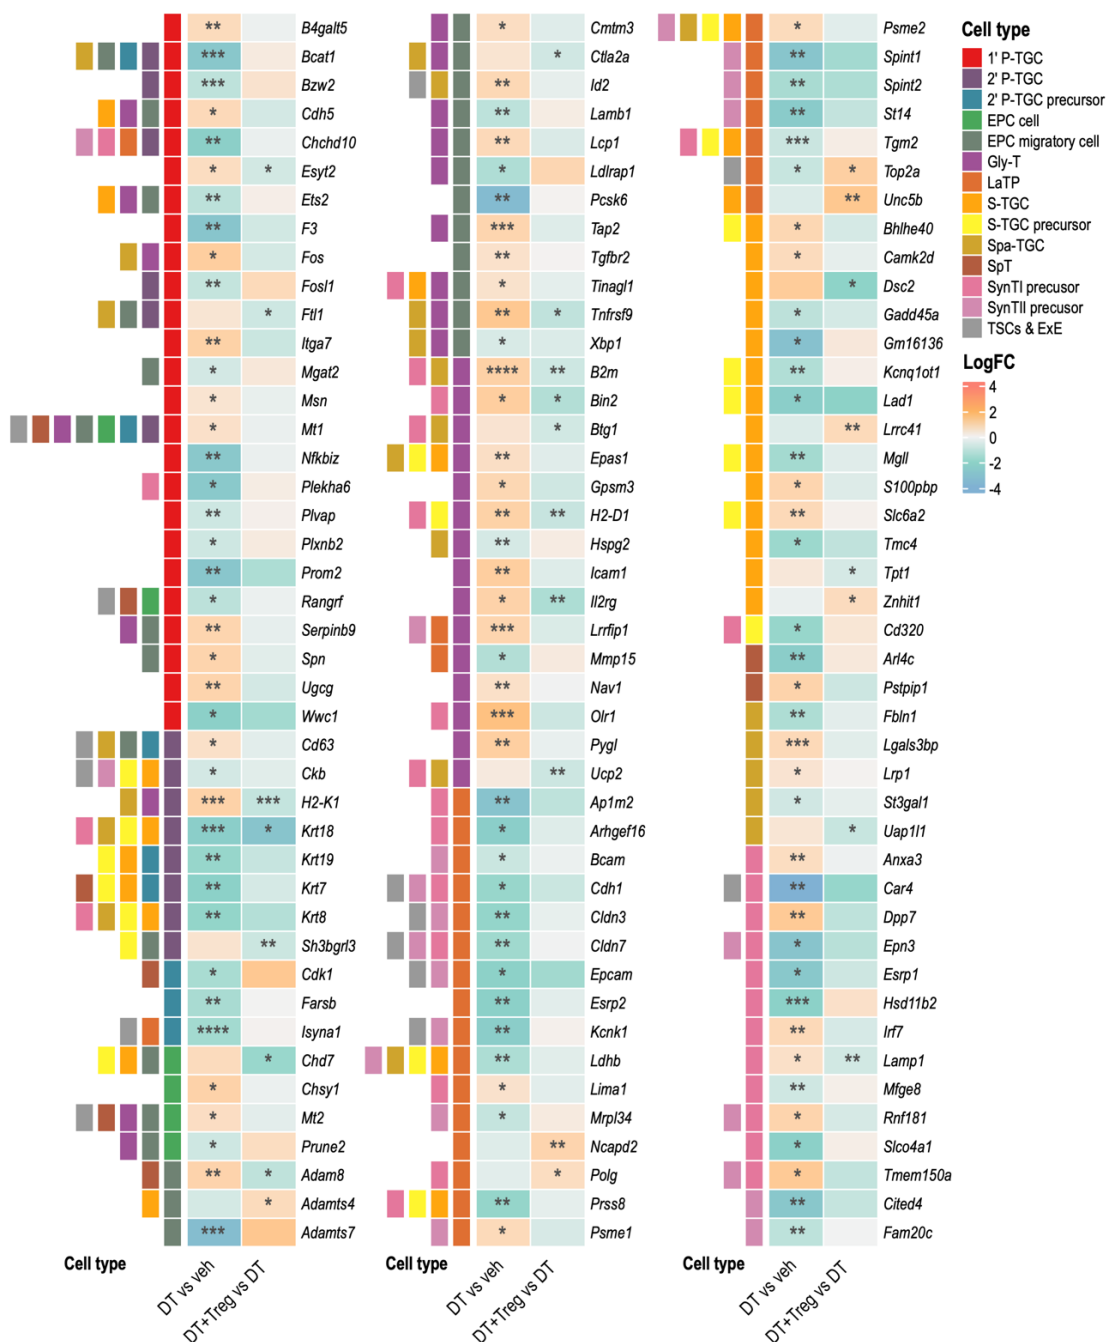

Supplemental Figure 10: Treg cell depletion causes a perturbation in decidua trophoblast genes in midgestation that is mitigated by Treg cell transfer. Pregnant *Foxp3^{DTT}* mice were

administered PBS (veh; n=6) or DT (n=5) i.p. on GD3.5 and GD5.5, and decidua tissue was collected on GD10.5. Some mice (n=5) also received Treg cells isolated from wild-type pregnant mice on GD2.5 and GD4.5. Functional heatmap of significant DEGs (FDR <0.1) identified as indicative of altered extravillous trophoblasts based on reported expression in specific mouse trophoblast cell types (colour coded, LHS) (extracted from single cell RNA-seq data reported in (24)). Cell labels indicate the FDR-adjusted *P* value (FDR) of DEGs present in the RNA-seq dataset. *FDR <0.1; **FDR <0.05; ***FDR <0.01. 1' P-TGC, primary parietal trophoblast giant cell; 2' P-TGC, secondary parietal trophoblast giant cells; EPC, ectoplacental cone; Gly-T, glycogen trophoblast cells; LaTP, labyrinthine trophoblast; S-TGC, sinusoid trophoblast giant cell; Spa-TGC, spiral artery-associated trophoblast giant cell; SpT, spongiotrophoblast cell; SynT1 and SynTII, multinucleated syncytiotrophoblast cells; TSC, trophoblast stem cell; ExE, extraembryonic ectoderm.

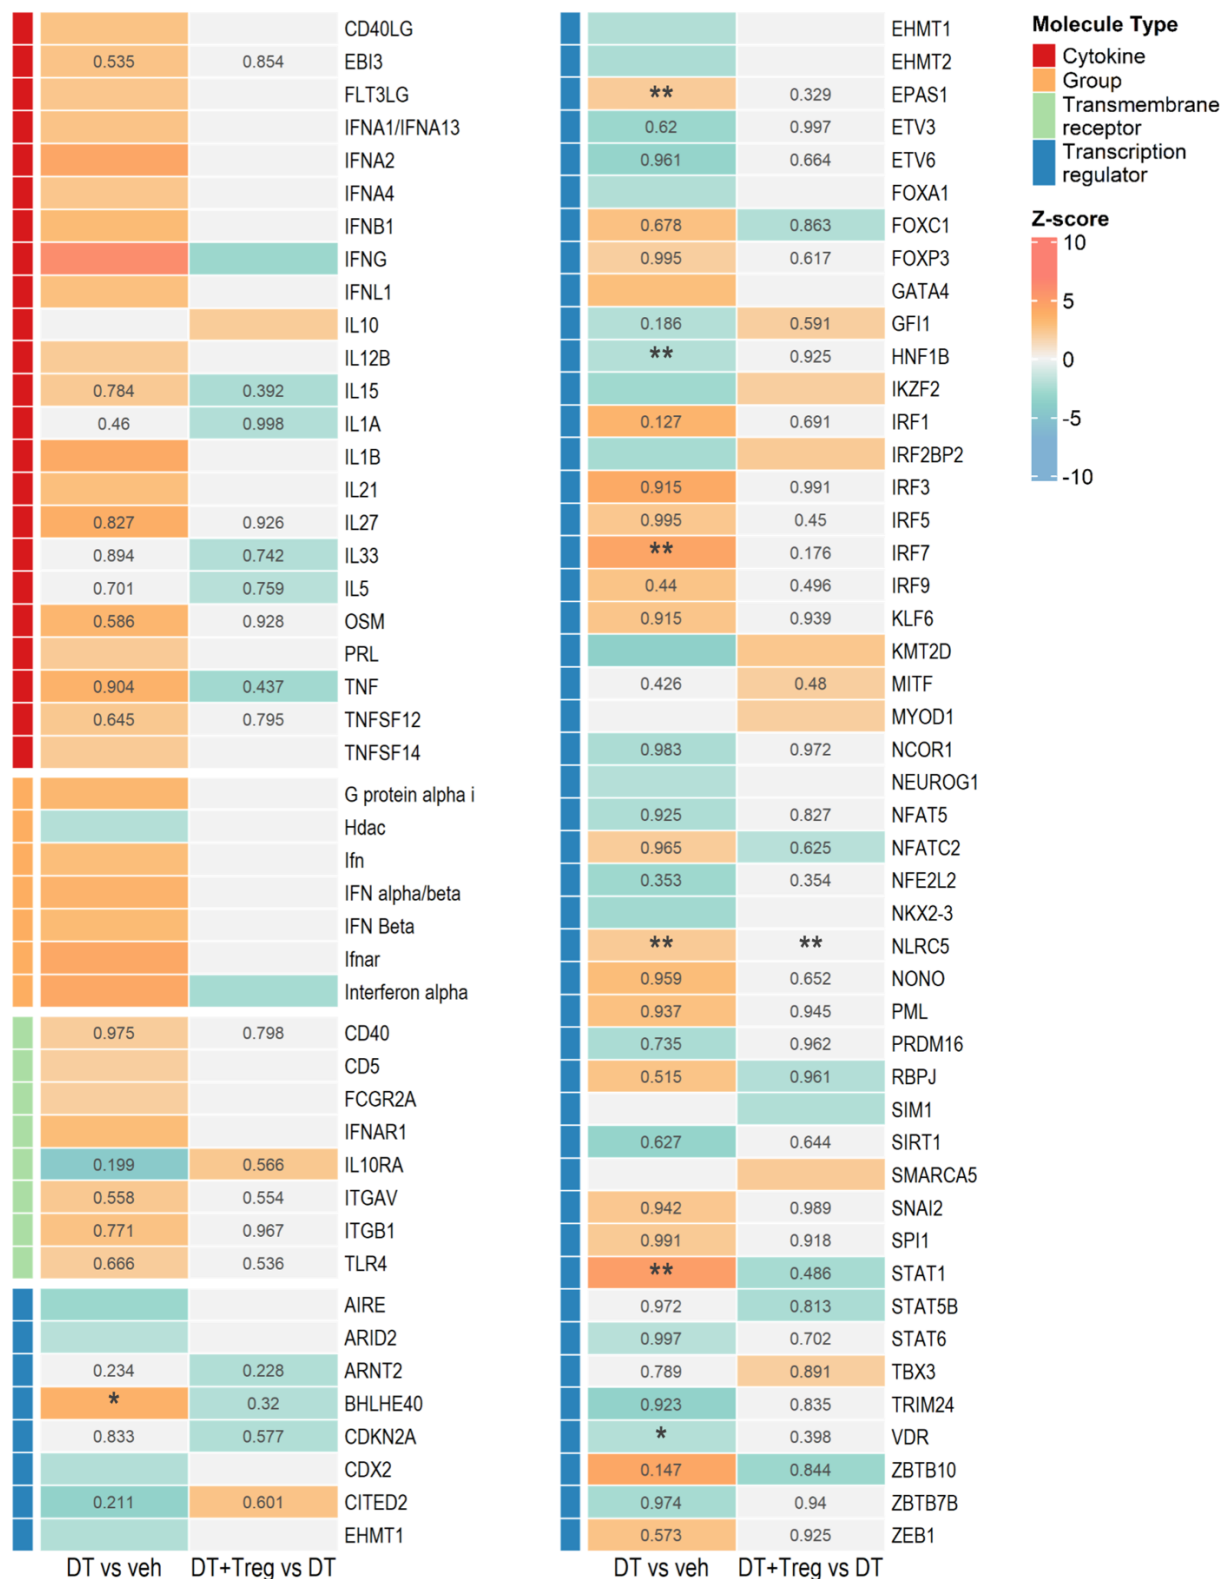

Supplemental Figure 11: Ingenuity Pathway Analysis (IPA) predicted upstream regulators.

Pregnant *Foxp3*^{DTR} mice were administered PBS (veh; N=6) or DT (N=5) i.p. on GD3.5 and GD5.5, and tissues collected on GD10.5. Some mice (N=5) also received Treg cells isolated from wild-type pregnant mice on GD2.5 and GD4.5. Significant DEGs (FDR <0.1) were analysed for upstream regulators ($P < 0.05$) that may explain the gene expression changes. Cell labels indicate the FDR-adjusted P value (FDR) of upstream regulators present in the RNA-seq dataset. *FDR <0.1; **FDR <0.05.

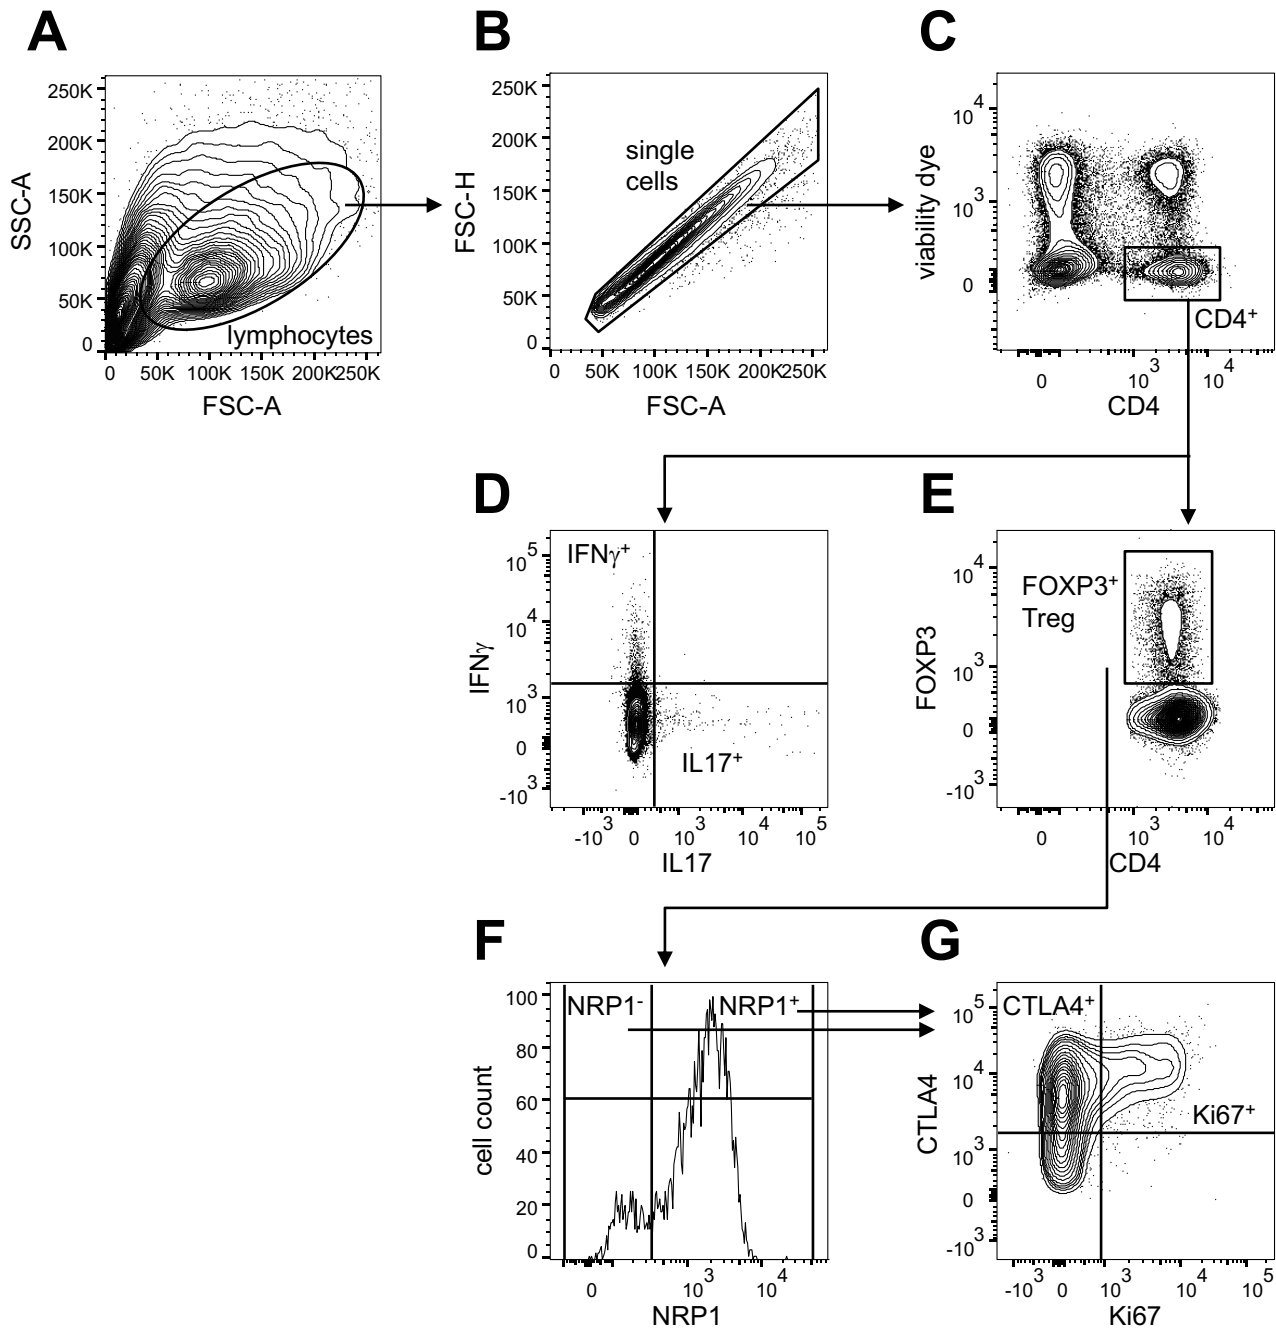

Supplemental Figure 12: Gating strategy to assess T cells. Pregnant *Foxp3*^{DTR} mice were administered PBS (veh) or DT i.p. on GD3.5 and GD5.5. Spleen, uDLN, uterus and/or decidua tissue were collected, processed into single cells and stained for flow cytometry analysis. **(A-B)** Side-scatter and forward-scatter gates were established to include singleton lymphocytes and exclude doublets and debris. **(C)** Viable CD4⁺ lymphocytes were then identified. **(D)** IFN γ and IL17 expression was assessed within the total CD4⁺ cell or FOXP3⁺CD4⁺ population. **(E)** Treg cells were identified within the CD4⁺ T cell population based on expression of FOXP3, **(F)** with marker of suppressive competence CTLA4 then measured in NRP1⁻ peripheral and NRP1⁺ thymic Treg cells **(G)**.

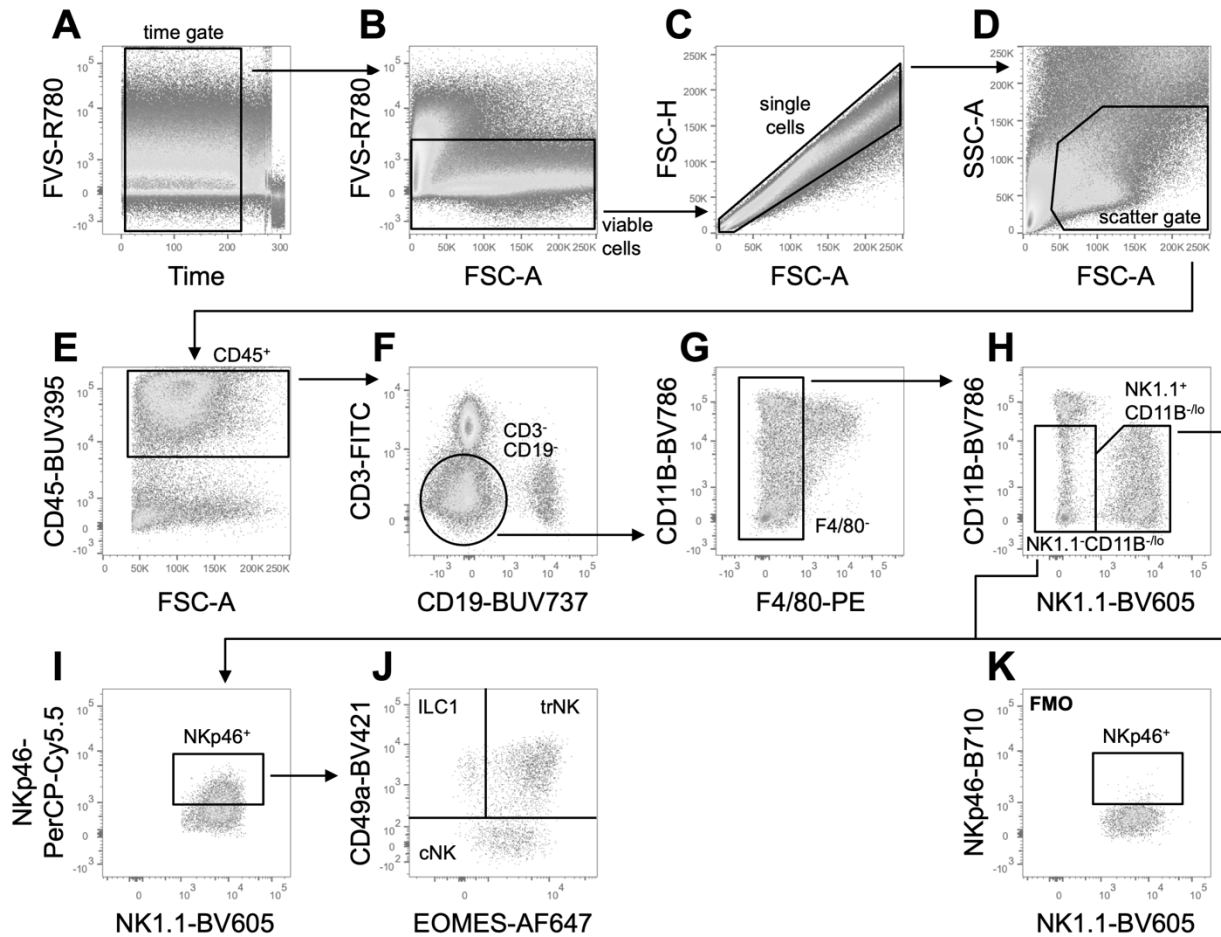

Supplemental Figure 13: Gating strategy for analysis of NK cell subsets. A time gate was used to eliminate periods of time during which events are not consistent (A). The time gate was placed on a viability gate (B), and a series of forward scatter (FCS) and side scatter (SSC) plots to include single cells and remove doublets (C), and exclude debris (D). Cells were then applied to a CD45 versus FCS-A plot to identify CD45⁺ cells (E), from which CD3⁻CD19⁻ cells were identified to eliminate T and B cells respectively (F). Within the CD3⁻CD19⁻ population, F4/80⁻ cells were identified (G), and then NK1.1⁺CD11B^{-/lo} NK cells or NK1.1⁻CD11B^{-/lo} cells were gated (H). Within the populations defined in (H), the NKp46⁺ population was gated (I). Within the NKp46⁺NK1.1⁺CD11B^{-/lo} NK cells, CD49a and EOMES were assessed to define CD49a⁺EOMES⁺ tissue resident NK cells (trNK), CD49a⁻conventional NK cells (cNK), and CD49a⁺EOMES⁻ type 1 innate lymphoid cells (ILC1) (J). Gates were established based on unlabeled cells and fluorescent minus one (FMO) controls. The FMO control for NKp46 is shown (K). FVS; Fixable viability stain.

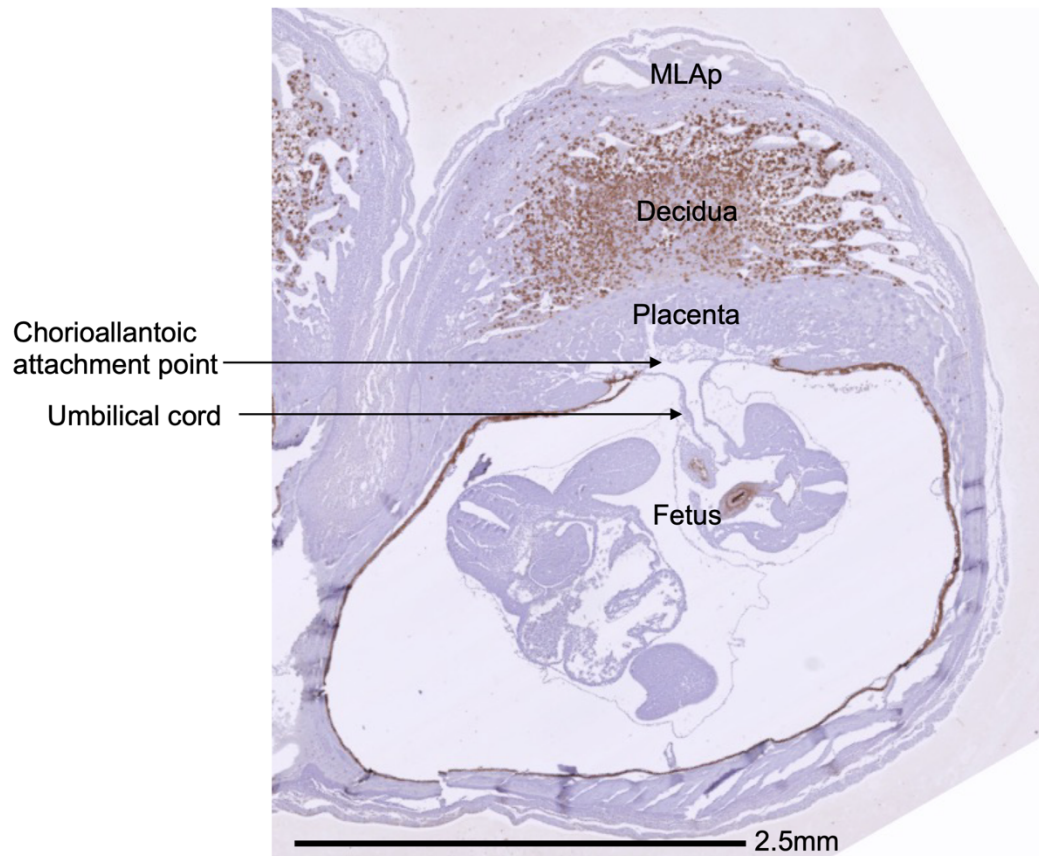

Supplemental Figure 14: Mid-sagittal sections of mouse implantation site. On GD10.5, serial sections of implantation sites were cut and stained to identify those closest to the mid-sagittal point, visualized by the presence of the chorioallantoic attachment tissue linking the fetus to the placenta. MLAp; mesometrial lymphoid aggregate of pregnancy. Scale bar; 2.5 mm.

REFERENCES

1. Kim JM, Rasmussen JP, and Rudensky AY. Regulatory T cells prevent catastrophic autoimmunity throughout the lifespan of mice. *Nat Immunol*. 2007;8(2):191-7.
2. Care AS, Bourque SL, Morton JS, Hjartarson EP, Robertson SA, and Davidge ST. Reduction in Regulatory T Cells in Early Pregnancy Causes Uterine Artery Dysfunction in Mice. *Hypertension*. 2018;72(1):177-87.
3. Schjenken JE, Moldenhauer LM, Zhang B, Care AS, Groome HM, Chan HY, et al. MicroRNA miR-155 is required for expansion of regulatory T cells to mediate robust pregnancy tolerance in mice. *Mucosal Immunol*. 2020.
4. Kieckbusch J, Gaynor LM, and Colucci F. Assessment of Maternal Vascular Remodeling During Pregnancy in the Mouse Uterus. *J Vis Exp*. 2015(106):e53534.
5. Wilson RL, Phillips JA, Bianco-Miotto T, McAninch D, Goh Z, Anderson PH, and Roberts CT. Reduced Dietary Calcium and Vitamin D Results in Preterm Birth and Altered Placental Morphogenesis in Mice During Pregnancy. *Reproductive Sciences*. 2020;27(6):1330-9.
6. Dilworth M, Kusinski L, Cowley E, Ward B, Husain S, Constancia M, et al. Placental-specific Igf2 knockout mice exhibit hypocalcemia and adaptive changes in placental calcium transport. *Proceedings of the National Academy of Sciences*. 2010;107(8):3894-9.
7. Renshall LJ, Morgan HL, Moens H, Cansfield D, Finn-Sell SL, Tropea T, et al. Melatonin Increases Fetal Weight in Wild-Type Mice but Not in Mouse Models of Fetal Growth Restriction. *Front Physiol*. 2018;9:1141.
8. Thiele K, Hierweger AM, Riquelme JIA, Solano ME, Lydon JP, and Arck PC. Impaired Progesterone-Responsiveness of CD11c(+) Dendritic Cells Affects the Generation of CD4(+) Regulatory T Cells and Is Associated With Intrauterine Growth Restriction in Mice. *Front Endocrinol (Lausanne)*. 2019;10:96.
9. Kieffer TE, Chin PY, Green ES, Moldenhauer LM, Prins JR, and Robertson SA. Prednisolone in early pregnancy inhibits regulatory T cell generation and alters fetal and placental development in mice. *Molecular Human Reproduction*. 2020;26(5):340-52.
10. Kaur H, Wilson RL, Care AS, Muhlhausler BS, Roberts CT, and Gatford KL. Validation studies of a fluorescent method to measure placental glucose transport in mice. *Placenta*. 2019;76:23-9.
11. Chen Z, Zhang J, Hatta K, Lima PD, Yadi H, Colucci F, et al. DBA-lectin reactivity defines mouse uterine natural killer cell subsets with biased gene expression. *Biol Reprod*. 2012;87(4):81.
12. Chan HY, Moldenhauer LM, Groome HM, Schjenken JE, and Robertson SA. Toll-like receptor-4 null mutation causes fetal loss and fetal growth restriction associated with impaired maternal immune tolerance in mice. *Scientific Reports*. 2021;11(1):16569.
13. Schjenken JE, Sharkey DJ, Green ES, Chan HY, Matias RA, Moldenhauer LM, and Robertson SA. Sperm modulate uterine immune parameters relevant to embryo implantation and reproductive success in mice. *Communications Biology*. 2021;4(1):572.
14. Livak KJ, and Schmittgen TD. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods*. 2001;25(4):402-8.
15. Andrews S. FastQC: a quality control tool for high throughput sequence data. Available online at: <http://www.bioinformatics.babraham.ac.uk/projects/fastqc>.
16. Martin M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *2011*. 2011;17(1):3.
17. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. 2013;29(1):15-21.

18. Chen Y, Lun A, and Smyth G. From reads to genes to pathways: differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline [version 2; peer review: 5 approved]. *F1000Research*. 2016;5(1438).
19. Law CW, Chen Y, Shi W, and Smyth GK. voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol*. 2014;15(2):R29.
20. Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *The Innovation*. 2021;2(3).
21. Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM, et al. Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. *Nat Genet*. 2000;25(1):25-9.
22. Kanehisa M, Furumichi M, Sato Y, Kawashima M, and Ishiguro-Watanabe M. KEGG for taxonomy-based analysis of pathways and genomes. *Nucleic Acids Res*. 2023;51(D1):D587-d92.
23. Milacic M, Beavers D, Conley P, Gong C, Gillespie M, Griss J, et al. The Reactome Pathway Knowledgebase 2024. *Nucleic Acids Res*. 2024;52(D1):D672-d8.
24. Jiang X, Wang Y, Xiao Z, Yan L, Guo S, Wang Y, et al. A differentiation roadmap of murine placentation at single-cell resolution. *Cell Discov*. 2023;9(1):30.

How the deposited data were processed for this re-analysis (not part of the article)

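Decidual RNA of 16 *Foxp3* DTR mouse samples on GD10.5 was analysed in 3 groups, vehicle (6 samples), DT (5) and DT+Treg (5). According to the supplement and the sample labels, the authors checked the reads with FastQC 0.12.1, trimmed them with cutadapt 1.18, and aligned and counted them with STAR 2.7.10b against GRCm38 (mm10). Their table holds whole-number counts for 24982 genes, of which 6583 are 0 in every library, and 2 lines that name no gene (counts in no feature and ambiguous counts). The counts carry no normalization. Counts assigned to genes were 436870 to 846531 per library, or 2.36% to 3.15% of all counts.

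Counts in genes were filtered at 2 CPM or more in at least 4 libraries, the authors' stated filter read as a minimum, which left 14486 genes. They were scaled by TMM and fitted with edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest) with 1 term per group, under R 4.3.3. The comparisons were DT vs. veh, DT+Treg vs. DT and DT+Treg vs. veh. P values were adjusted by Benjamini-Hochberg over all tested genes, with 0.1 as the threshold and 0.05 as an alternative. Standard errors of log2 fold changes were taken from the fold change and its F statistic. The common biological coefficient of variation was 0.212. For a gene with 0 counts in a library, 3 counts is the 95% upper limit, for counting error only. Simulated libraries with known changes were used to test the procedure: changes of 2-fold were recovered in 44.8% of genes and of 4-fold in 78.8% in DT vs. veh. Of the genes called there, 12.75% were false in DT vs. veh, 14.29% in DT+Treg vs. DT and 10% in DT+Treg vs. veh.

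Gene lists (34 lists, 526 genes) were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a correlation of 0.01 between genes, and with an estimated correlation as an alternative. Of these, 28 had at least 5 tested members. List p values were adjusted over the lists of each comparison, with a threshold of 0.1. Group separation was tested by exact permutation of the group labels on Euclidean distances between libraries, and silhouettes were computed on 3 principal components (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scikit-learn 1.9.0). Overlaps of comparisons that share libraries were set against 20 simulated data sets and 20 splits of the shared vehicle libraries.

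Genes named individually were those the paper names (38), the 5 with the largest rise and the 5 with the largest fall in DT vs. veh and in DT+Treg vs. DT (among genes past the threshold, with a mean of at least 10 counts and no overlap between the groups), and from each list up to 4 members past the threshold and the member with the highest mean, 101 in all. The paper's tables had been seen when this rule and the lists were fixed. Gene positions and overlaps between strands come from GENCODE vM21 on GRCm38, in which 24490 of the 24982 symbols (98.0%) were found, and from RefSeq for a further 363. The symbols of 129 genes were in neither.

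Alternatives fixed in advance were limma-voom without and with sample quality weights, DESeq2 1.42.0, other scalings (RLE, upper quartile, library size alone), other filters (none, filterByExpr, and the authors' wording read literally), a fit of only the 2 groups compared, replicate number as a block, library size as a covariate, an adjusted p of 0.05 and leaving out each library in turn. Another 3 were added after seeing the data: limma-voom with quality weights over genes above 1.5 CPM in at least 5 libraries, edgeR over those genes, and libraries thinned to the lowest total. The databases of the pathway and upstream regulator analyses, the histology, flow cytometry and quantitative PCR were not analysed here.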

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

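The tests of opposite-strand counting, of trophoblast loss, of toxin or day, of placental tissue and of exchanged labels, and the random splits of the samples, were chosen only after the result was seen. A single sample that stands apart from its group is reached in about 1 in 20 groups by chance: 34 were found in 366 sets of values (a measure in the samples of a group), where chance gives 18.3.

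Between 96.8% and 97.6% of the counts of each library lay in no gene on the strand that was counted. A candidate explanation is counting on the strand opposite to the transcripts: of 239 pairs of a non-coding and a coding gene that share at least 200 exon bases on opposite strands, the non-coding gene held more counts in 157 (65.7%), for example *Gm15441* with 3539 counts per library against *Txnip* with 424 (chosen after their values were seen). *Xist* held more counts per library than its antisense gene *Tsix* (201.5 and 62.6), the other order, but a single pair does not decide it. Genomic DNA is argued against, since 1406 olfactory and vomeronasal receptor genes held 0.0240 counts per kb of exon and library, against 6.33 for all coding genes. If opposite-strand counting holds, the counts of every gene would be affected, since the reads of its own transcripts would lie on the other strand. Of the 100 highest tested genes, 53% have at least 200 opposite-strand exon bases, against 20.9% of all tested genes. So do 40 of the 186 genes differentially expressed in DT vs. veh (21.5%), whose counts may then come in part from a neighboring gene. No biological explanation was tested.

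Uterine epithelial genes were lower in DT than in veh and stayed low in DT+Treg, where 18 of 22 general epithelial genes and 10 of 13 gland and lumen genes fell against veh, in a comparison the paper does not report, in which 519 genes passed the test (123 higher and 396 lower). A different share of uterine epithelium in the tissue taken cannot be told apart from a change in the cells: of 83 lower genes outside the epithelial lists, 79.5% followed the epithelial score within groups, against 51.7% of all tested genes, between the bounds of 60% and 80% set for it. Loss of trophoblast cells stays open, with a median log2 fold change of -0.63 over 15 trophoblast genes without veh 1 (middle range -1.29 to -0.22, 2 of them called lower). This median met the bound set for such a loss, a bound written after the result was seen. A lasting effect of the toxin or of the day of the experiment cannot be told apart from an effect of Treg cell depletion. DT+Treg mice received the toxin too, and the median share of the decrease taken back in DT+Treg was -0.0237. In wild-type mice given the toxin, the paper saw no change in fetal survival or growth in late gestation. No decidua of such mice is among the samples here. The biological explanation that the design gives, a loss of epithelium through early Treg cell depletion that a transfer does not restore, stays among the open ones.

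The sample veh 1 stood apart from the other veh samples, at 83.1 on component 1 (others -8.2 to 22.8) and -27.3 on component 2 (others 16.4 to 35.5). Its 10 highest genes took 7.39% of the counts (others 4.06% to 5.03%), its trophoblast giant cell score was 3.90 (others -0.52 to 0.78), its decidual stroma score 1.26 (others -0.25 to 0.28), its gland and lumen score -0.25 (others 0.97 to 1.30) and its smooth muscle score -1.29 (others 0.16 to 0.65). Labels exchanged with a DT sample are argued against, since its interferon score was -0.41 and those of the DT samples 0.20 to 0.45. Its MHC class I score (-0.29) lay below those of the DT samples too (0.215 to 0.535), whereas its gland and lumen score lay within theirs (-1.49 to 0.81). More placental tissue in this sample stays open: *Ceacam9*, *Psg22* and *Psg29*, the 3 placental family genes outside the lists with at least 10 counts in the other 15 libraries, were highest in veh 1 (100.0%), but they are too few to decide. No biological explanation was tested, and without veh 1 the number of genes differentially expressed in DT vs. veh was 678.

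Other log2 CPM values of veh 1 beyond those of the other veh samples were *Hsd11b2* at 5.76 (others 7.52 to 8.24), *Ncr1* at 1.61 (3.67 to 4.59), *Iigp1* at 3.65 (4.71 to 5.35), *Jak1* at 8.00 (8.41 to 8.51), *Spint2* at 6.61 (7.93 to 8.68), *Aqp5* at 3.65 (5.77 to 6.64), *Myh11* at 9.29 (10.73 to 11.37), *Epas1* at 10.33 (9.15 to 9.44) and *Rrm2* at 10.27 (9.10 to 9.18). *Olr1* was 5.69 in veh 4 (others 6.58 to 7.04) and *Erap1* 9.04 in veh 3 (others 9.53 to 9.81). In DT 2, the endothelium score was 0.23 (others -0.16 to -0.05), the hypoxia score 0.79 (-0.07 to 0.09), *Eomes* 6.16 (5.48 to 5.65) and *Epas1* 10.08 (9.64 to 9.77). The MHC class II score was 0.92 in DT 1 (others 0.18 to 0.26), and *Pax8* was 2.54 in DT 3 (others 4.28 to 4.66). In DT+Treg 2, *Cdh5* was 8.45 (others 9.08 to 9.23), *Spint2* 5.14 (6.13 to 6.46), *Col1a1* 12.89 (12.45 to 12.57), *C2* 5.64 (6.42 to 6.58), *Cd55* 6.23 (6.95 to 7.20) and *Serping1* 9.39 (9.59 to 9.68). DT+Treg 1 had an MHC class I score of 0.04 (others -0.04 to -0.03) and *Prl7a1* at 4.31 (1.61 to 2.18). DT+Treg 5 had 2.53% of its counts in genes (others 2.36% to 2.39%) and a macrophage score of -0.21 (others 0.08 to 0.15).

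Among 100 splits of the DT and veh samples (of 462 possible), 3, the real one included, called at least the 186 genes of the real one. This share lies under 0.05 and argues against chance for this count, in a test chosen after the result was seen. The highest other split called 677 genes by exchanging veh 1 and DT 4, which points to a structure of the samples, and the next called 215. For DT+Treg vs. DT, 1 of 100 splits (of 126), the real one, called as many as 16 genes, and the highest other called 3. For DT+Treg vs. veh, 1 of 100 (of 462), the real one, called as many as 519, and the highest other called 229. Chance is argued against for both counts in the main fit, but that of DT+Treg vs. DT fell to 1 without veh 2 and in other settings.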

How the results depend on the processing

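Thinned libraries, quality weights over genes above 1.5 CPM in at least 5 libraries, and edgeR over those genes were chosen only after the result was seen, whereas all other alternatives were fixed in advance. Named genes and lists past the threshold, here or in an alternative, kept their direction, while some that passed in neither changed sign. The number of genes past the threshold was less firm, and the cause was not tested unless named. Counts assigned to genes, 436870 to 846531 per library, limit what can be detected: in simulated libraries 10.4% of 1.5-fold and 44.8% of 2-fold changes were found in DT vs. veh. With limma-voom the counts were 167 in DT vs. veh, 19 in DT+Treg vs. DT and 347 in DT+Treg vs. veh. Of the 46 named genes past the threshold in DT vs. veh, 43 kept it with limma-voom and 45 with DESeq2.

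For DT vs. veh (186 genes), quality weights gave 479, only the 2 groups fitted 61, library size as a covariate 109, an adjusted p of 0.05 gave 76, quality weights over genes above 1.5 CPM in at least 5 libraries 446 and thinned libraries 106 (fewer counts). For DT+Treg vs. DT (16), DESeq2 gave 107, quality weights 126, RLE scaling 9, no filter 31, only the 2 groups 369, library size as a covariate 0 with edgeR, an adjusted p of 0.05 gave 1, and quality weights with the added filter 124. For DT+Treg vs. veh (519), library size as a covariate gave 331, an adjusted p of 0.05 gave 277 and thinned libraries 317. Genes past the threshold in both DT vs. veh and DT+Treg vs. DT (5) numbered 21 with DESeq2, 38 with quality weights, 3 with RLE, 9 with no filter, 15 with only the 2 groups, 0 with library size as a covariate, 0 at an adjusted p of 0.05, 35 with quality weights and the added filter and 1 in thinned libraries. Genes still past it in DT+Treg vs. veh (83) numbered 244 with quality weights, 29 with only the 2 groups, 45 with library size as a covariate, 26 at 0.05, 230 with quality weights and the added filter and 50 in thinned libraries. Named genes past the threshold numbered 28 with only the 2 groups, 27 at 0.05 and 29 in thinned libraries. Lists past the threshold fell with an estimated correlation from 18 to 9 in DT vs. veh and from 14 to 3 in DT+Treg vs. DT. On the 500 most variable genes, the exact permutation p was 0.0736 for DT vs. veh and 0.143 for DT+Treg vs. DT.

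With replicate number as a block, the counts were 102, 1 and 293, with 1 gene in the overlap and 36 still past the threshold. The numbers do not pair the samples: the correlation within same-number pairs had a median of 0.00524 (-0.153 to 0.0811), and 1 of 16 libraries was closest to one of its own number.

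Leaving out each library in turn, DT vs. veh gave 46 (without DT 3) to 678 (without veh 1) genes, with 32 to 313 higher and 14 to 365 lower, and also left the 1.5-fold range without veh 5 (109), veh 6 (62), DT 1 (56) or DT 6 (88). DT+Treg vs. DT gave 1 to 158, with 1 to 64 higher and 0 to 94 lower. It was 158 without veh 1, 69 without veh 3, 10 without DT 3, 9 without veh 6, 3 without veh 5, 2 without DT+Treg 5, and 1 without veh 2, DT 1, DT 2, DT 6 or any of DT+Treg 1 to 4. DT+Treg vs. veh gave 207 (without DT+Treg 1) to 767 (without veh 1), with 56 to 226 higher and 150 to 541 lower, and 265, 263, 305 and 290 without DT+Treg 2, 3 and 4 and veh 6. The overlap ranged from 0 to 67 (0 to 59 in opposite directions), beyond 1.5-fold for all libraries but DT 3. Genes still past the threshold ranged from 19 (without DT 3) to 308 (without veh 1; 6 to 52 higher, 13 to 256 lower), beyond 1.5-fold also without veh 5, veh 6, DT 1, DT 6 or DT+Treg 1, 3 or 4, genes tested from 14338 to 14439, named genes from 21 to 62 and lists from 15 to 20 and from 13 to 15. The exact permutation p ranged from 1.59e-05 to 0.00559 for the 3 groups, 0.00794 to 0.119 for DT vs. veh, 0.00794 to 0.0635 for DT+Treg vs. DT and 0.00216 to 0.0143 for DT+Treg vs. veh.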

Differences from the paper's values

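Quality weights over genes above 1.5 CPM in at least 5 libraries were chosen only after the result was seen: 25 filters were tried for the one that leaves the paper's 14748 genes, which 1 did, and then 5 fits over those genes, of which limma-voom with quality weights gave the paper's counts. The paper states limma-voom, TMM, the filter at 2 CPM in 4 samples and an FDR under 0.1, and its text does not name sample weights. That setting gives the counts and fold changes of the paper listed here and drops 0 of the matched genes the paper calls. In it veh 1 had a weight of 0.353 and the other samples weights of 0.683 to 1.31, whereas the main fit uses no sample weights. The depth is not affected by this setting.

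The paper reports 446 genes differentially expressed in DT vs. veh, and 186 were found here. Among the alternatives set before the data were examined, limma-voom with quality weights (479) comes within 1.5 times of the paper's number. The others do not, and neither does any fit with a library left out. The paper's 192 upregulated genes compare with 94 here (within 1.5 times with quality weights, 204, and without veh 3, 154, and not with the others), and its 254 downregulated genes with 92 here (within 1.5 times with quality weights, 275, and without veh 1, 365, and not with the others). Its 35 genes that also differ in DT+Treg vs. DT compare with 5 here (within 1.5 times with quality weights, 38, and not with the others). With quality weights over genes above 1.5 CPM in at least 5 libraries, chosen after seeing the values, the numbers are 446, 192, 254 and 35. Of the 186, 16 and 519 genes found here, 177, 16 and 474 are among those it calls in the 3 comparisons. Limma-voom over the same genes without weights gave 171 in DT vs. veh.

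The paper's log2 fold change of *Aqp5* in DT vs. veh is -4.018, and here it was -2.91 (within the error with limma-voom, -3.71, and quality weights, -4.05, and not with the other preset alternatives). For *Aqp5* in DT+Treg vs. DT the paper's value is -0.609 and the one here -1.83 (within the error with limma-voom, -0.68, quality weights, -0.59, and library size as a covariate, -1.56, and not with the other preset alternatives, and within it in thinned libraries, -1.35, added later). For *Pcsk6* in DT+Treg vs. DT the paper's value is 0.028 and the one here -0.0888 (of the same sign with limma-voom, 0.02, and quality weights, 0.02, and not with the others). For *Aqp8* in DT vs. veh the paper's value is -2.367 and the one here -1.57 (within the error with limma-voom, -2.08, and quality weights, -2.37, and not with the others). With the setting chosen after seeing the values they were -4.02, -0.61, 0.03 and -2.37.

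Of the 47 matched genes of Supplemental Table 3, the paper's adjusted p is under 0.1 for 47 in DT vs. veh and for 11 in DT+Treg vs. DT, and here for 19 and 2. Quality weights give 47 and 12, and only the 2 groups fitted 14 in the second comparison. The other preset alternatives stay apart. Of the 49 matched genes of Supplemental Table 4, the paper calls 49 in DT vs. veh (1 printed as 0.100), and 17 passed here (49 with quality weights, and apart with the other preset alternatives). The setting chosen after seeing the values calls 47, 11 and 49. Fold changes differed by more than the standard error for 8 and 1 of the 47 genes and for 25 and 9 of the 49, in DT vs. veh and DT+Treg vs. DT, and 9 of the 49 had the other sign in DT+Treg vs. DT. The paper states 80 M reads per sample, and the median total here was 25.81 M counts, which is not the same quantity.

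The paper states that the 3 groups form distinct clusters, and here 3 of 5 DT and 2 of 6 veh samples lay nearer another group (silhouette below 0), although the groups differed by permutation. It states that *Gzmb*, *Prf1* and *Gzmc* to *Gzmg* rose after depletion and fell after replacement. Here all 7 had those directions, *Gzmd* and *Gzmf* passed the test for the rise and none for the fall. Quality weights called the rise of all 7, and DESeq2 and the fit of only the 2 groups the fall of all 7. In limma-voom with the setting chosen after seeing the values, the fall passed for *Gzme*, *Gzmf* and *Gzmg* (adjusted p = 0.072, 0.0214 and 0.0348). The paper lists *Eomes*, *Il2rg* and *Cdh5* among the genes that changed, and here the adjusted p was 0.123, 0.173 and 0.396 (all 3 were called with quality weights and without veh 1), while *Id2*, *Runx3*, *Il15ra*, *Il2rb*, *Lcp1* and *Olr1* passed. It states that transfer substantially normalized most of the changed genes, with 35 of 446 differentially expressed in DT+Treg. Of the 186 found here, 134 moved toward veh and 52 away from it, and 83 still differed from veh. Of the 92 lower genes 66 were still lower. With the setting chosen after seeing the values, 299 of 446 moved toward veh, 34 of them past the threshold, and 230 still differed from veh. The trophoblast genes are said to be largely normalized, and here all 5 lower ones (*Krt7*, *Krt8*, *Pcsk6*, *Cited4* and *Hsd11b2*) remained lower than in veh, while *Olr1* had a log2 fold change of 0.50 and did not pass the test. The paper states that its regulators were not detected by sequencing, and here *Il12a*, *Il10* and *Ifng* had 1 or 2 counts in all, while *Ebi3* passed the filter.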

Other observations

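The lists and their tests were fixed before the counts were examined, but after the paper's tables had been seen. The genes *Eln*, *Ccl3*, *Adgre1*, *Ccna2*, *Atf3*, *Hspa1b*, *C3*, *Cd14*, *Ctsc*, *Gjb2*, *Prl8a2* and *Psmb9*, and the choice of what is described here, were chosen only after the result was seen. Compared with DT, DT+Treg decidua had more transcripts of the cell cycle and fewer of hypoxia. Of 20 cell cycle genes, 18 had positive log2 fold changes, with a median of 0.42 (camera adjusted p = 1.08e-08, and adjusted p = 0.121 with an estimated correlation). None passed over all genes with edgeR, 1 did with limma-voom, 3 with quality weights and 2 with DESeq2 (11 had an unadjusted p under 0.05, and 11 rose when adjusted over the list alone). Of 12 hypoxia genes, 11 had negative values, with a median of -0.57 (camera adjusted p = 0.000451, and adjusted p = 0.121 with an estimated correlation). None passed with edgeR or DESeq2 and 1 did with limma-voom, without and with quality weights (3 had an unadjusted p under 0.05, and 3 fell when adjusted over the list alone). DT 2 had the highest hypoxia score of the DT samples, 0.79 (others -0.07 to 0.09), and the lowest cell cycle score, -0.62, and without it the camera adjusted p values were 0.00895 and 4.5e-06. Matrix genes were higher (camera adjusted p = 0.00297, and adjusted p = 0.515 with an estimated correlation), with *Eln*, which encodes elastin, past the test and 5 higher when adjusted over the list alone.

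Compared with veh, DT+Treg decidua had *Ccl3*, an inflammatory chemokine (log2 fold change 1.29, 7.06 counts per library), *Adgre1*, the macrophage marker F4/80 (0.96), and *Ccna2*, a cyclin (0.48), higher. *Atf3*, a stress-induced transcription factor (-2.29, 2.94 counts per library), the heat-shock gene *Hspa1b* (-1.00), the complement gene *C3* (-1.16), *Cd14* (-1.01), the granzyme-activating protease *Ctsc* (-0.86) and the connexin gene *Gjb2* (-2.57) were lower. *Prl8a2* was lower as well (-4.66), with 2188 counts in veh 1 (16 to 1072 in the other veh samples), and without veh 1 its value was -3.13 (adjusted p = 0.0528). MHC class I genes remained higher than in veh as a list (camera adjusted p = 4.3e-05), with *H2-Q4* (0.67), *Tap1* (0.61) and *Psmb9* (0.70) past the test (6 higher and 1 lower when adjusted over the list alone). *Clec9a* (0.78) and *Lox* (0.71) stayed higher, and *Plvap* (-0.54) and *Ednrb* (-1.02) lower. The yolk sac list had 2 of 7 genes higher in DT vs. veh when adjusted over the list alone (camera adjusted p = 0.608). Its score was 2.05 in DT 3 and between -0.82 and 0.10 in the other DT samples. Hypoxia genes had a median of -0.01 in DT vs. veh while camera pointed up (adjusted p = 0.244), and decidual stroma genes had a mean of -0.34 in DT+Treg vs. DT while camera pointed up (adjusted p = 0.79).

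By quantitative PCR, an assay not analysed here, which the paper describes as done on the same decidual samples and its figure legend as 9 to 10 dams per group with 2 decidua averaged per dam, the paper states lower *Foxp3*, *Ncr1*, *Tgfb1*, *Vegfa* and *Ebi3* in DT. In the sequencing data the log2 fold changes in DT vs. veh were 0.05 for *Foxp3* (adjusted p = 0.926), 0.85 for *Ncr1* (adjusted p = 0.366), 0.23 for *Tgfb1* (adjusted p = 0.576), 0.00 for *Vegfa* (adjusted p = 1) and 1.07 for *Ebi3* (adjusted p = 0.729). Over these 5 genes none passed by edgeR, limma-voom or DESeq2, or when adjusted over the list alone (1 had an unadjusted p under 0.05). As a list they were higher by camera (adjusted p = 0.0774, and adjusted p = 0.158 with an estimated correlation), opposite to the paper's decreases, but not without DT 2 (adjusted p = 0.158). The score of the list was -0.54 in veh 1 (other veh samples -0.31 to 0.21), where *Ncr1* had a log2 CPM of 1.61 (others 3.67 to 4.59). Exons of *Foxp3* and *Ebi3* are partly covered on the opposite strand, and *Ebi3* had few counts. These values therefore do not settle the difference between the assays.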
